# Club cell-specific role of programmed cell death 5 in pulmonary fibrosis

**DOI:** 10.1038/s41467-021-23277-8

**Published:** 2021-05-19

**Authors:** Soo-Yeon Park, Jung Yeon Hong, Soo Yeon Lee, Seung-Hyun Lee, Mi Jeong Kim, Soo Yeon Kim, Kyung Won Kim, Hyo Sup Shim, Moo Suk Park, Chun Geun Lee, Jack A. Elias, Myung Hyun Sohn, Ho-Geun Yoon

**Keywords:** Animal disease models, Respiratory tract diseases

## Abstract

Idiopathic pulmonary fibrosis (IPF) causes progressive fibrosis and worsening pulmonary function. Prognosis is poor and no effective therapies exist. We show that programmed cell death 5 (PDCD5) expression is increased in the lungs of patients with IPF and in mouse models of lung fibrosis. Lung fibrosis is significantly diminished by club cell-specific deletion of *Pdcd5* gene. PDCD5 mediates β-catenin/Smad3 complex formation, promoting TGF-β-induced transcriptional activation of matricellular genes. Club cell *Pdcd5* knockdown reduces matricellular protein secretion, inhibiting fibroblast proliferation and collagen synthesis. Here, we demonstrate the club cell-specific role of PDCD5 as a mediator of lung fibrosis and potential therapeutic target for IPF.

## Abstract (web summary)

Idiopathic pulmonary fibrosis (IPF) is a fatal adult lung disease. Here the authors investigate the functional significance of PDCD5 in club cells as a mediator of lung fibrosis and potential therapeutic target for IPF.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a lethal and progressive lung disease that affects millions of patients worldwide and causes scarring of the lungs. The cause of IPF is unknown and it is largely unaffected by current treatments^1^. Additionally, the key cellular and molecular events in early-stage IPF are poorly understood. The lungs of IPF patients display a characteristic fibrosis, which also been termed usual interstitial pneumonia. A typical interstitial pneumonia usually includes the presence of fibroblast foci, characterized by deposition of extracellular matrix (ECM), which results in distortion of normal lung structures and loss of respiratory function^2^. Since there is no effective therapy for IPF which has a mortality rate higher than many cancers, effective therapeutic targets, and treatments are urgently needed.

Club cells are non-ciliated bronchiolar epithelial cells with diverse functions including xenobiotic metabolism, immune system regulation through secretion of club cell secretory protein (CCSP), and progenitor cell activity to repair the regional epithelium in response to lung damage^3^. The role of club cells in IPF or other lung diseases is still unclear; however, there is a link between lung fibrosis and alveolar bronchiolization, a process by which club cells and other bronchiolar epithelial cell types migrate to fill the alveolar walls^4,5^. Interestingly, a recent study reported perspective on the potential pathological role of club cells in IPF, suggesting that club cells induce pulmonary epithelial cell death, leading to IPF progression^6^. In addition, club cell-specific overexpression of transforming growth factor alpha (TGF-α) activates mesenchymal cell migration and accumulation in lung fibrosis^7^. Despite the growing focus on club cells in recent years, the accumulated interest of club cells in the IPF field is very low compared with that of alveolar type II (AT2) cells. Therefore, additional studies are needed to clarify the role of club cells in the pathogenesis of pulmonary fibrosis.

Human programmed cell death 5 (*PDCD5*) is an apoptosis-associated gene located on chromosome 19q12–q13.1; the PDCD5 protein contains 125 amino acid residues. The expression of PDCD5 in various cell lines demonstrates that it has diverse functions in pathological and physiological processes^8^. PDCD5 inhibits the function of HDAC3 and promotes activation of p53 to induce apoptosis^9^. In addition, PDCD5 reduces nitric oxide production by inhibiting the physical interaction between AKT and HDAC3 in endothelial cells without affecting apoptosis^10^. Thus, PDCD5 participates in varied cellular signaling pathways via regulation of protein–protein interactions. Reduced expression of PDCD5 is common in human tumors, including gastric, breast, astrocytic glioma, chronic myelogenous leukemia, and hepatocellular carcinoma^8^. PDCD5 is also implicated in inflammatory conditions like osteoarthritis and rheumatoid arthritis, paraptosis, cell cycle regulation, ischemia/reperfusion, and immunoregulation and viral infection^11^. However, the role of PDCD5 in pulmonary fibrosis has not been explored.

In this study, we found elevated expression of PDCD5 in the lungs of patients with IPF and mouse models of lung fibrosis. Using mice with club cell-specific Pdcd5 conditional knockout (*Ccsp-Pdcd5*^*d/d*^) and AT2 cell-specific Pdcd5 conditional knockout (*Spc-Pdcd5*^*d/d*^), we show that PDCD5 plays a selective role in club cells during pulmonary fibrosis initiation. Furthermore, PDCD5 is required for formation of TGF-β-induced Smad3/β-catenin complexes on the promoter region of secreted matricellular genes in club cells. p38 MAPK phosphorylates Ser-119 of PDCD5, which enhances stability and nuclear localization of PDCD5. Finally, we verify that selective activity of PDCD5 in club cells promotes fibroblast proliferation and collagen synthesis via a paracrine loop. Our findings highlight the functional significance of PDCD5 in pulmonary fibrosis and suggest a conceptual framework for understanding the interconnectivity between club cells and pulmonary fibrosis.

## Results

### Expression of PDCD5 is elevated in the lungs of patients with IPF and in mouse models of lung fibrosis

To investigate the pathological relevance of PDCD5 in lung disease, we examined PDCD5 expression in lung tissues from patients with IPF using immunohistochemistry (IHC). Demographic and clinical characteristics of lung tissue from control subjects and IPF patients are summarized in Supplementary Table 1. The IPF group was male dominant; age and body weights were balanced between the two groups. Lung function parameters, including forced vital capacity (FVC), forced expiratory volume in 1 s (FEV_1_), and diffusing capacity for carbon monoxide (DLCO), were significantly lower in patients with IPF compared with control (*p* < 0.001). As shown in Fig. 1a, b, PDCD5 was significantly increased in samples from IPF patients compared to those from control subjects. To further validate the expression of PDCD5 in honeycomb cysts and relatively normal airway tissue from IPF lung samples, immunofluorescence (IF) analysis was performed. Elevated levels of PDCD5 was observed in honeycomb cysts compared with normal airway tissue in IPF lungs (Supplementary Fig. 1a–c).

**Fig. 1:**
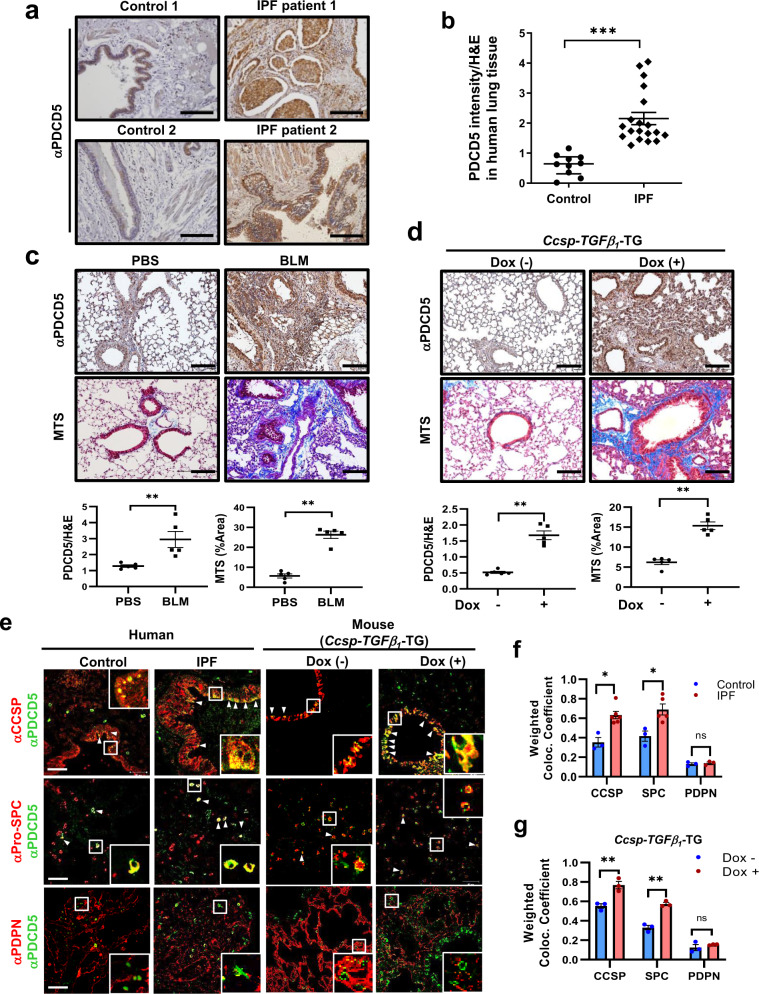
Elevated expression of PDCD5 in IPF patients and in a mouse lung fibrosis model. **a** IHC with an anti-PDCD5 antibody performed in two representative samples from control subjects and IPF patients, respectively. Scale bars = 100 μm. **b** Dot plot represents PDCD5 intensity/H&E ratio from IPF patients (*n* = 19) and the control subjects (*n* = 10). IPF vs. control; 1.7 (1.6–2.4) vs. 0.6 (0.4–0.9), *p* < 0.001, two-tailed Mann–Whitney test. Error bars, mean ± s.e.m. **c**, **d** Representative images showing PDCD5 IHC and MTS in BLM-induced fibrosis lung of wild type (**c**) and TGF-β transgenic mouse (**d**) (scale bars = 100 μm). PDCD5 and H&E intensities and MTS areas were analyzed using ImageJ software. Error bars, mean ± s.e.m. (*n* = 5 mice/group); **p < 0.008, two-tailed Mann–Whitney test (**c**, **d**). **e** Immunofluorescence assay was carried out with human and mouse lung tissue using indicated antibodies. Scale bars = 50 μm. CCSP is a club cell marker; Pro-SPC is an AT2 cell marker; and PDPN is an AT1 cell marker. Co-localized PDCD5 and each marker is indicated by white arrowheads (scale bars = 50 μm). **f**, **g** Weighted co-localized coefficient was calculated using ZEN 3.0 software. Error bars, mean ± s.e.m. *n* = 3 in each group except CCSP-IPF and SPC-IPF groups (*n* = 6). *p < 0.0357; n.s. not significant, two-tailed Mann–Whitney test (**f**). **p < 0.009; n.s. not significant, unpaired two-tailed *t-*test (**g**). Source data are provided in the Source Data file.

Bleomycin (BLM) is widely used for acute induction of lung fibrosis in mice and increases TGF-β_1_ level which is potent fibrogenic cytokine that plays a critical role in IPF pathogenesis^12^. Masson’s trichrome staining (MTS) showed that BLM induced fibrotic changes by day 14 in interstitial areas of the mouse lung. Importantly, PDCD5 levels were significantly increased in the lungs of mice following BLM injection (Fig. 1c and Supplementary Fig. 1d). TGF-β is a major inducer of epithelial–mesenchymal transition (EMT) and a key mediator of fibrosis in many tissues including the lung and kidney^13^. To further verify induction of PDCD5 expression in TGF-β-driven lung fibrosis, we next evaluated changes in PDCD5 expression in a transgenic mouse model with inducible overexpression of *TGF-β*_*1*_ (*Ccsp-TGFβ*_*1*_-TG mice), which induces lung fibrosis after administration of doxycycline (Dox). After 28 days of Dox adiministration, PDCD5 was significantly increased in the lungs of *Ccsp-TGFβ*_*1*_-TG mice compared to lungs from wild-type mice (Fig. 1d and Supplementary Fig. 1e). Bronchial lavage (BAL) fluid cell counting revealed that inflammatory cells were induced in the severe lung fibrosis mouse models (Supplementary Fig. 2a, b). Using co-IF analysis, we found that expression of PDCD5 was significantly increased in patients with IPF in club cells and AT2 cells, but not in AT1 cells (Fig. 1e left panel, f). We observed similar expression patterns in both *Ccsp-TGFβ*_*1*_-TG mice (Fig. 1e right panel, g) and BLM-induced fibrosis model mice (Supplementary Fig. 2c).

To further evaluate the co-expression of PDCD5 with other epithelial cell makers in IPF patients, co-IF staining was performed using Muc5AC (a goblet cell marker), Foxj1 (a ciliated cell marker) antibodies, and a Scgb3a2 antibody, which is another club cell marker. Similar to the results obtained from the IF analysis using CCSP, which showed the co-localization of PDCD5 with another club cell marker, the co-expression between PDCD5 and Scgb3a2 was significantly increased in IPF patients, but PDCD5 co-localization did not increase significantly with goblet cell or ciliated cell markers. Intriguingly, we also observed that PDCD5 was highly co-localized with a fibroblast marker, α-smooth muscle actin (α-SMA) in IPF patients, suggesting a plausible role for PDCD5 in myofibroblast activation during IPF development (Supplementary Fig. 2d). These results collectively demonstrate that PDCD5 expression increases in IPF and mouse models of lung fibrosis.

### Lung fibrosis is regulated by PDCD5 in a lung club cell-specific manner

To determine the physiological role of PDCD5 in the development of lung fibrosis, we generated a genetically engineered mouse model with tamoxifen-inducible *Pdcd5* ablation in lung epithelial club cells^14–16^ (*Ccsp-Pdcd5*^*d/d*^) or AT2 cells^17^ (*Spc-Pdcd5*^*d/d*^). First, to verify *Cre* activity in club cells and AT2 cells after 4-OHT treatment which is a metabolite of the tamoxifen, we adapted a dual fluorescent membrane-localized tdTomato/eGFP (mTmG) indicator mouse model, which marks *Cre*-mediated excision via a heritable switch from tdTomato expression to eGFP expression^18^. We crossed this *Rosa26-mTmG* mouse with either *Ccsp-Pdcd5*^*d/d*^ or *Spc-Pdcd5*^*d/d*^ mice to visualize the *Cre*-mediated excision of *Pdcd5* in club cells or AT2 cells, respectively. The bronchiolar epithelia of the resulting *Ccsp-Pdcd5*^*d/d*^*;mTmG* mice displayed bright eGFP expression, whereas the bronchiolar epithelia of *Pdcd5*^*f/f*^*;mTmG* mice lacked eGFP expression (Supplementary Fig. 3a). Additionally, eGFP^+^ cells were expressed in the alveolar area of *Spc-Pdcd5*^*d/d*^*;mTmG* mouse lungs, whereas *Pdcd5*^*f/f*^*;mTmG* mice lacked eGFP signal in the alveolar region (Supplementary Fig. 3b). Increased eGFP intensity was observed in the airways of *Ccsp-Pdcd5*^*d/d*^*;mTmG* mice after 4-OHT treatment. In contrast, 4-OHT-induced eGFP signal was observed in the parenchymal region of *Spc-Pdcd5*^*d/d*^*;mTmG* mice. To verify *Pdcd5* ablation in the respective lung epithelial cells from *Ccsp-Pdcd5*^*d/d*^ and *Spc-Pdcd5*^*d/d*^ mouse lungs, PDCD5 expression was verified by co-IF analysis with cell type-specific markers (Supplementary Fig. 4a, b). Furthermore, the deletion of *Pdcd5* was confirmed by quantitative reverse transcription-PCR (qRT-PCR) in isolated primary club cells and AT2 cells, which were obtained from each knockout mouse using fluorescence-activated cell sorting (FACS, Supplementary Fig. 4c–f).

Next, we induced lung fibrosis in these mouse models using BLM injection through the trachea. We found that BLM-induced lung fibrosis was markedly diminished in *Ccsp-Pdcd5*^*d/d*^ mice, quantified using MTS-stained areas in the lung and soluble collagen content via Sircol Collagen Assay (Fig. 2a, b). In contrast, there were no significant changes related to fibrosis and collagen synthesis in *Spc-Pdcd5*^*d/d*^ mice (Fig. 2c and Supplementary Fig. 5a). To further examine the role of PDCD5 in club cell-specific lung fibrosis, inducible *Ccsp-TGFβ*_*1*_-TG mice were bred to *Ccsp-Pdcd5*^*d/d*^ mice to generate ablation of *Pdcd5* and overexpression of *TGF-β*_*1*_ in the club cells (Supplementary Fig. 5b). Following administration of Dox, wild-type mice developed lung fibrosis; however, previously observed increased lung fibrosis was significantly diminished in *Ccsp-Pdcd5*^*d/d*^ mice (Fig. 2d and Supplementary Fig. 5c). Moreover, we compared the survival rate after BLM injection in both club cell- and AT2 cell-specific *Pdcd5* knockout mice. Kaplan–Meier survival analysis demonstrated there was prolonged survival in *Ccsp-Pdcd5*^*d/d*^ mice (Fig. 2e), whereas there was no significant survival change in *Spc-Pdcd5*^*d/d*^ mice (Fig. 2f). Importantly, club cell-specific knock-out of Pdcd5 gene had no effects on induction of PDCD5 expression by BLM in both AT2 cells and fibroblasts (Supplementary Fig. 6). These data suggested that PDCD5 in the club cells plays an important role in the initiation of lung fibrosis.

**Fig. 2:**
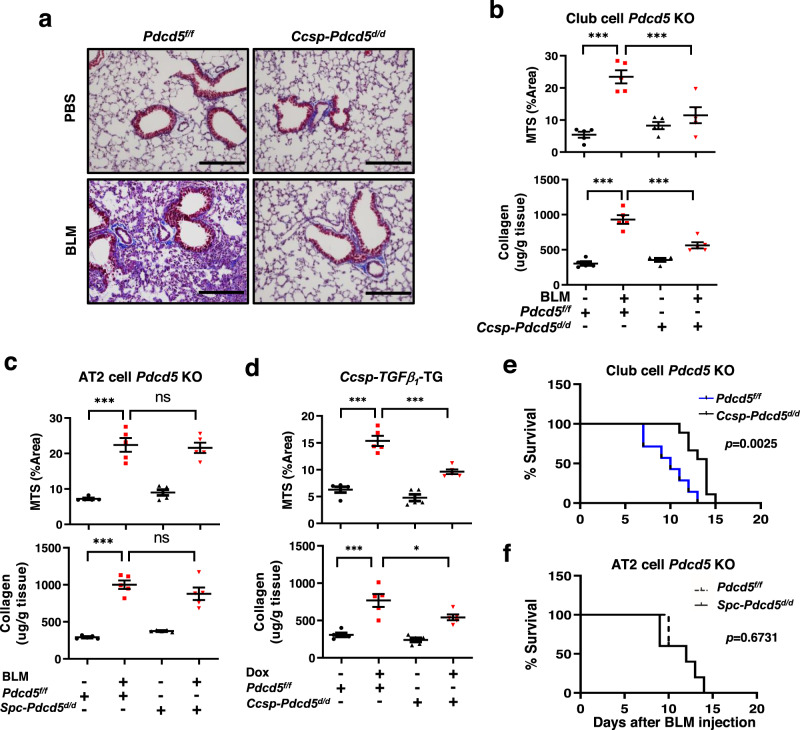
Club cell-specific deletion of *Pdcd5* prevents lung fibrosis. **a** MTS was carried out on lung tissues from *Pdcd5*^*f/f*^ and *Ccsp-Pdcd5*^*d/d*^ mice with or without BLM treatment (scale bars = 200 μm). **b**–**d** MTS quantification and soluble collagen assay using lung tissues from *Pdcd5*^*f/f*^ and *Ccsp-Pdcd5*^*d/d*^ mice (**b**), *Pdcd5*^*f/f*^ and *Spc-Pdcd5*^*d/d*^ mice (**c**), and *Ccsp-TGFβ*_*1*_-TG (**d**), respectively (*n* = 5 mice/group). Error bars represents mean ± s.e.m. Statistical analysis was performed with ANOVA with Tukey’s test. ***p < 0.001; *p = 0.029 (**b**–**d**). **e** Kaplan–Meier survival analysis was performed after BLM injection. *Pdcd5*^*f/f*^ (*n* = 7 mice) and *Ccsp-Pdcd5*^*d/d*^ (*n* = 8 mice)*, p* = 0.0025. **f** Kaplan–Meier survival of *Pdcd5*^*f/f*^ and *Spc-Pdcd5*^*d/d*^ (*n* = 5 mice/group), *p* = 0.6731. Statistical analysis was performed using log-rank (Mantel–Cox) test (**e, f**). Source data are provided in the Source Data file.

To further validate the functional role played by PDCD5 in the initiation of pulmonary fibrosis, we performed the genetic deletion of *Pdcd5* after the induction of lung fibrosis. We first examined the time course of lung fibrosis induction following BLM injection. We found that BLM significantly induced lung fibrosis and PDCD5 expression starting 3 days after injection (Supplementary Fig. 7a). Thus, *Ccsp-Pdcd5*^*d/d*^ mice were treated with 4-OHT, 3 days after BLM injection. As shown in Supplementary Fig. 7b, the induction of lung fibrosis following BLM injection was significantly suppressed by deletion of *Pdcd5* gene from 2 days after first 4-OHT injection. These data revealed PDCD5 mediates lung fibrosis initiation. It was also noteworthy that *Pdcd5* depletion did not affect cell death of lung (Supplementary Fig. 8a). Furthermore, we examined the effects of *Pdcd5* deletion on the proliferation of club cells through IF analysis, using antibodies against Ki67 and CCSP (Supplementary Fig. 8b). *Pdcd5* ablation did not appear to affect the proliferation of club cells. Taken together, our results suggest that PDCD5 mediates lung fibrosis initiation, without affecting club cell death and proliferation.

### PDCD5 promotes TGF-β signaling by mediating formation of a Smad3/PDCD5/β-catenin complex

We next examined the molecular mechanism by which PDCD5 mediates lung fibrosis in club cells. To do this, we used conditionally immortalized C22 mouse club cells. We previously showed that in response to genotoxic stress, levels of PDCD5 and phosphorylated PDCD5 concurrently increase in HCT-116 cells^9,19^. We thus examined whether TGF-β_1_ treatment changes PDCD5 expression and/or phosphorylation in C22 cells. After 1 h of TGF-β_1_ treatment, both total and phosphorylated levels of PDCD5 were increased, and PDCD5 expression was continuously stimulated until 12 h post-treatment. As expected, both Smad2 and Smad3 phosphorylation were also induced early following TGF-β treatment in C22 cells (Fig. 3a). However, no significant change in PDCD5 phosphorylation and expression was observed following TGF-β_1_ treatment in the RLE-6TN AT2 cell line (Supplementary Fig. 9a).

**Fig. 3:**
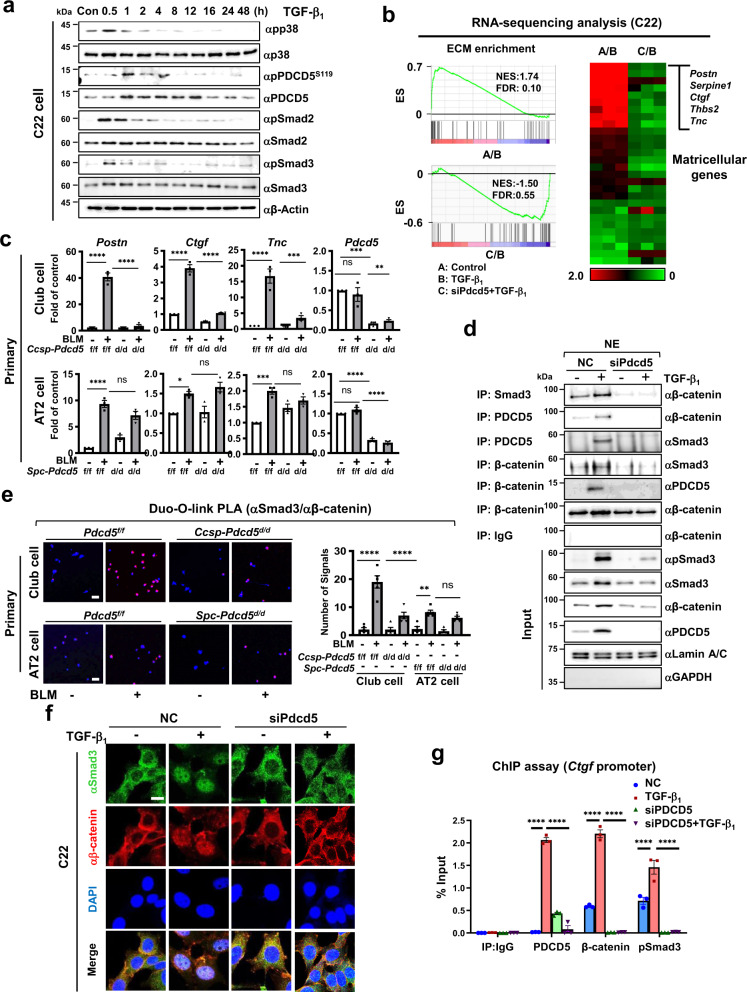
PDCD5 mediates TGF-β-dependent transcriptional activation of matricellular genes via formation of a PDCD5/β-catenin/Smad3 complex. **a** C22 cells were treated with TGF-β_1_ (20 ng/ml) and harvested at indicated time points. Whole-cell lysates were analyzed by immunoblotting with indicated antibodies. Representative blots for three independent experiments are shown. **b** GSEA of RNA-seq signals of GO-defined ECM gene clusters in C22 cells. The normalized enrichment score (NES) is pictured in the left panel. A heat map of the ECM gene signature is pictured in the right panel. **c** Primary club cells were isolated from *Pdcd5*^*f/f*^ and *Ccsp-Pdcd5*^*d/d*^ mouse lungs, and AT2 cells were isolated from *Pdcd5*^*f/f*^ and *Spc-Pdcd5*^*d/d*^ mice after BLM injection. The levels of indicated genes were analyzed by qRT-PCR. (*n* = 3 mice/group); *p = 0.0293; **p = 0.0034; ***p < 0.0008; ****p < 0.0001; n.s. not significant. **d** C22 cells were transfected with *Pdcd5* siRNAs for 36 h and then treated with TGF-β_1_ for 12 h. Nuclear extracts were immunoprecipitated with the indicated antibodies and immunoblotted with the indicated antibodies. Representative blots from three independent experiments are shown. **e** Primary club cells or AT2 cells from BLM-injected mice were analyzed by in situ PLA, using Smad3 and β-catenin antibodies. Scale bars = 20 µm. Number of signals was quantified using ImageJ software (*n* = 5/group); **p = 0.0074; ****p < 0.0001; n.s. not significant. **f** C22 cells were treated with *Pdcd5* siRNA for 36 h and/or TGF-β_1_ for 12 h, immunofluorescence analysis was performed. Scale bars = 10 μm. Representative images from three independent experiments are shown. **g** C22 cells were treated with TGF-β_1_ for 24 h and a ChIP assay was performed using the indicated antibodies. Precipitated samples were analyzed by qRT-PCR, and results are presented as the percentage of input (*n* = 3 in each group); ****p < 0.0001. Data are shown as mean ± s.e.m. Statistical analysis was performed with one-way ANOVA with Tukey’s post hoc test (**c**, **e**, **g**). Source data are provided in the Source Data file.

To determine whether PDCD5 is involved in transcriptional regulation of TGF-β target genes, we performed RNA sequencing (RNA-seq) analysis in C22 club cells with or without knocking-down of *Pdcd5* after 24 h of TGF-β_1_ treatment. 

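RNA-seq was carried out on 12 libraries of C22 cells, a conditionally immortalized club cell line, in 4 groups of 3 replicates each. The groups were negative control cells (NC), NC cells treated with 20 ng/ml TGF-β1 for 24 h (NC + TGF-β1), cells with Pdcd5 knockdown (siPdcd5), and knockdown cells given the same treatment (siPdcd5 + TGF-β1). The libraries were made with the QuantSeq 3′ mRNA-seq kit, which reads the 3′ ends of polyadenylated transcripts. The authors aligned the reads with Bowtie2, counted unique and multiple alignments per gene with Bedtools, and deposited whole read counts for 23282 gene symbols without normalization. The genome build, the annotation and the use of strand in counting are not stated. Between 12809857 and 17714828 reads per library were counted on genes. The median total was 13132806 in NC, 13278211 in NC + TGF-β1, 15194145 in siPdcd5 and 14853346 in siPdcd5 + TGF-β1, so that 3 counts correspond to 0.169 to 0.234 CPM. Normalization factors were computed by the TMM method, low genes were removed with edgeR's default filter, and one model with the 4 groups was fitted to the remaining 12425 genes. Pdcd5, which lies on chromosome 7 of GRCm38 from 35641982 to 35647521, had 65.1 to 73.5 CPM in the NC libraries and 66.3 to 69.7 CPM in the NC + TGF-β1 libraries. It had 20.0 to 22.1 CPM in the siPdcd5 libraries and 21.8 to 26.3 CPM in the siPdcd5 + TGF-β1 libraries, below every NC library. The means were 68.1 ± 4.68 (SD, n = 3), 67.8 ± 1.69 (SD, n = 3), 21.1 ± 1.07 (SD, n = 3) and 24.1 ± 2.26 (SD, n = 3) CPM in NC, NC + TGF-β1, siPdcd5 and siPdcd5 + TGF-β1. The log2 fold change of Pdcd5 after knockdown was −1.69 (standard error 0.10, adjusted p = 1.1e-06) without TGF-β1 and −1.49 (standard error 0.10, adjusted p = 5.5e-06) with it, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library moved the second value most, to between −1.56 and −1.43. After TGF-β1 alone it was −0.01 (adjusted p = 0.979, same test). The annotation also holds a pseudogene, Pdcd5-ps, and because multiple alignments were counted its reads are not kept apart from those of Pdcd5.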

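Treatment with TGF-β1 changed 1906 of the 12425 genes tested in NC cells at an adjusted p under 0.05, 1065 higher and 841 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 treated libraries lay wholly above or below the 3 NC libraries for 1889 of these genes and for 29.6% of all genes tested, where chance gives 10%. With upper-quartile factors the balance turned, with 945 higher and 996 lower. Among the alternatives set for this count, a minimum absolute log2 fold change of 1 moved it most, to 582. With the replicate number as a block, 1687 genes were called, 1669 of them among the 1906. The deviations of same-numbered NC and NC + TGF-β1 libraries from their group means had a mean Pearson r of 0.113 across genes. For libraries with other numbers it was −0.06. Deviations cancel within each group, so the second value is tied to the first and is no separate baseline. Among well-expressed genes without overlap between the groups, large rises past the threshold included those of Postn and Krt14 (log2 fold change 4.11, standard error 0.20). The largest falls were those of Id2 (−4.18, standard error 0.17), Id3 (−2.99, standard error 0.21) and Atoh8 (−2.95, standard error 0.20). ECM genes were tested as a set with a list of 174 genes, made up of collagens, glycoproteins, laminins and basement membrane proteins, matricellular proteins, proteoglycans and matrix regulators. Of these, 168 are in the files and 93 passed the filter. Their median log2 fold change after TGF-β1 was 0.55, 66 of the 93 were higher, and 47 were higher and 15 lower at an adjusted p under 0.05. GSEA with genes ranked by signal-to-noise gave a normalized enrichment score (NES) of 1.75 (p = 4.2e-04 from 10000 gene permutations). The camera test of limma, which allows for correlation between genes, gave p = 8.7e-15 for the list as a whole. Ranking by the signed square root of edgeR's F moved the NES most, to 2.30. With the replicate block in that ranking the NES was 2.29. The camera test with the block and the same preset correlation gave p = 1.2e-14.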

Gene set enrichment analysis (GSEA) demonstrated significant enrichment of ECM genes in TGF-β_1_-treated C22 cells. However, *Pdcd5* knockdown negatively regulated ECM Gene Ontology (GO)-defined genes (Fig. 3b). 

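In TGF-β1-treated C22 cells, Pdcd5 knockdown changed 192 genes at an adjusted p under 0.05, 41 higher and 151 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The knockdown and NC libraries did not overlap for any of these 192 genes, nor for 18.9% of all genes tested, against the 10% that chance gives. The alternatives set for this count gave between 44 genes, with only the 6 samples compared (all 44 among the 192), and 459 with DESeq2's Wald test. With the replicate number as a block, 107 genes were called, 106 of them among the 192. Same-numbered NC + TGF-β1 and siPdcd5 + TGF-β1 libraries deviated from their group means with a mean Pearson r of −0.14 across genes. It was 0.07 for libraries with other numbers, a value tied to the first because deviations cancel within each group. Apart from Pdcd5, the largest falls among well-expressed genes were those of Slit2 (log2 fold change −1.38, standard error 0.16) and Fbln5 (−1.36, standard error 0.10). The largest rises were those of 5730408K05Rik (1.24, standard error 0.19), Prl2c2 (1.15, standard error 0.18) and Gda (0.89, standard error 0.12). Slit2 overlaps other annotated genes and Prl2c2 belongs to a gene family, and their counts are uncertain because multiple alignments were counted. The paper's text does not give the name of its GO set, and the list of 174 ECM genes stands in for it. In this list, 75 of the 93 genes tested were lower after knockdown, with a median log2 fold change of −0.28, and 19 were lower and 1 was higher at an adjusted p under 0.05. The NES was −1.48 (p = 0.0144 from gene permutations), and camera gave p = 1.4e-15. When genes were ranked by the signed root of F, the NES was −2.51 without the replicate block and −2.52 with it. With the block, the camera test with its preset correlation between genes gave p = 3.7e-15. With the Reactome set for extracellular matrix organization in place of the list, the NES was −1.12 (permutation p = 0.244), and for the list without the matricellular genes that the paper names it was −1.34 (permutation p = 0.0594). Of the 47 ECM genes raised by TGF-β1, 39 were lower after knockdown, 13 of them past the threshold, with a median log2 fold change of −0.29. After knockdown without TGF-β1, 36 of the same 47 genes were lower, with a median of −0.26. There 16 were lower and 1 was higher past the threshold. The NC + TGF-β1 libraries enter both the choice of these 47 genes and the knockdown comparison in TGF-β1-treated cells.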

Among TGF-β-regulated ECM genes, the top 10 included matricellular genes such as periostin (*Postn*), plasminogen activator inhibitor-1 (*Serpine1*), connective tissue growth factor (*Ctgf*), thrombospondin 2 (*Thbs2*), and tenascin C (*Tnc*); these genes were significantly down-regulated following *Pdcd5* knockdown in TGF-β_1_-treated C22 cells. 

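Ranked by log2 fold change after TGF-β1, Postn was number 1, Thbs2 number 7, Ctgf number 10 and Tnc number 26 of the 93 genes of the ECM list. Without a filter on low counts these ranks moved most, to 2, 20, 23 and 49 of 156 genes. In the other settings ranked by fold change Postn stayed number 1, Thbs2, which a minimum of 10 counts removes, was between 6 and 11, Ctgf between 6 and 16 and Tnc between 20 and 27. Dpt had at most 1 count in each NC library and was at least 3.30-fold higher with TGF-β1, which is a lower bound, so its place in the ranking, number 3, is uncertain. Postn lies on chromosome 3 of GRCm38 from 54361109 to 54391037 and rose from 3.58 ± 0.149 to 86.5 ± 12.2 CPM (SD, n = 3 libraries each), a log2 fold change of 4.59 (standard error 0.18, adjusted p = 1.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as for the genes that follow). Ctgf, which the annotation names Ccn2, lies on chromosome 10 from 24595442 to 24598683 and rose from 52.2 ± 14.1 to 252 ± 141 CPM (log2 fold change 2.27, standard error 0.38, adjusted p = 6.5e-04 from edgeR with Benjamini-Hochberg adjustment). Thbs2, on chromosome 17 from 14665500 to 14694235, had 3 to 5 counts per NC library and 17 to 30 with TGF-β1, and rose from 0.304 ± 0.0807 to 1.74 ± 0.461 CPM (log2 fold change 2.49, standard error 0.53, adjusted p = 0.00428 from edgeR with Benjamini-Hochberg adjustment). Tnc, on chromosome 4 from 63959785 to 64047015, rose from 16.9 ± 1.24 to 36.1 ± 1.59 CPM (log2 fold change 1.10, standard error 0.12, adjusted p = 1.4e-05 from edgeR with Benjamini-Hochberg adjustment). For each of these 4 genes, all 3 treated libraries were above all 3 NC libraries. Ctgf and Tnc overlap annotated genes on the other strand, Gm15270 and 8030451A03Rik, and the counting is not stated to separate strands.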

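After Pdcd5 knockdown in TGF-β1-treated cells Postn, Tnc, Ctgf and Thbs2 were lower, and Postn and Tnc passed an adjusted p of 0.05 over all genes tested. Adjusted over these 4 genes alone, all 4 did. Postn fell to 51.4 ± 5.29 CPM (SD, n = 3 libraries, as for the values that follow), a log2 fold change of −0.75 (standard error 0.14, adjusted p = 0.0161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnc fell to 19.9 ± 2.24 CPM (log2 fold change −0.86, standard error 0.12, adjusted p = 0.00163 from edgeR with Benjamini-Hochberg adjustment). For both genes every knockdown library was below every NC + TGF-β1 library. Ctgf fell to 130 ± 57.1 CPM, with overlapping libraries (log2 fold change −0.95, standard error 0.36, adjusted p = 0.235 from edgeR with Benjamini-Hochberg adjustment). Thbs2 had 3 to 15 counts per knockdown library, all below those with TGF-β1 alone, and fell to 0.547 ± 0.407 CPM (log2 fold change −1.63, standard error 0.47, adjusted p = 0.114 from edgeR with Benjamini-Hochberg adjustment). Over the alternatives the adjusted p ranged from 5.4e-05 to 0.116 for Postn, from 8.8e-09 to 0.0292 for Tnc, from 0.00652 to 0.588 for Ctgf and from 0.0346 to 0.376 for Thbs2. Postn passed the threshold in 9 of 14 alternatives, Tnc in all 14, Ctgf in 1 of 14 and Thbs2 in 1 of 13.

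**Figure D1:**
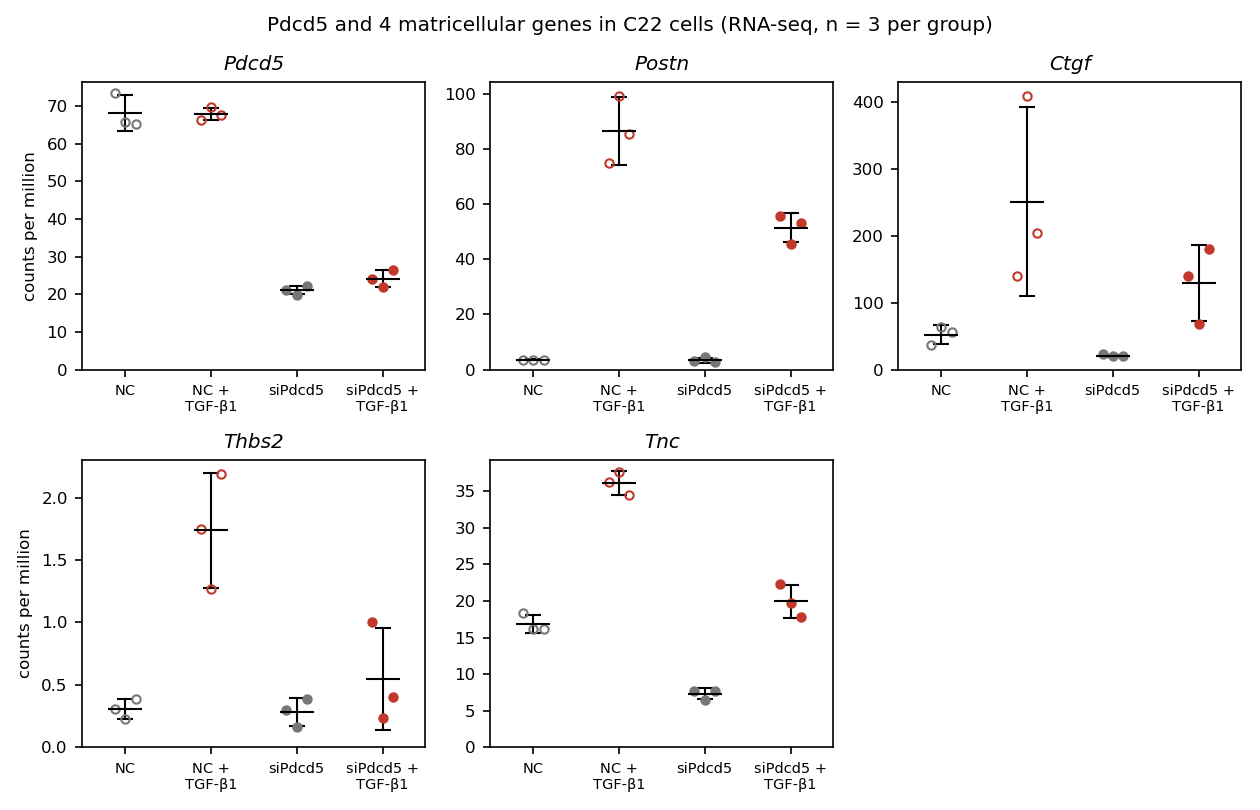
CPM of Pdcd5 and 4 matricellular genes in each library (circles, open for NC and filled for siPdcd5, red with TGF-β1), with the group mean and SD (bars, n = 3). The NC + TGF-β1 libraries of Ctgf range from 140 to 410 CPM, while those of Tnc range from 34.5 to 37.7 CPM.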

Additionally, we verified our RNA-seq data with quantitative RT-PCR (Supplementary Fig. 9b). In contrast to our findings in C22 cells, *Pdcd5* knockdown had no effects on the mRNA levels of these matricellular genes in AT2 cells (Supplementary Fig. 9c). These findings were again verified using primary club cells and AT2 cells from *Ccsp-Pdcd5*^*d/d*^ and *Spc-Pdcd5*^*d/d*^ mouse lungs (Fig. 3c). Collectively, these findings suggest that PDCD5 selectively regulates transcription of pro-fibrotic matricellular genes in the club cells.

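The groups without TGF-β1 and the treatment of knockdown cells give the other sides of the design. In knockdown cells TGF-β1 changed 2002 genes at an adjusted p under 0.05 (1056 higher, 946 lower; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1316 genes were called both there and in NC cells, of 2592 called in either. With upper-quartile factors 939 were higher and 1072 lower. With the replicate number as a block, 1731 genes were called, and same-numbered siPdcd5 and siPdcd5 + TGF-β1 libraries deviated with a mean Pearson r of 0.00213 across genes. Of the 93 genes of the ECM list, 60 were higher after TGF-β1 in knockdown cells, with a median log2 fold change of 0.49. Of the list, 45 genes were higher and 15 lower past the threshold. In knockdown cells the log2 fold changes after TGF-β1 were 3.91 for Postn, 2.62 for Ctgf, 0.98 for Thbs2 and 1.45 for Tnc, with standard errors of 0.18, 0.39, 0.59 and 0.13. Knockdown without TGF-β1 changed 427 genes, 112 higher and 315 lower, and 301 were called with the block. Same-numbered NC and siPdcd5 libraries deviated with a mean Pearson r of 0.0230 across genes. Of the 192 genes changed by knockdown in TGF-β1-treated cells, 122 were also called without TGF-β1, all 122 in the same direction. In the ECM list 64 of the 93 genes were lower in siPdcd5 than in NC cells, with a median log2 fold change of −0.26, and the NES was −1.64 (p = 0.00244 from gene permutations). The camera test, with its preset correlation between genes, gave p = 5.0e-16 without the replicate block and 1.1e-15 with it. Ranked by the signed root of F, the NES was −2.67 without the replicate block and −2.68 with it. Before treatment Tnc was lower after knockdown (7.33 ± 0.712 CPM, SD, n = 3 libraries, log2 fold change −1.21, standard error 0.13, adjusted p = 1.4e-04 from edgeR with Benjamini-Hochberg adjustment), with no overlap between libraries. The changes were −1.30 for Ctgf, −0.12 for Thbs2 and −0.07 for Postn, with adjusted p values of 0.0881, 0.956 and 0.921 from the edgeR test with Benjamini-Hochberg adjustment. Ctgf had no overlap between libraries either, and over the 4 genes alone its adjusted p was 0.00851 by edgeR with Benjamini-Hochberg adjustment. The difference between the responses to TGF-β1 in knockdown and NC cells, tested as an interaction, passed an adjusted p of 0.05 for 0 of the 12425 genes (smallest adjusted p = 0.213 from edgeR with Benjamini-Hochberg adjustment), and 638 genes (5.13%) had an unadjusted p under 0.05. With DESeq2's Wald test 15 genes passed, and neither Postn, Ctgf, Thbs2 nor Tnc was among them. From the ECM list only Wisp2, a matricellular gene, was among them, with a larger rise in knockdown cells (interaction 1.09 on the log2 scale). The interaction was −0.68 for Postn, −1.51 for Thbs2, 0.35 for Ctgf and 0.35 for Tnc on the log2 scale, with standard errors of 0.25, 0.83, 0.52 and 0.17. Adjusted over these 4 genes alone, the smallest interaction p was 0.0668, for Postn, from edgeR with Benjamini-Hochberg adjustment. Over the ECM list the median interaction was −0.009, with 48 genes lower and 45 higher. The camera test of the interaction, with the preset correlation between genes, gave p = 0.339. No net shift of the list in one direction was found. The list mixes genes that TGF-β1 raised with genes that it lowered, and the interaction was not signed by that direction. Smaller rises and smaller falls could offset each other, so these values cannot tell whether knockdown reduced the response. In simulated counts with these library sizes, an interaction of 2-fold was found for 59.5% of 200 genes and one of 1.5-fold for 0 of 200. The paper draws on the RNA-seq data in C22 cells and on qRT-PCR in C22, AT2 and primary cells. From these it proposes that PDCD5 regulates the transcription of pro-fibrotic matricellular genes selectively in club cells.

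**Figure D2:**
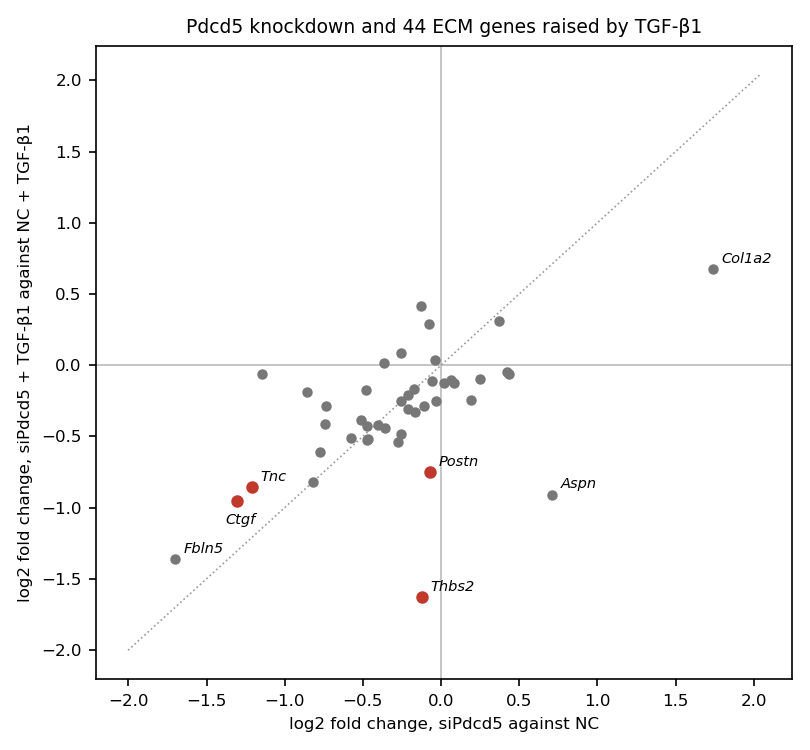
Log2 fold change after Pdcd5 knockdown without TGF-β1 (x axis) and with TGF-β1 (y axis) for 44 ECM genes raised by TGF-β1 in NC cells, with 4 matricellular genes in red and the dotted line at equal change. Dpt and Col11a1 are not drawn because all libraries of one group hold at most 3 counts. A raised ECM gene that is not reported here is also left out. Postn lies at −0.07 and −0.75, and Tnc at −1.21 and −0.86.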

β-Catenin interacts with Smad3 on TGF-β target gene promoters in lung epithelial cell lines, leading to EMT and fibrosis^20^. Since PDCD5 acts as a molecular chaperone by mediating protein–protein interaction^8^, we next examined whether PDCD5 interacts with β-catenin or Smad3. Co-immunoprecipitation analysis showed that endogenous PDCD5 interacts with β-catenin and Smad3 in the nucleus; these interactions were further enhanced following treatment with TGF-β_1_ in C22 cells (Supplementary Fig. 10a). We also verified the selective interaction of PDCD5 with Smad3 but not with other Smad proteins (Supplementary Fig. 10b). An in vitro binding assay showed that PDCD5 directly interacts with β-catenin, but not Smad3 (Supplementary Fig. 10c). We next tested whether PDCD5 is required for formation of the Smad3/β-catenin complex in a response to TGF-β stimuli. Following *Pdcd5* knockdown, TGF-β-induced Smad3/β-catenin interaction was abolished in the nucleus in C22 cells (Fig. 3d). An in situ proximal ligation assay also verified that the TGF-β-induced Smad3/β-catenin interaction occurred in the nucleus and that this signal was reduced following the *Pdcd5* knockdown in C22 club cells (Supplementary Fig. 10d). Furthermore, the level of BLM-induced Smad3/β-catenin interaction was significantly diminished by *Pdcd5* deletion in primary club cells but not in AT2 cells (Fig. 3e and Supplementary Fig. 10e). As reported previously, both Smad3 and β-catenin were translocated into the nucleus upon TGF-β_1_ treatment^20^; however, *Pdcd5* knockdown significantly reduced TGF-β-induced nuclear translocation of both Smad3 and β-catenin (Fig. 3f and Supplementary Fig. 10f). Because the Smad3/β-catenin complex binds to the promoter region of TGF-β target genes, such as *Ctgf*, we tested whether PDCD5 is also recruited to same Smad-binding element in the *Ctgf* gene. Chromatin immunoprecipitation (ChIP) analysis showed that the PDCD5/β-catenin/Smad3 complex is recruited to the Smad-binding element of *Ctgf* gene in a response to TGF-β_1_ treatment in C22 cell line. Importantly, this recruitment was abolished following *Pdcd5* knockdown (Fig. 3g). We observed similar effect on another matricellular gene, *Postn* (Supplementary Fig. 10g). These results indicate that PDCD5 promotes TGF-β-induced transcriptional activation of matricellular genes by mediating formation of the PDCD5/β-catenin/Smad3 complex.

### p38 MAPK phosphorylates PDCD5 Ser-119, leading to PDCD5 stabilization and nuclear translocation in a response to TGF-β

Casein kinase 2 (CK2) phosphorylates PDCD5 at Ser-119 upon genotoxic stress, which enhances its stability and promotes translocation into the nucleus^9,21^. Since PDCD5 expression was increased in the lungs of patients with IPF and in the lungs of mice with fibrosis, we examined whether CK2-mediated phosphorylation of PDCD5 at Ser-119 is required for PDCD5 stabilization and nuclear translocation in response to TGF-β_1_. First, we tested whether PDCD5 phosphorylation at Ser-119 is required for TGF-β-induced nuclear translocation of PDCD5. Wild-type PDCD5 (PDCD5^WT^) was rapidly translocated into the nucleus upon TGF-β_1_ treatment. However, a phospho-defective mutant (PDCD5^S119A^) did not translocate to the nucleus, even with TGF-β_1_ treatment. Importantly, a phospho-mimetic form of PDCD5 (PDCD5^S119E^) was localized primarily in the nucleus even without TGF-β_1_ treatment (Fig. 4a and Supplementary Fig. 11a). Together, these results suggest that phosphorylation of Ser-119 is required for nuclear translocation of PDCD5 in response to TGF-β.

**Fig. 4:**
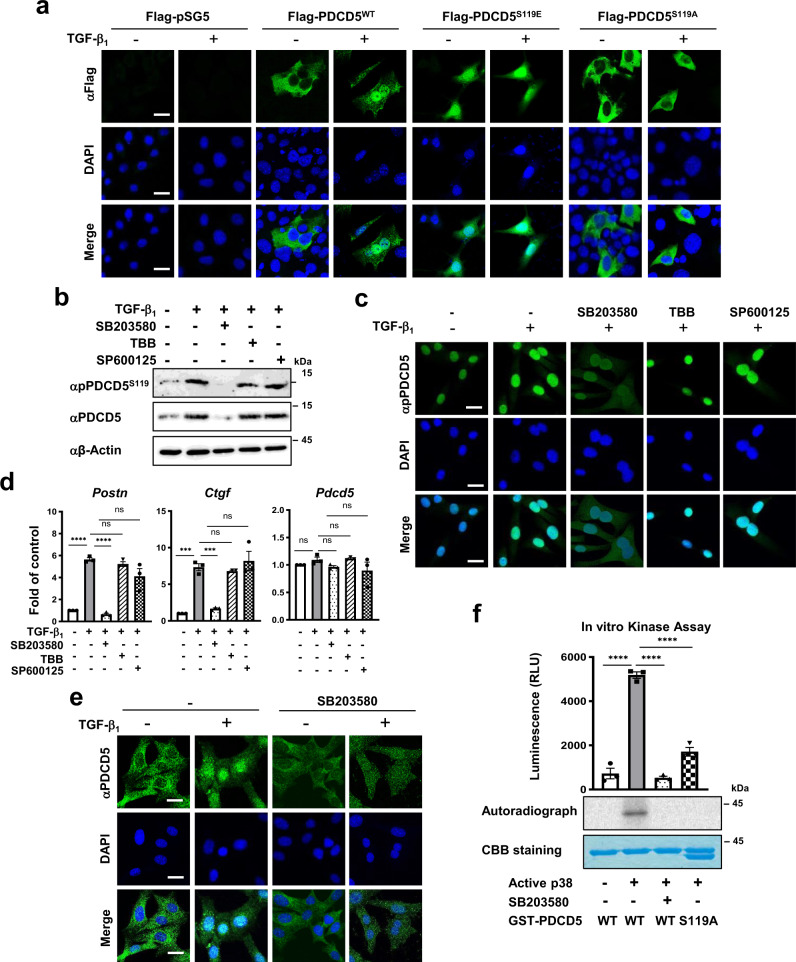
p38 MAPK promotes stabilization and nuclear translocation of PDCD5 in a response to TGF-β. **a** C22 cells were transfected with the indicated plasmids for 24 h and then treated with TGF-β_1_ for 12 h. Immunofluorescence staining was performed with a FITC-conjugated Flag antibody. Scale bars = 50 μm. **b** C22 cells were treated with each of the indicated inhibitors (10 μM SB203580; 10 μM TBB; and 10 μM SP600125) for 2 h before TGF-β_1_ (20 ng/ml) treatment. Immunoblotting with the indicated antibodies was then carried out. Representative blots from three independent experiments are shown. **c**, **e** C22 cells were treated with TGF-β_1_ and/or indicated inhibitors. Immunofluorescence staining was performed with anti-p-PDCD5 and anti-PDCD5 antibodies after 12 h TGF-β_1_ treatment. Scale bars = 50 μm. **d** C22 cells were treated with TGF-β_1_ and/or indicated inhibitors. The levels of indicated genes were analyzed by qRT-PCR. Error bars, mean ± s.e.m. (*n* = 3 in each group); ***p < 0.0007; ****p < 0.0001; n.s. not significant, one-way ANOVA with Tukey’s test **f** In vitro kinase assay was performed using GST-PDCD5 as a substrate. Error bars, mean ± s.e.m. (*n* = 3 in each group); ****p < 0.0001. Statistical analysis was performed with one-way ANOVA with Tukey’s post hoc test (**d, f**). Radioactive in vitro kinase assay was performed in GST-PDCD5 or PDCD5^S119A^ with p38α recombinant protein. PDCD5 phosphorylation levels were analyzed by autoradiography (lower panel). Representative images and blots from three independent experiments are shown (**a**–**c**, **e**, **f**). Source data are provided in the Source Data file.

Next, we examined whether CK2 phosphorylates PDCD5 in response to TGF-β. Unexpectedly, neither TBB, a specific inhibitor against CK2, nor knock down had an effect on PDCD5 expression in response to TGF-β (Fig. 4b and Supplementary Fig. 11b), indicating that another kinase is responsible for TGF-β-induced phosphorylation of PDCD5 at Ser-119. To identify the kinase responsible for PDCD5 phosphorylation at Ser-119, C22 cells were treated with kinase-specific inhibitors involved in signaling upstream of TGF-β. Among those inhibitors, the p38 inhibitor SB203580, significantly inhibited TGF-β-induced PDCD5 phosphorylation at Ser-119 (Fig. 4b, c and Supplementary Fig. 11c). TGF-β-induced *Postn* and *Ctgf* mRNA expression, as well as PDCD5 nuclear translocation were also blocked following treatment with SB203580 (Fig. 4d, e and Supplementary Fig. 11d). To examine whether p38 MAPK promotes the phosphorylation and stabilization of PDCD5, we assessed PDCD5 protein levels following the overexpression or knockdown of p38 MAPK in C22 cells. The stabilization of PDCD5 was regulated in a p38 MAPK expression-dependent manner (Supplementary Fig. 11e). Neither total nor phosphorylated levels of PDCD5 were increased upon TGF-β treatment in the RLE-6TN cell line. Moreover, p38 MAPK activation occurred after TGF-β treatment in C22 cells but not in the RLE-6TN line (Fig. 3a and Supplementary Fig. 9a). An in vitro kinase assay revealed that p38 directly phosphorylates PDCD5, and this phosphorylation was completely blocked by SB203580 treatment (Fig. 4f). These results suggest that p38 kinase directly phosphorylates PDCD5 at Ser-119 to promote its stability and nuclear translocation in response to TGF-β_1_ treatment.

### PDCD5-mediated matricellular proteins secretion in club cell promotes fibroblast activation

During pulmonary fibrosis, the abnormal airway epithelium secretes numerous paracrine factors that lead to deposition of pathological matrix by activated fibroblasts^22^. Therefore, we next examined the functional role of PDCD5 in epithelial club cells following fibroblast activation. Using epithelial-fibroblast co-culture analysis, we found that proliferation of primary mouse lung fibroblasts (MLFs) was significantly decreased following *Pdcd5* knockdown in epithelial C22 cells (Fig. 5a). Following Pdcd5 knockdown in C22 cells and co-culture with MLFs, we found that fibrotic target genes including *Collagen1a1 (Col1a1), Col1a2, Col1a3, alpha-Smooth Muscle Actin (α-SMA), Fibronectin (FN)*, and *Snail* were also reduced in MLF cells (Fig. 5b). We obtained similar results using Mlg fibroblasts co-cultured with C22 club cells (Supplementary Fig. 12a). However, Pdcd5 knockdown in AT2 cells had no effects on fibroblast proliferation or expression of fibrotic target genes (Supplementary Fig. 12b). Notably, PDCD5 knockdown in human MRC5 fibroblasts did not affect expression of fibrotic target genes, again verifying the selective role of PDCD5 in club cells (Supplementary Fig. 12c). These results were consistent with our in vivo data showing that Pdcd5 mediates lung fibrosis in a club cell-specific manner.

**Fig. 5:**
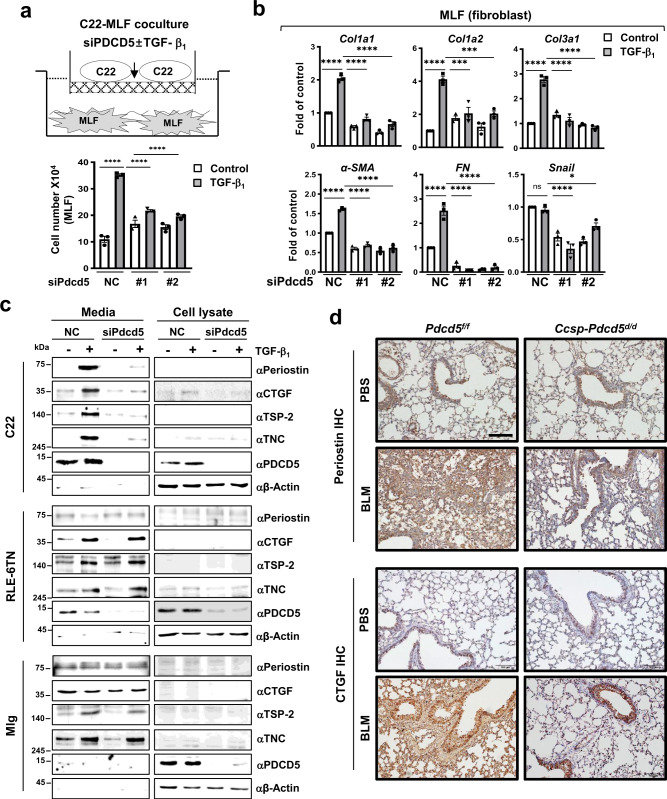
PDCD5 promotes fibroblast activation via secretion of matricellular proteins. **a** C22 cells were plated on transwells and transfected with Pdcd5 siRNAs. Mouse primary lung fibroblast cells (MLFs) were plated in 24-well plates a day before TGF-β_1_ treatment. Transwells were transferred to Mlg-containing 24-well plates. After 24 h TGF-β_1_ treatment, MLFs were counted using an automated cell counter (*n* = 3 in each group); ****p < 0.0001. **b** MLFs were cultured in C22 conditioned medium (CM). The levels of indicated genes were analyzed by qRT-PCR (*n* = 3 in each group) *p = 0.0265; ***p = 0.0002; ****p < 0.0001; n.s. not significant. Error bars represent mean ± s.e.m., statistical analysis was performed with one-way ANOVA followed by Tukey’s test (**a, b**). **c** C22, RLE-6TN, and Mlg cells were treated with TGF-β_1_ for 24 h. Enriched media and cell lysates were used for immunoblotting with indicated antibodies. Representative blots from three independent experiments are shown. **d** IHC with indicated antibodies was performed in the lung tissue from *Pdcd5*^*f/f*^ and *Ccsp-Pdcd5*^*d/d*^ mice. Scale bars = 100 μm. Representative images from three mice in each group are shown. Source data are provided in the Source Data file.

Given our data suggesting that TGF-β-induced PDCD5 expression modulates expression of matricellular genes, we next tested whether PDCD5 selectively regulates club cell-specific secretion of matricellular proteins in response to TGF-β. After 24 h of TGF-β_1_ treatment, media from C22, RLE-6TN, and Mlg cells were harvested and the level of matricellular proteins, including Periostin, CTGF, TSP-2, and TNC, was assessed by western blot. TGF-β dramatically increased secretion of matricellular proteins in C22, AT2, and fibroblast cells. However, Pdcd5 knockdown selectively reduced TGF-β-induced matricellular protein secretion in C22 club cells. In contrast, Pdcd5 knockdown in AT2 and Mlg fibroblast cell lines had no effect on secretion of matricellular proteins (Fig. 5c). Finally, we assessed changes in matricellular protein expression in the lung tissue of mice with BLM-induced fibrosis. Increased levels of BLM-induced CTGF, Periostin, and TNC were greatly decreased in the lung of *Ccsp-Pdcd5*^*d/d*^ mice when compared with those of control mice (Fig. 5d and Supplementary Fig. 13). Collectively, these data demonstrate that club cell-specific PDCD5 mediates fibroblast activation by promoting secretion of matricellular proteins, which eventually leads to pulmonary fibrosis.

## Discussion

Although the pathogenesis of IPF is not fully understood, it is believed that abnormal recovery after alveolar epithelium injury may eventually lead to development of the disease^23^. Secretion of various factors from damaged epithelial cells, including TGF-β, PDGF, and CTGF, promotes differentiation of fibrotic cells and accumulation of ECM^24^. Among lung epithelial cells, AT2 cells are the main bronchiolar epithelial cells responsible for activation of fibroblasts via a paracrine loop, and the majority of studies have therefore focused on this type cell^25^. On the other hand, club cells are non-ciliated bronchiolar exocrine cells that secrete a variety of proteins into the extracellular space to protect the bronchiolar epithelium from external damage^26^. A recent study showed that depletion of club cells using naphthalene reduced pulmonary fibrosis, demonstrating that club cells are important for development of lung fibrosis^27^. Club cells also play a progenitor role to maintain homeostasis of the bronchiolar walls^3^. Club cells are known to be widely located from trachea through bronchiole to bronchiolar alveolar duct junction. In particular, since these cells are located very close to the alveolar region, they migrate to the alveolar region in case of severe lung injury and have been reported to be involved in alveolar bronchiolization by inducing apoptosis in alveolar epithelial cells. Importantly, TRAIL-expressing club cells were detected within the affected alveolar epithelia in established fibrosis of IPF lungs^6^. However, the role of club cells in the pathogenesis of pulmonary fibrosis is still unclear. In this study, we found that PDCD5 mediates transcriptional activation of matricellular genes in club cells, which leads to activation of fibroblasts. We provided evidence that PDCD5 selectively mediates pulmonary fibrosis in a club cell-specific manner, but not in AT2 cells or fibroblasts. Consequently, we identified the physiological roles of PDCD5 in club cells and our results suggest that club cells have a significant functional role in pulmonary fibrosis.

Accumulating studies show that PDCD5 plays important roles in cell signaling by protein–protein interaction as a molecular chaperone. Our previous reports show that PDCD5 inhibits HDAC3–AKT interaction without affecting apoptosis of endothelial cells, which leads to inhibition of nitric oxide production in the vascular endothelium^10^. In contrast, in cancer cells, PDCD5 acts as a activator of apoptosis, disrupting HDAC3–p53 interaction to promote p53 activity^9^. In addition, PDCD5 interacts with TIP60, which enhances TIP60 stability, thereby promoting p53 signaling^28^. These observations suggest that PDCD5 is involved in regulation of various signaling pathways, including the cell death pathway. PDCD5 has six α-helices^8^; deletion of the first 30 N-terminal residues of PDCD5 abolishes interaction with p53, and introduction of the L6R PDCD5 mutation leads to dissociation from HDAC3, suggesting that the N-terminus of PDCD5 contains an α-helix that plays a key role in protein–protein interactions^9^. In this study, we found that PDCD5 directly interacts with β-catenin, but not Smad3, and mediates formation of the PDCD5/β-catenin/Smad3 complex. PDCD5 knockdown abrogated TGF-β-induced formation of the PDCD5/β-catenin/Smad3 complex and transcriptional activation of matricellular genes, indicating that PDCD5 acts as a molecular chaperone that mediates TGF-β signaling. Whether the α-helix-containing N-terminus of PDCD5 mediates the formation of the β-catenin/Smad3 complex is still unknown. Further study is required to understand the structural relationship of PDCD5 with the β-catenin/Smad3 complex.

Unlike previous findings, we found that p38 MAPK, but not CK2, directly phosphorylates PDCD5 at Ser-119 to promote its stability and nuclear translocation in response to TGF-β_1_ treatment; it is still unclear why CK2 failed to phosphorylate PDCD5 in the context of TGF-β signaling. Since the core enzymes of each cell act on the basis of respective signal transduction to regulate the function of target proteins, induction of PDCD5 phosphorylation at Ser-119 upon TGF-β cell signaling is more likely to be performed by p38 MAPK rather than CK2. It was recently reported that CK2 phosphorylates JAK2, a pro-fibrotic mediator in fibroblasts^29^; thus, CK2 may not be activated in club cells by TGF-β signaling or may mainly act as a mediator in fibroblasts. Additional studies will be needed to clarify this mechanism.

We found that PDCD5 promotes transcriptional activation of matricellular proteins. These secreted matricellular proteins interact with structural ECM proteins, such as collagen, which is required for formation of fibrils. Among those, CTGF is a key mediator of ECM production, leading to proliferation of lung fibroblasts and progression of lung fibrosis. CTGF does not behave like a traditional growth factor or cytokine because it does not have a specific receptor with a high affinity for signal transduction^30^; CTGF may be more accurately described as a matricellular protein that modulates cell–cell interactions to alter cellular phenotypes. Overexpression of CTGF promotes fibrosis in lung, kidney, and skin, and experimental reduction of CTGF suppresses fibrosis in animal models^31^. In the context of IPF therapy, a phase II clinical trial of Pamrevlumab (FG-3019), a therapeutic antibody against CTGF, has been completed, and Pamrevlumab is expected to be developed as a next-generation pulmonary fibrosis treatment due to its significant effects on lung fibrosis and low toxicity^32^. In our study, *Pdcd5* knockdown in club cells selectively diminished fibroblast proliferation and collagen synthesis. Furthermore, we observed that TGF-β-induced secretion of CTGF by club cells, but not AT2 cells, was greatly reduced following PDCD5 knockdown, indicating PDCD5 is a key regulator of CTGF secretion in club cells. Consistently, *Pdcd5* knockdown also blocked secretion of other matricellular proteins, including Periostin, CTGF, TSP-2, and TNC, indicating that PDCD5 is a master regulator of matricellular protein production in club cells. Recent reports suggest that various types of myofibroblasts are involved in induction of pulmonary fibrosis. This myofibroblast heterogeneity suggests that there is a limit to the development of lung fibrosis therapy by targeting a single protein^33^. Therefore, it is necessary to develop a treatment method that targets a core molecular circuit or pathway that can prevent activation of pathologic fibroblasts. Intriguingly, there are reports that serum PDCD5 levels are implicated in several diseases, such as endothelial dysfunction^10^, breast, gastrointestinal tract, lung cancer^34^, and chronic myeloid leukemia^35^. In accordance with these findings, we also observed that a significant amount of PDCD5 protein is present in C22 cell culture as well as cell lysates (Fig. 5c). Although clinical trials using CTGF antibodies are successfully ongoing, development of a diagnostic or targeting method of PDCD5 protein present in the blood may lead to advances in IPF therapy. In addition, α-SMA expression, which is a marker for EMT and myofibroblasts marker, is also up-regulated by PDCD5 in club cells. Intriguingly, we also observed that PDCD5 was highly co-localized with the fibroblast marker α-SMA in IPF patients, suggesting a plausible role for PDCD5 in myofibroblast activation during IPF development. Because club cells are known to act as stem cells, giving rise to ciliated cells during the regeneration of the bronchiolar epithelium^36^, further studies should examine whether PDCD5 mediates the EMT of club cells or activates myofibroblasts during the development of pulmonary fibrosis.

Collectively, our results demonstrate that PDCD5 is significantly elevated in the lungs of patients with IPF and in mice with pulmonary fibrosis. PDCD5 mediates TGF-β-induced matricellular protein secretion via formation of PDCD5/β-catenin/Smad3 complex in club cells, which eventually leads to activation of fibroblasts and ECM accumulation. Our results suggest that PDCD5 acts as a pulmonary fibrosis mediator in a club cell-specific manner. Therefore, our study provides a conceptual framework for understanding the interconnectivity between club cells and pulmonary fibrosis, with implications for the diagnosis and treatment of IPF.

## Methods

### Patient samples

Human lung tissue samples were obtained from the tissue bank at Severance Hospital (Seoul, Korea). A total of 19 samples from IPF patients between September 2015 and December 2016 were included in the study. The patients fulfilled the criteria of the American Thoracic Society and European Respiratory Society^1^, and diagnosis of IPF was supported by history, physical examination, pulmonary function studies, chest high-resolution computed tomography, and corroborated by video-assisted thoracoscopic lung biopsy or transplant explants. Disease staging was performed using gender–age–physiology (GAP) index and categorized into stages I to III^37^. A total of 10 control samples, including lung samples with normal histology from patients with lung cancer, were also obtained from the same tissue bank. Informed consent was obtained from all patients and controls. This study was approved by the ethical committee of the institutional review board of Severance Hospital and in accordance with regulations (protocol no. 4-2016-0453).

### Animal studies

All animal experiments were conducted in accordance with standard operating guidelines with the approval of Yonsei University College of Medicine Institutional Animal Care and Use Committee (IACUC No. 2015-0047). Six- to 8-week-old C57BL/6 male mice were used for this study (Orient Bio. Korea). We crossbred *Pdcd5*^*f/f*^ mice^9^ with *Scgb1a1-CreER*^*TM*^ mice^14^ (The Jackson Laboratory, Sacramento, CA, USA) or *Sftpc-CreER*^*T2*17^ (gifted from Brigid L.M. Hogan, Duke University Medical Center) to generate *Pdcd5*^*f/f*^*;Scgb1a1*^*Cre/+*^ mice (*Ccsp-Pdcd5*^*d/d*^) or *Pdcd5*^*f/f*^*;Sftpc*^*Cre/+*^ (*Spc-Pdcd5*^*d/d*^) mice. *ROSA26-mTmG* mouse^18^ was crossed to *Ccsp-Pdcd5*^*d/d*^ or *Spc-Pdcd5*^*d/d*^ mice to visualize *Cre*-mediated excision of *Pdcd5* in club cells or AT2 cells. To induce knockout of *Pdcd5*, 10 mg/kg hydroxytamoxifen (4-OHT; Sigma-Aldrich, St. Louis, MO, USA) was injected into 8-week-old male mice three or four times every other day. Three days after the last injection, mice were injected with saline (vehicle control) or 4 mg/kg BLM (Santa Cruz Biotechnology, Santa Cruz, CA, USA) intratracheally. Mice were sacrificed after receiving bleomycin and BAL fluid and lung tissues were harvested. Mice were housed in a specific pathogen-free animal facility, with controlled temperature (~24 °C) and humidity under 12 h light/dark cycle (lights on at 8 a.m.) and had free access to food and water.

### TGF-β_1_ transgenic mice

Eight-week-old TGF-β_1_ transgenic mice (*Ccsp-rtTA-tTS-TGF-β*_*1*_) and littermate controls were randomized to normal water or water containing 0.5 mg/ml of doxycycline (Dox) (Sigma-Aldrich) to induce TGF-β_1_ overexpression, as described previously^38^. To generate club cells with *Pdcd5* knockout and TGF-β_1_ overexpression, *Ccsp-rtTA-tTS-TGF-β*_*1*_ *(Ccsp-TGFβ*_*1*_-TG) mice were bred to *Pdcd5*^*f/f*^ or *Ccsp-Pdcd5*^*d/d*^ mice. After four total injections of 10 mg/kg 4-OHT to *Ccsp-TGFβ*_*1*_-TG with *Ccsp-Pdcd5*^*d/d*^ mice, administered every other day, and then Dox was administered for 4 weeks (Supplementary Fig. 5b).

### Mouse primary cell sorting

Eight-week-old mice were injected with saline or 4 mg/kg BLM, intratracheally. Mice were sacrificed 7 days after BLM injection, and saline perfused lungs were treated using a mouse lung dissociation kit (Miltenyi Biotec, Auburn, CA, USA), in the gentleMACS^TM^ Dissociator (Miltenyi Biotec). Red blood cells (RBCs) were lysed with RBC lysis solution (Miltenyi Biotec), and isolated cells from the mouse lung were double stained with anti-CCSP/anti-EpCAM for club cells or anti-CD74/anti-EpCAM for AT2 cells. Isotype control antibodies (IgG2a κ-FITC and IgG2a κ-APC; eBioscience, San Diego, CA) were used to establish gating parameters for positively stained cells. Double-positive populations were sorted using a BD FACSAria^TM^ III cell sorter (BD Biosciences, San Jose, CA, USA). Sorted double-positive cells were subjected to an RNeasy Micro Kit (Qiagen, Germany) to obtain mRNA for qRT-PCR assays or plated on chamber slides (SPL Life Sciences, Korea) for in situ proximity ligation assay (PLA) analysis.

### Soluble collagen assay

Collagen content in the mouse lung was determined biochemically using the Sircol Collagen Assay kit (Biocolor, Carrickfergus, UK) according to the manufacturer’s instructions.

### Immunohistochemistry

Mouse lung tissues from each group were fixed in formaldehyde (10% w/v) for 48 h at room temperature and embedded in paraffin. Tissue sections were processed for MTS and IHC. Immunohistochemical staining was performed as previously described^10^. The following antibodies were used: anti-PDCD5 (Proteintech, Rosemont, IL, USA), anti-CTGF, anti-Periostin, and anti-TNC were purchased from Abcam (Cambridge, MA, USA). Normal rabbit IgG (Santacruz) was used for non-immune control. To visualize bound antibodies, an Immunostaining-DAKO Envision Plus kit (DAKO, Santa Cruz, CA, USA) was used.

### Cell culture and reagents

The immortalized mouse club cell line, C22 (Sigma-Aldrich) was maintained as previously described^39^. Briefly, cells were maintained in permissive conditions (Dulbecco’s modified Eagle medium (Corning, Manassas, VA, USA) supplemented with 2% fetal bovine serum, penicillin [100 U/ml], streptomycin [100 μg/ml], amphotericin B [250 μg/ml], endothelin-1 [0.25 μg/ml], interferon-γ [100 U/ml], insulin [10 μg/ml], transferrin [5 μg/ml], endothelial cell growth supplement [7.5 μg/ml], epidermal growth factor [0.025 μg/ml], hydrocortisone [0.36 μg/ml], and T3 [0.02 μg/ml]) at 33 °C prior to experiments, and then transferred to non-permissive conditions (without interferon-γ) at 37 °C to inactivate large T-antigen. The rat RLE-6TN AT2 cell line (kindly presented from Sang Myun Park Ajou University, Korea), mouse Mlg fibroblast cell line, and human MRC5 fibroblast cell line (Korean cell line bank, Seoul, Korea) were maintained in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 1% antibiotic/antimycotic solution (Corning) at 37 °C in 5% CO_2_. Primary mouse fibroblast cells were obtained from Cell Biologics (Chicago, IL, USA). TGF-β_1_ was purchased from Prospec (East Brunswick, NJ, USA). SB203580 (p38 inhibitor) and SP600125 (JNK inhibitor) were purchased from Selleckchem (Houston, TX, USA). TBB (4,5,6,7-tetrabromobenzotriazole) were purchased from Sigma-Aldrich.

### Fluorescence imaging

Tissue slides were rehydrated in xylene and ethanol and citrate buffer (DAKO) was used for antigen retrieval. Anti-PDCD5 (R&D Systems, MN, USA), anti-p-PDCD5 (ref. ^9^), anti-Flag (Sigma-Aldrich), anti-CCSP (Millipore), anti-pro-SP-C (Santacruz), and anti-PDPN, anti-Scgb3a2 (R&D Systems), anti-Muc5AC, anti-Foxj1 (Thermo Fisher Scientific), anti-α-SMA, and anti-Ki67 (Abcam) antibodies were incubated at 4 °C overnight and stained with Alexa Fluor 488-, Alexa Fluor 549-, or Alexa Fluor-647-conjugated goat anti-rabbit or anti-mouse secondary antibodies (Thermo Fisher Scientific). Nuclei were stained with DAPI (Abcam). Slides were mounted using fluorescence mounting medium (DAKO). Cryosections from unfixed lungs were embedded in OCT compound. Frozen sections (5-μm-thick) were cut with a cryostat at −20 °C and mounted with DAPI-containing mounting medium (Sigma-Aldrich). TUNEL-positive cells were detected using In Situ Cell Death Detection Kit (Sigma-Aldrich).

Cells were cultured on chamber slides (SPL Life Sciences, Korea) and fixed in 4% paraformaldehyde for 30 min at room temperature. After washing with phosphate-buffered saline (PBS), fixed cells were permeabilized with 0.1% Triton X-100) and incubated for 20 min with 3% bovine serum albumin to block nonspecific antibodies. Cells were incubated with primary antibodies for overnight, and then incubated with secondary antibodies. The slides were mounted with DAPI-containing mounting medium (Abcam), then imaged using an LSM 710 Laser Scanning Microscope (Carl Zeiss, Germany) and co-localization and mean intensity profiles were analyzed using ZEN 3.0 (black edition) software.

### Western blot analysis and immunoprecipitation

Cells were lysed in lysis buffer (20 mM Tris-Cl, 150 mM NaCl, 1% Triton X-100, 1.5% MgCl_2_, 1 mM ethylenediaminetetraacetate, 1 mM Na_2_VO_4_, 1 mM phenylmethylsulfonyl fluoride, and protease inhibitor cocktail at pH 7.5). Lysates were briefly vortexed and cleared by centrifugation at 16,000 × *g* for 20 min at 4 °C; supernatants were collected and transferred to fresh tubes. Protein concentrations were determined using a 660-nm protein assay reagent (Thermo Fisher Scientific, Rockford, CT, USA). The samples were then precleared with protein A/G agarose beads (Santa Cruz) for 2 h and precipitated using protein A/G agarose beads. Equal amounts of protein extracts and immunoprecipitation products were subjected to electrophoresis on sodium dodecyl sulfate-polyacrylamide gels and transferred to nitrocellulose transfer membranes (Whatman, Dassel, Germany). The membranes were blocked in Tris-buffer (pH 7.4) containing 0.1% (v/v) Tween 20 (Sigma-Aldrich) and 5% (w/v) nonfat Difco skim milk (BD Biosciences, San Jose, CA, USA), and then probed with primary antibodies. The following antibodies were used: anti-p-PDCD5 Ser-119 (ref. ^9^), anti-PDCD5 (Proteintech; R&D Systems, MN, USA; Abcam); Anti-Smad2, anti-Smad3, anti-p-Smad2, anti-p-Smad3, anti-p38, anti-pp38, and Lamin A/C antibodies (Cell Signaling, Danvers, MA, USA); anti-Periostin, anti-CTGF, anti-TSP-2, and anti-TNC (Abcam); anti-HA and anti-GAPDH (Santa Cruz), anti-β-catenin (BD Biosciences), anti-FLAG and anti-β-actin (Sigma-Aldrich). The membranes were then washed with 1× PBST, incubated with the appropriate secondary anti-rabbit or anti-mouse horseradish peroxidase-conjugated antibodies (Thermo Scientific, Rockford, IL, USA) for 1 h, and visualized using the LAS-3000 system (Fujifilm, Stamford, CT, USA) with an enhanced chemiluminescence detection reagent (Thermo Scientific).

### RNA isolation and quantitative RT-PCR

Total RNA from cells was prepared using Ribospin II (GeneAll Biotech, Korea), and cDNA was synthesized using Cellscript (CellSafe, Korea). For RNA sequencing, quality was assessed using an Agilent 2100 bioanalyzer and RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands). PCR primer sequences for qRT-PCR are listed in Supplementary Table 2. We normalized the concentration of cDNA using mouse *Tuba-1b*, rat *18s, or* human *ACTB*. qRT-PCR analyses were performed using SYBR Green PCR master mix reagents and an ABI Prism 7700 sequence detection system (Applied Biosystems, Carlsbad, CA, USA). All reactions were carried out in triplicate. Relative expression levels and standard deviation were calculated using the comparative method.

### Library preparation and sequencing

For control and test RNAs, library construction was performed using a QuantSeq 3′ mRNA-seq Library Prep kit (Lexogen, Inc., Austria) according to the manufacturer’s instructions. In brief, 500 ng of each RNA was prepared and an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end was hybridized to the RNA and reverse transcription was performed. After degradation of the RNA template, second strand synthesis was initiated using a random primer containing an Illumina-compatible linker sequence at its 5′ end. The double-stranded library was purified using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library therefore consisted of purified PCR components. High-throughput sequencing was performed as single-end 75 sequencing using NextSeq 500 (Illumina, Inc., USA).

### Data analysis

QuantSeq 3′ mRNA-seq reads were aligned using Bowtie2 (version 2.3.4.3)^40^. Bowtie2 indices were either generated from the genome assembly sequence or the representative transcript sequences for aligning to the genome and transcriptome. The alignment file was used for assembling transcripts, estimating abundances, and detecting differential gene expression. Differentially expressed genes were determined based on counts from unique and multiple alignments using coverage in Bedtools (version 2.26)^41^. The RC (read count) data were processed using the quantile normalization method with EdgeR within R version 4.0.3 (R development Core Team, 2016) using Bioconductor^42^. GSEA was performed using GSEA version 4.0.1 software (Broad Institute). Gene sets were obtained from the Molecular Signatures Database (MSigDB, version 7.0). Gene classification was based on searches done by DAVID (vesion 6.8; http://david.abcc.ncifcrg.gov/).

### ChIP assay

ChIP was carried out on 10^7^ C22 cells using a Pierce Agarose ChIP kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The nuclear lysates were precipitated with anti-PDCD5 (R&D Systems), anti-p-Smad3 (Cell Signaling), anti-β-catenin (BD Biosciences), or normal rabbit IgG (Thermo Fisher Scientific) antibodies overnight at 4 °C together with ChIP-grade protein A/G agarose beads. The beads were then washed, eluted, and treated with proteinase K. The recovered DNA was amplified by qRT-PCR using primers listed in Supplementary Table 2.

### In situ PLA analysis

In situ PLA analysis (Sigma-Aldrich) was carried out following the manufacturer’s instructions. Cells were fixed with 4% paraformaldehyde, washed with PBS, and blocked with blocking solution. After the application of p-Smad3 and β-catenin antibodies, cells were incubated with PLUS and MINUS secondary PLA probes based on species and then subjected to ligation and amplification using the provided reagents. The samples were mounted with Duolink mounting medium and analyzed using an LSM 710 Laser Scanning Microscope (Carl Zeiss).

### p38 in vitro kinase assay

The p38 in vitro kinase assay was performed using the p38α kinase assay kit (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Purified GST, GST-PDCD5, and GST-PDCD5 S119A were used as substrates. For radioactive in vitro kinase assay, GST-fusion proteins were incubated with 1 μg of recombinant p38α (Promega) in the presence of kinase reaction buffer (12.5 mM MgCl_2_/100 mM ATP plus 100 μCi of [γ-^32^P]-ATP) in a total volume of 50 μl for 2 h at 30 °C. Reaction were terminated by washing twice with 1× kinase buffer. Samples were resuspended in 15 μl 5× SDS sample loading buffer and boiled for 5 min. After electrophoresis, SDS polyacrylamide gel was stained with Coomassie blue and dried, and the phosphorylated products were visualized by autoradiography.

### Media concentration and co-culture

Medium from C22, RLE-6TN, or Mlg cells cultured in 60-mm cell culture dishes was harvested, passed through a 0.45 μm filter (Sartorious, Stonehouse, UK), and used as conditioned medium. Additionally, culture medium was applied to a VIVASPIN6 column (Sartorious) and centrifuged for 3 h at 10,000 × *g*; concentrated protein was calculated using a protein assay, and then immunoblotted using antibodies. For co-culture, C22 or RLE-6TN cells were plated on Transwell inserts (Corning) with 0.45 μm pores, which allowed free flux of secreted proteins between the two cell types.

### Statistical analysis

Statistical analyses of human data were conducted with R (version 3.3.2; R Foundation for Statistical Computing, Vienna, Austria). Continuous data were reported as the mean (± standard deviation [SD]) or median (interquartile range). Comparisons of two groups were performed using a Student’s *t*-test or Mann–Whitney *U*-test for continuous variables, and the chi-square test or Fisher’s exact test was used to analyze categorical variables. Experimental results were visualized and analyzed with Prism version 9 (GraphPad Software) and are depicted as the mean ± standard error of the mean (s.e.m.). For a two-group comparison, a Mann–Whitney *U*-test or Student’s *t*-tests were used. *P* values < 0.05 were considered statistically significant. When more than two groups of samples were compared, a one-way ANOVA was used. Tukey’s range test was used for post hoc analyses of ANOVA.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this paper.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-Sequencing data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series, using accession number GSE143841. All other data supporting the findings from this study are available on reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Club cell-specific role of programmed cell death 5 in pulmonary fibrosis
**Source:** Nat Commun. 2021 May 19;12:2923. doi: 10.1038/s41467-021-23277-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information for**

# **Club cell-specific role of programmed cell death 5 in pulmonary fibrosis**

Soo-Yeon Park<sup>1,†</sup>, Jung Yeon Hong<sup>2,†</sup>, Soo Yeon Lee<sup>1</sup>, Seung-Hyun Lee<sup>1</sup>, Mi Jeong Kim<sup>1</sup>,  
Soo Yeon Kim<sup>2</sup>, Kyung Won Kim<sup>2</sup>, Hyo Sup Shim<sup>3</sup>, Moo Suk Park<sup>4</sup>, Chun Geun Lee<sup>5,6</sup>,  
Jack A. Elias<sup>5</sup>, Myung Hyun Sohn<sup>2,\*</sup> and Ho-Geun Yoon<sup>1,\*</sup>

### **Contents:**

Supplementary Table 1, 2  
Supplementary Figures 1 to 14

**Supplementary Table 1. Demographic and clinical data of study population**

|                                | Control (n = 10) | IPF (n = 19)     | <i>P</i> -value |
|--------------------------------|------------------|------------------|-----------------|
| Age, years                     | 63.0 (61.0-76.0) | 62.0 (55.0-65.0) | 0.333           |
| Sex, M (%M)                    | 3 (30.0)         | 15 (78.9)        | 0.029           |
| Height, cm                     | 160.7 ± 7.6      | 165.4 ± 5.3      | 0.067           |
| Weight, kg                     | 65.8 ± 14.6      | 63.4 ± 10.9      | 0.806           |
| IPF stage, I:II:III (n)        | N/A              | 0:9:10           |                 |
| FVC, L                         | 2.8 ± 0.6        | 1.4 ± 0.6        | < 0.001         |
| FVC, % predicted               | 91.8 ± 8.8       | 37.0 ± 12.3      | < 0.001         |
| FEV <sub>1</sub> , L           | 2.1 ± 0.6        | 1.2 ± 0.5        | < 0.001         |
| FEV <sub>1</sub> , % predicted | 97.2 ± 12.3      | 44.4 ± 15.1      | < 0.001         |
| DLCO, mL/mmHg/min              | 17.1 ± 2.9       | 5.3 ± 2.5        | < 0.001         |
| DLCO, % predicted              | 92.7 ± 11.6      | 26.6 ± 9.1       | < 0.001         |
| PDCD5 intensity/H&E            | 0.6 (0.4-0.9)    | 1.7 (1.6-2.4)    | < 0.001         |

FVC, Forced Vital Capacity; FEV<sub>1</sub>, Forced Expiratory Volume in 1 s; DLCO, Diffusing Capacity for Carbon Monoxide

N/A, not applicable.

Data are given as number (%), mean (± standard deviation), or median (interquartile range), as appropriate.

**Supplementary Table 2. Sequences of RT-PCR primers, genotyping primers, siRNAs, ChIP assay primers**

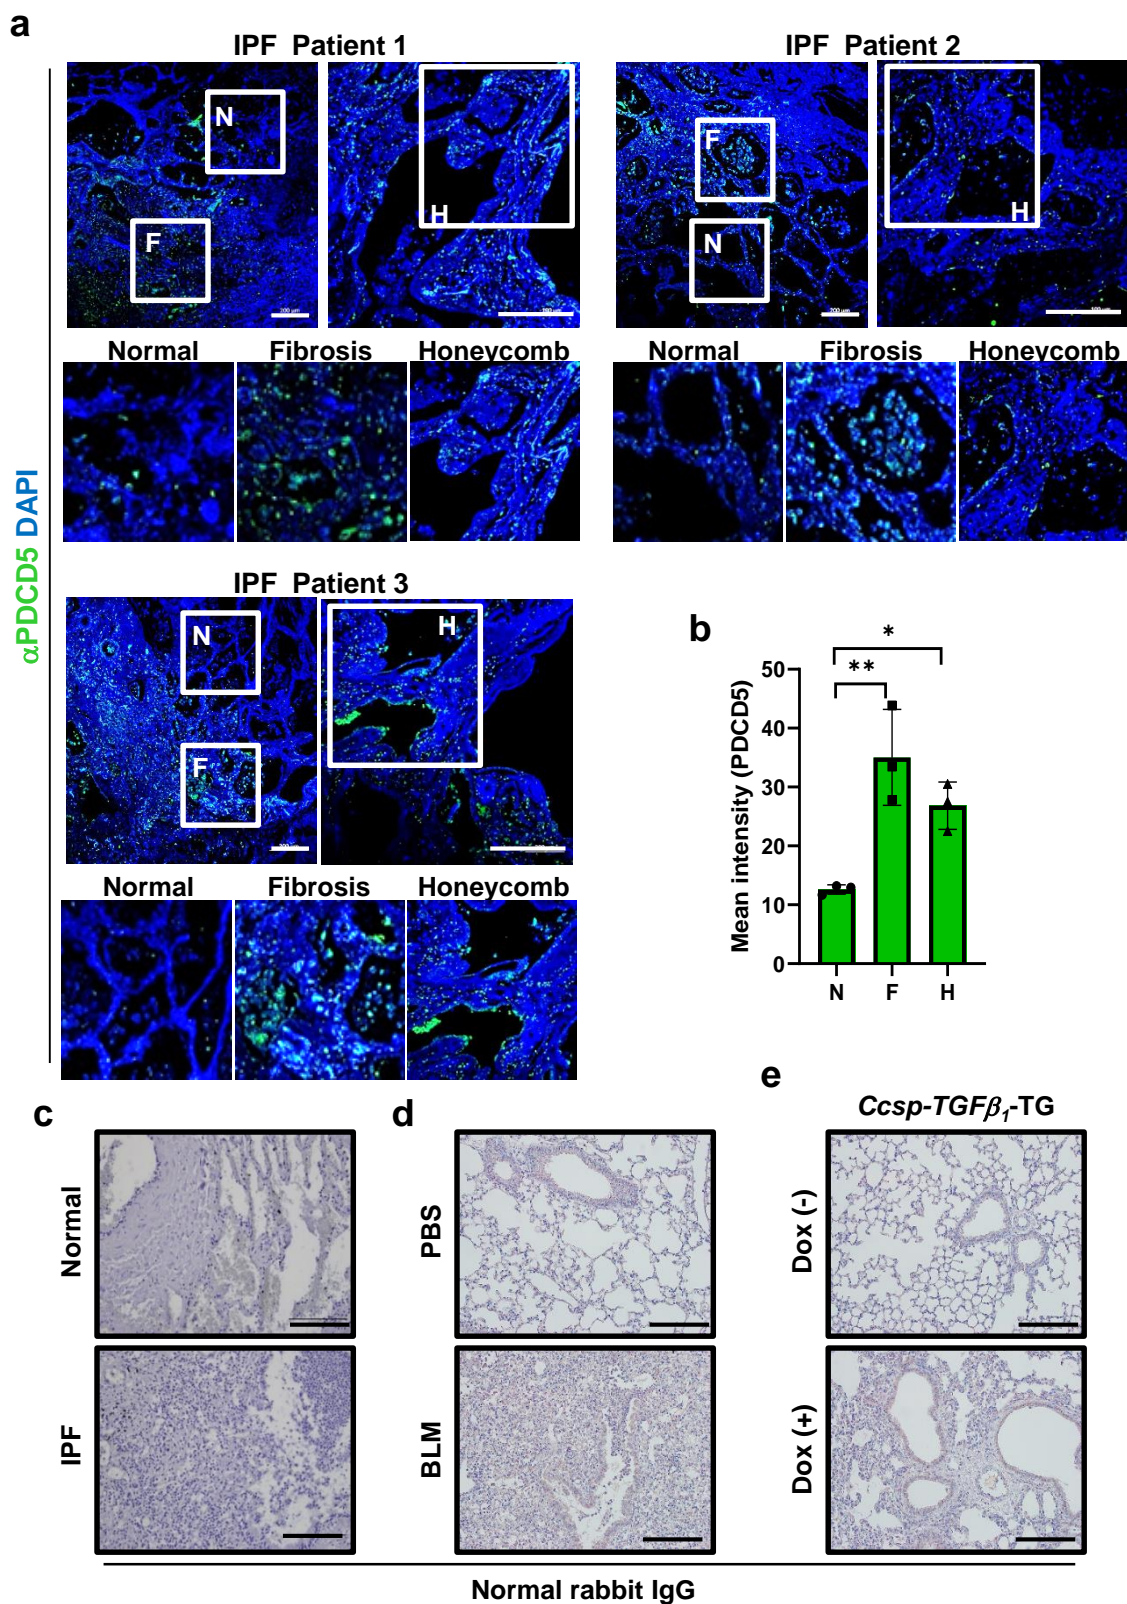

**Supplementary Fig. 1. Increased expression of PDCD5 in the honeycomb region of IPF patients.** **a,b** Immunofluorescence staining against PDCD5 (green) was performed in IPF patients. Increased PDCD5 intensity was detected in fibrotic area (F) and honeycomb cysts (H) compare with the normal (N) region. Scale bars = 200  $\mu$ m. Error bars represent mean  $\pm$  s.e.m. ( $n = 3$ /group);  $*p = 0.0372$ ;  $**p = 0.0048$ , one-way ANOVA followed by Tukey's test. **c–e** IHC was performed using normal rabbit IgG in IPF patients (**c**), BLM-induced wild type mouse lung (**d**), and Dox-induced TGF- $\beta$  transgenic mouse lung (**e**). Representative images from three independent experiments are shown. Scale bars = 200  $\mu$ m. Source data are provided in the Source Data file.

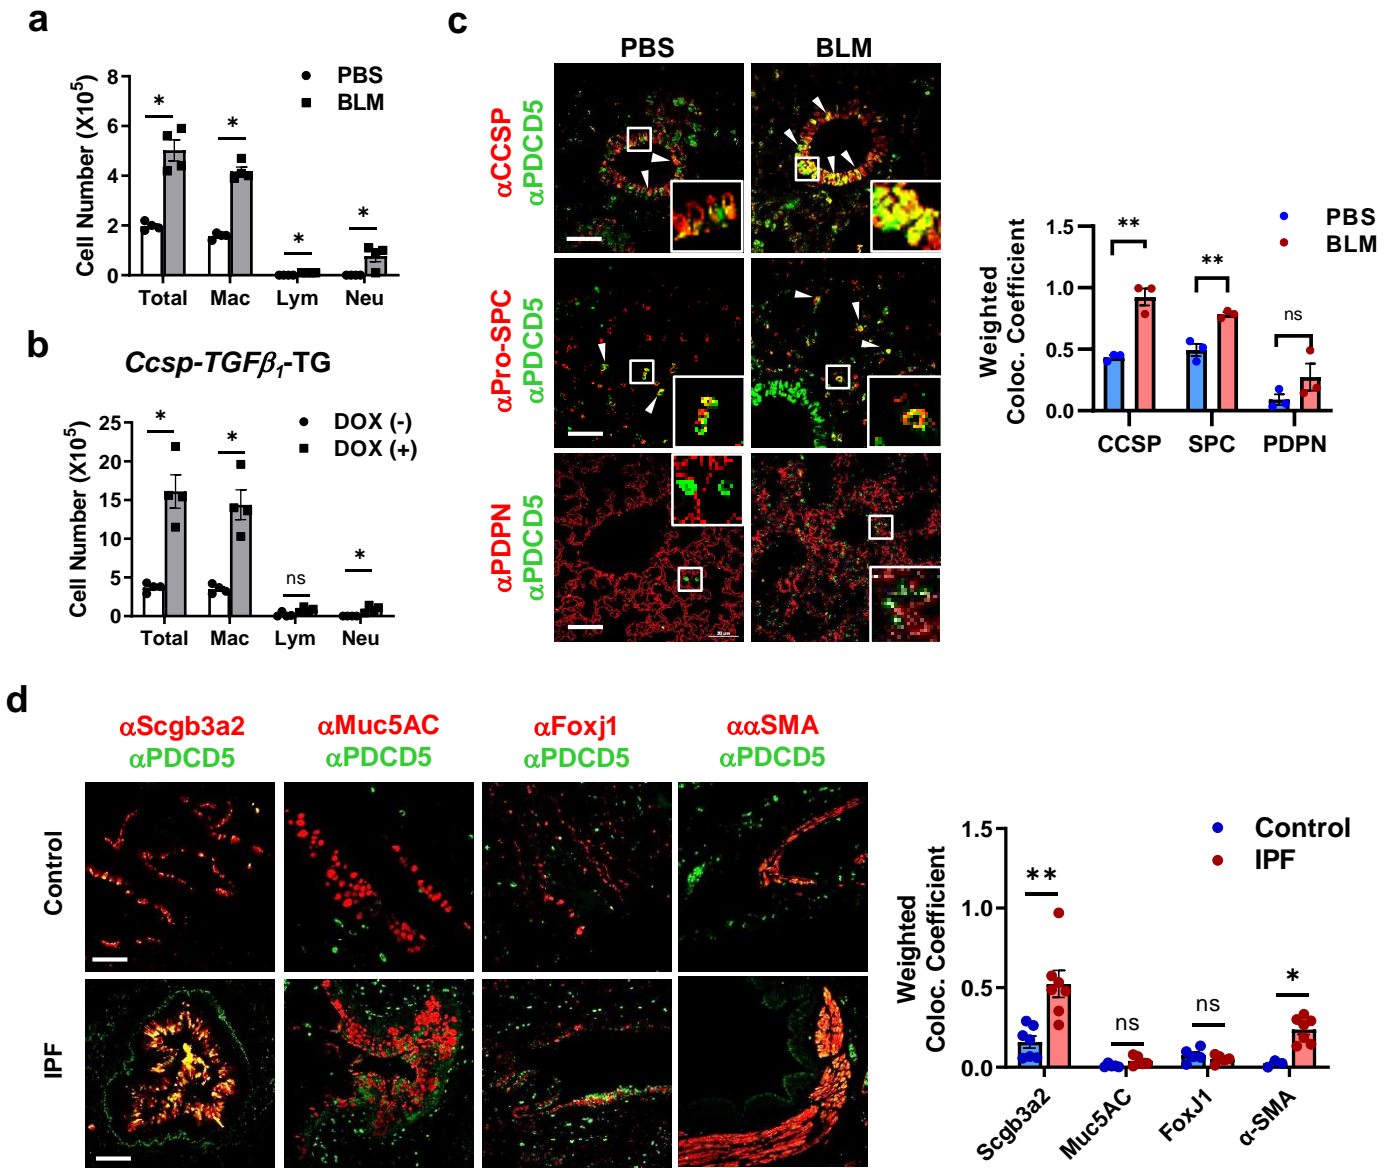

**Supplementary Fig. 2. Expression patterns of PDCD5 in the lung from lung fibrosis mice models and IPF patients.** **a,b** Total cells, Mac (macrophages), Lym (lymphocytes), and Neu (neutrophils) enumerated in the lungs from BLM-induced wild type mice (**a**) and Dox-induced TGFβ-TG mice (**b**). Error bars represent mean ± s.e.m. ( $n = 4$  mice/group), \* $p < 0.0294$ ; ns, not significant, two-tailed Mann-Whitney test. **c** In wild type mice, Co-IF staining was performed in BLM-induced lung tissues using the indicated antibodies. White arrowheads indicate co-localization regions (Scale bars = 50 μm). Error bars represent mean ± s.e.m. ( $n = 3$ /group). \*\* $p < 0.0056$ ; ns, not significant, unpaired two-tailed  $t$  test. **d** Double staining against PDCD5 and each indicated cell marker in IPF patients. Representative immunofluorescence images of lung sections of IPF patients co-stained for PDCD5 and makers of club cells (Scgb3a2,  $n = 7$ /group), goblet cells (Muc5AC,  $n = 5$ /group), ciliated cells (Foxj1,  $n = 5$ /group) and fibroblast cells (αSMA,  $n = 5$  in control;  $n = 7$  in IPF). Weighted co-localized coefficients were calculated using ZEN software. Scale bars = 50 μm. Error bars represent mean ± s.e.m. \* $p = 0.0167$ ; \*\* $p = 0.0012$ ; ns, not significant, two-tailed Mann-Whitney test. Source data are provided in the Source Data file.

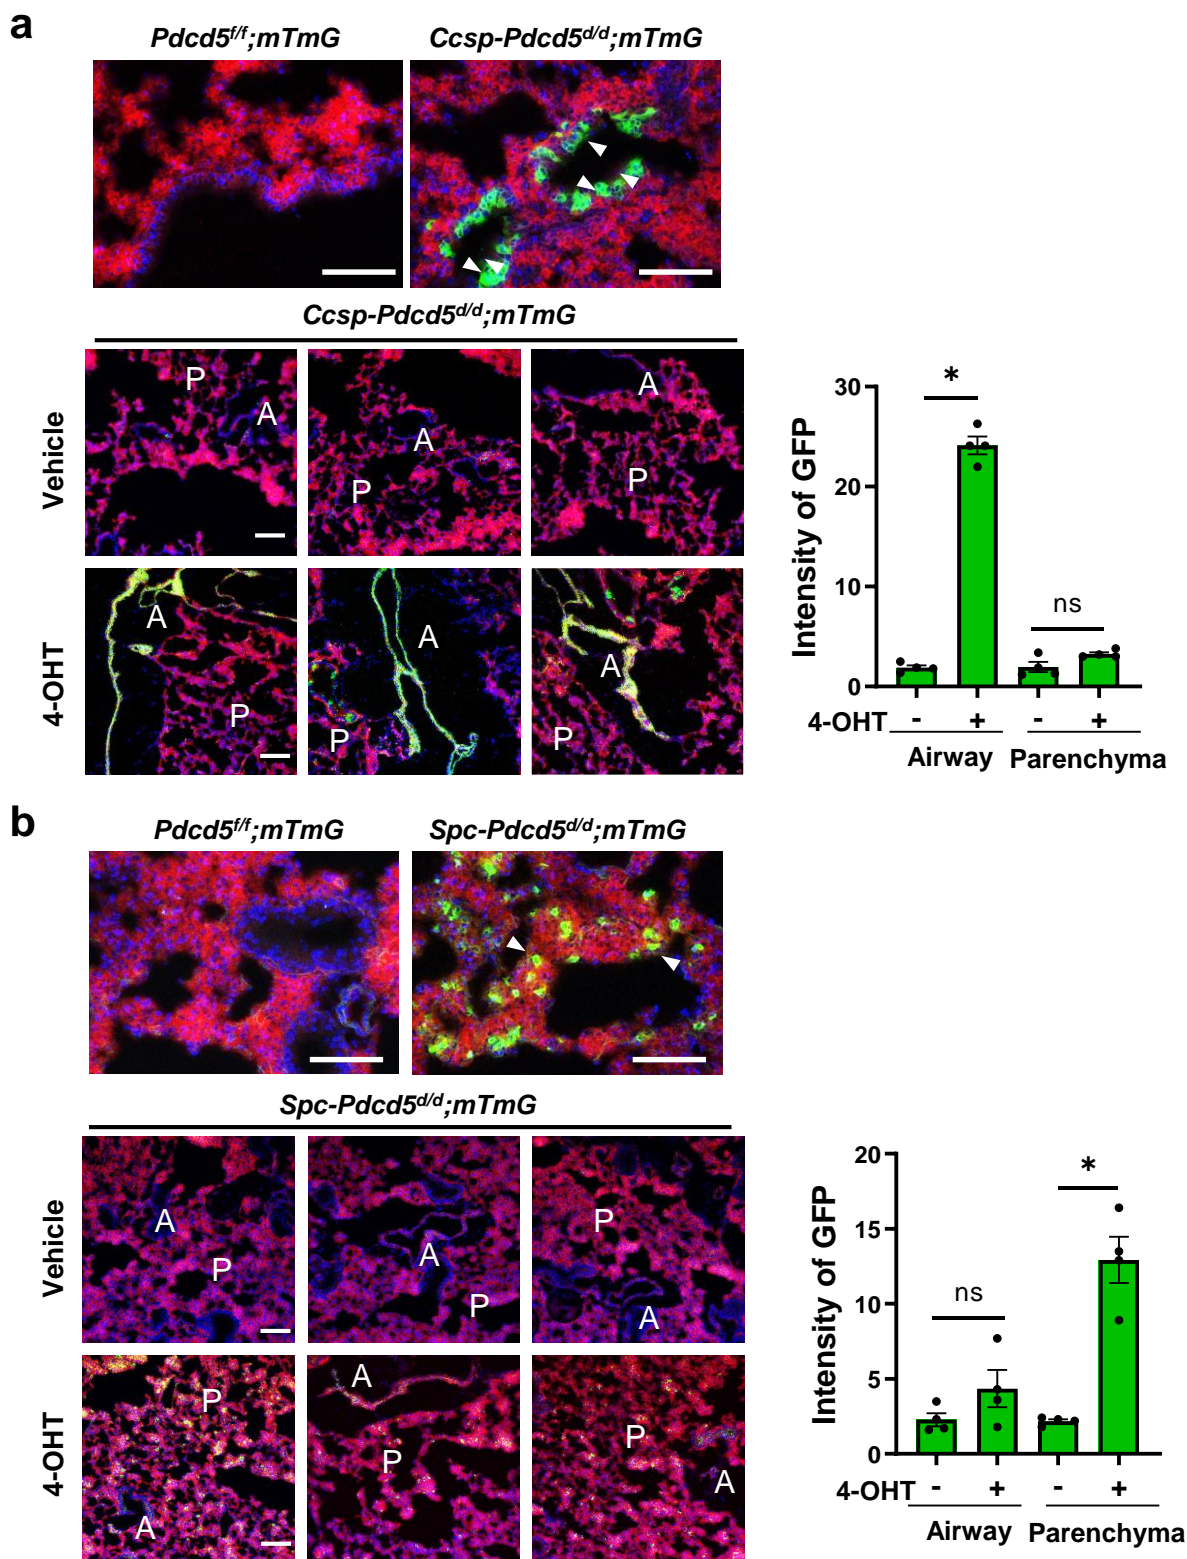

**Supplementary Fig. 3. Assessment of 4-OHT-induced Cre activity in *Ccsp-Pdcd5<sup>d/d</sup>;mTmG* and *Spc-Pdcd5<sup>d/d</sup>;mTmG* mice.** **a, b** Green fluorescent signals (white arrowheads) in mTmG images from *Ccsp-Pdcd5<sup>d/d</sup>;mTmG* mice (**a**) and *Spc-Pdcd5<sup>d/d</sup>;mTmG* mice (**b**) indicated positive Cre activity. 4-OHT was injected into each mouse a total of 3 times, every other day. Three days after the last injection, lung tissue was harvested. Each frozen block was fixed with acetone solution and mounted with DAPI-containing mounting solution. mTmG images were detected using a confocal microscope. The GFP intensity values of the Airway (A) and Parenchyma (P) were calculated with ZEN 3.0 software. Scale bars = 100  $\mu$ m. Error bars represent mean  $\pm$  s.e.m. ( $n = 4$ /group);  $*p = 0.0286$ ; ns, not significant, two-tailed Mann-Whitney test. Source data are provided in the Source Data file.

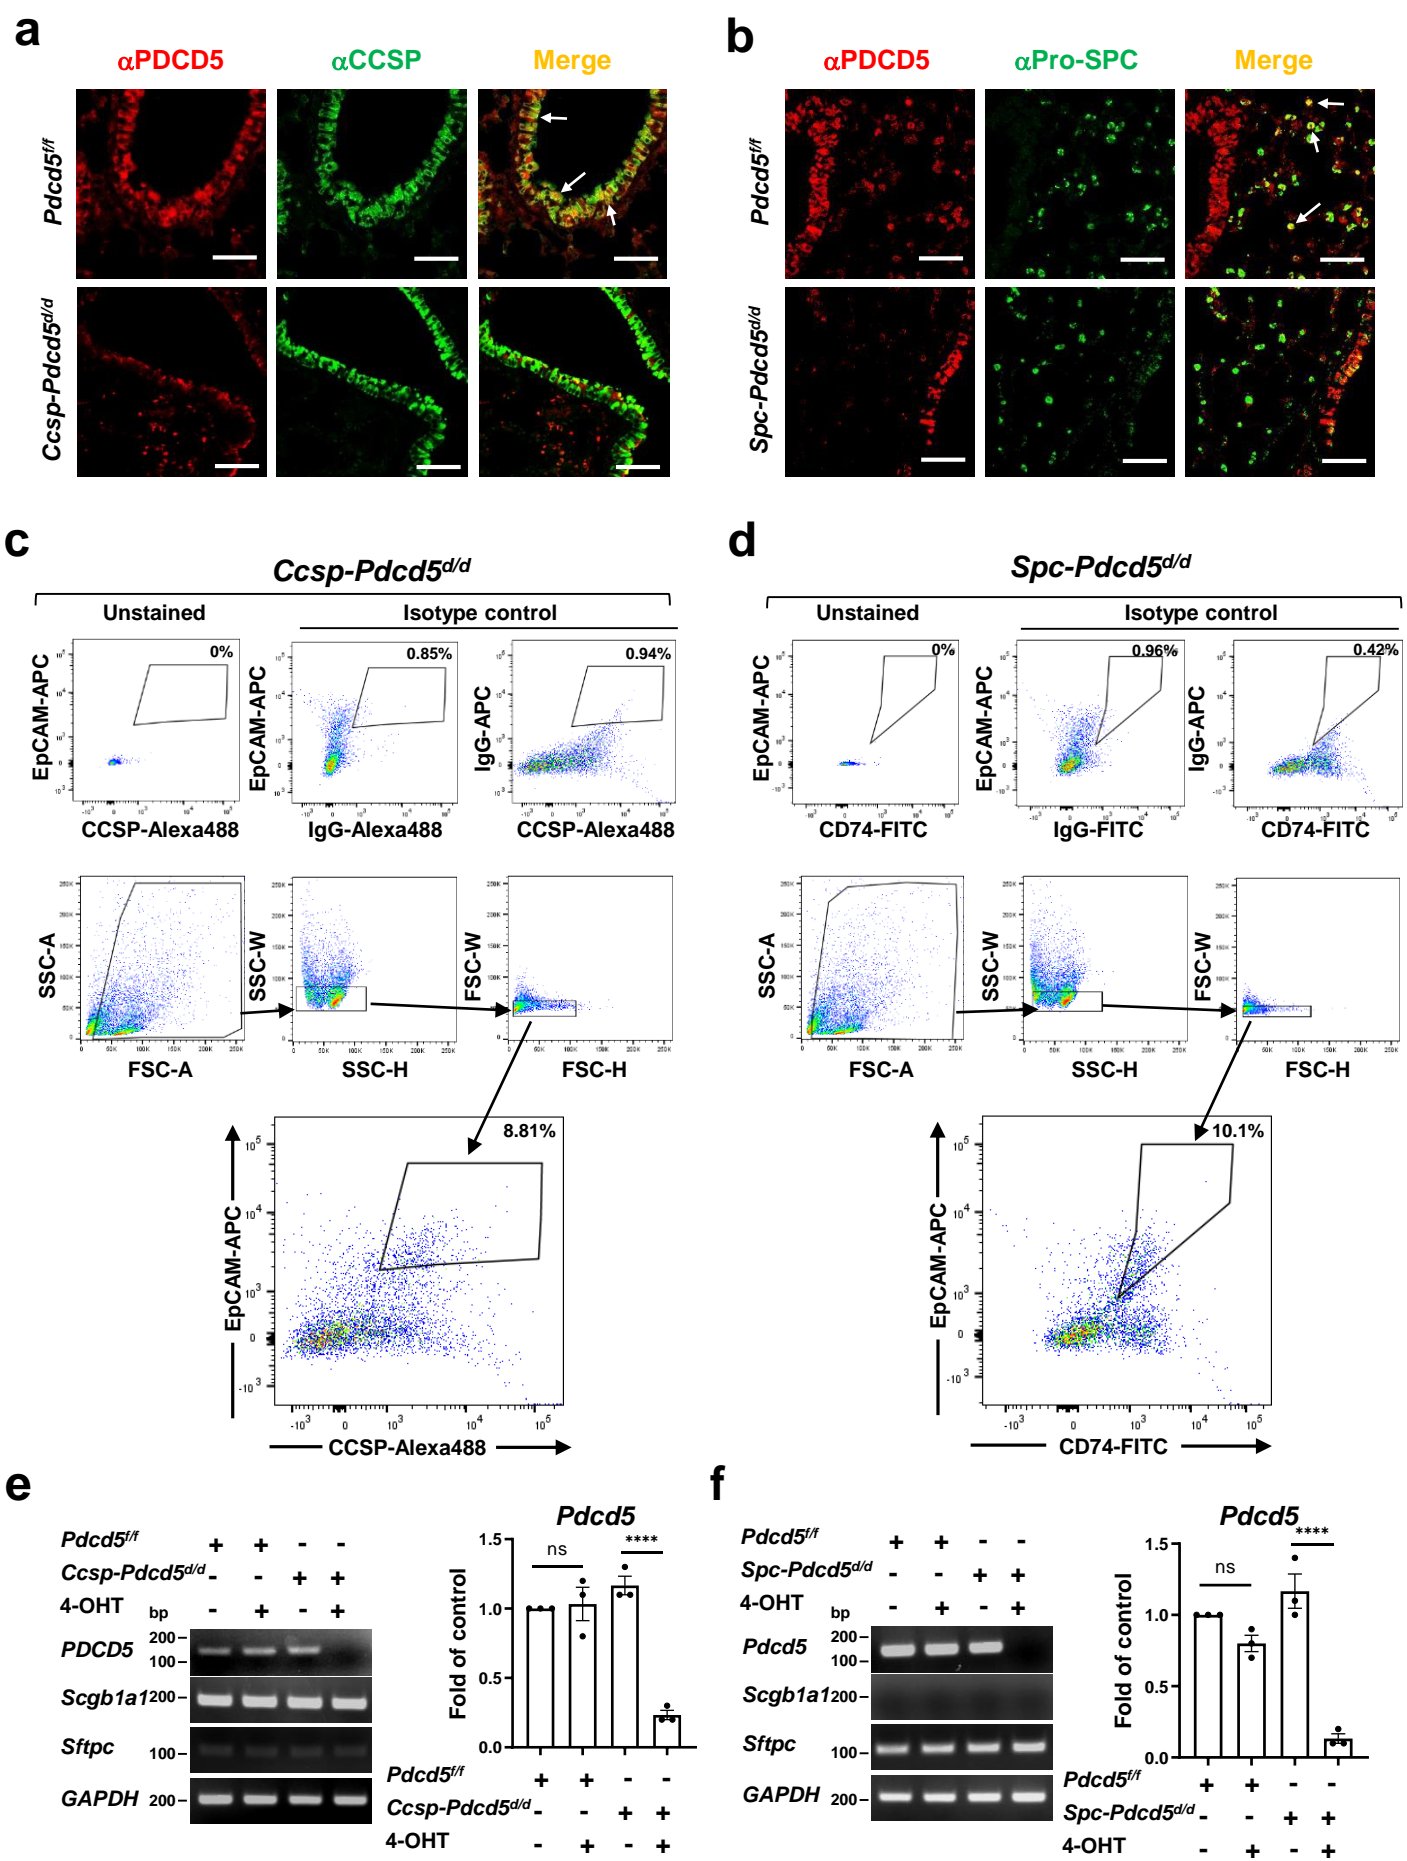

Supplementary Fig. 4. See next page for legend

**Supplementary Fig. 4. Validation of *Pdcd5* ablation in the lungs of *Ccsp-Pdcd5<sup>d/d</sup>* and *Spc-Pdcd5<sup>d/d</sup>* mice.** **a, b** Co-immunofluorescence analysis of PDCD5 and cell-specific markers was performed in the lungs of *Ccsp-Pdcd5<sup>d/d</sup>* (CCSP) mice (**a**) and *Spc-Pdcd5<sup>d/d</sup>* (Pro-SPC) mice (**b**) to verify deletion of *Pdcd5*. White arrows indicate co-localization regions. Scale bars = 50  $\mu$ m. Representative images for three mice from each group are shown. **c, d** Gating and sorting strategies for isolation of primary club cells (CCSP+EpCAM<sup>+</sup>) or AT2 cells (CD74+EpCAM<sup>+</sup>) were shown. Isotype controls were used in all gates to control for unspecific background staining. Cells were selected on the basis of FSC and SSC (gated cell population). Aggregates and doublets are excluded using side and forward scatter areas versus their respective width parameters. Next, gating on club cell (CCSP+EpCAM<sup>+</sup>) or AT2 cells (CD74+EpCAM<sup>+</sup>) was used for sorting of double-positive population. **e, f** Isolated club cells from *Pdcd5<sup>f/f</sup>* or *Ccsp-Pdcd5<sup>d/d</sup>* mice (**c**), and AT2 cells from *Pdcd5<sup>f/f</sup>* or *Spc-Pdcd5<sup>d/d</sup>* mice (**d**) after vehicle or 4-OHT treatment were used to perform RT-PCR and quantitative RT-PCR analysis. Error bars represent mean  $\pm$  s.e.m. (n = 3 mice in each group); \**p* < 0.0001; ns, not significant, one-way ANOVA with Tukey's test. Source data are provided in the Source Data file.

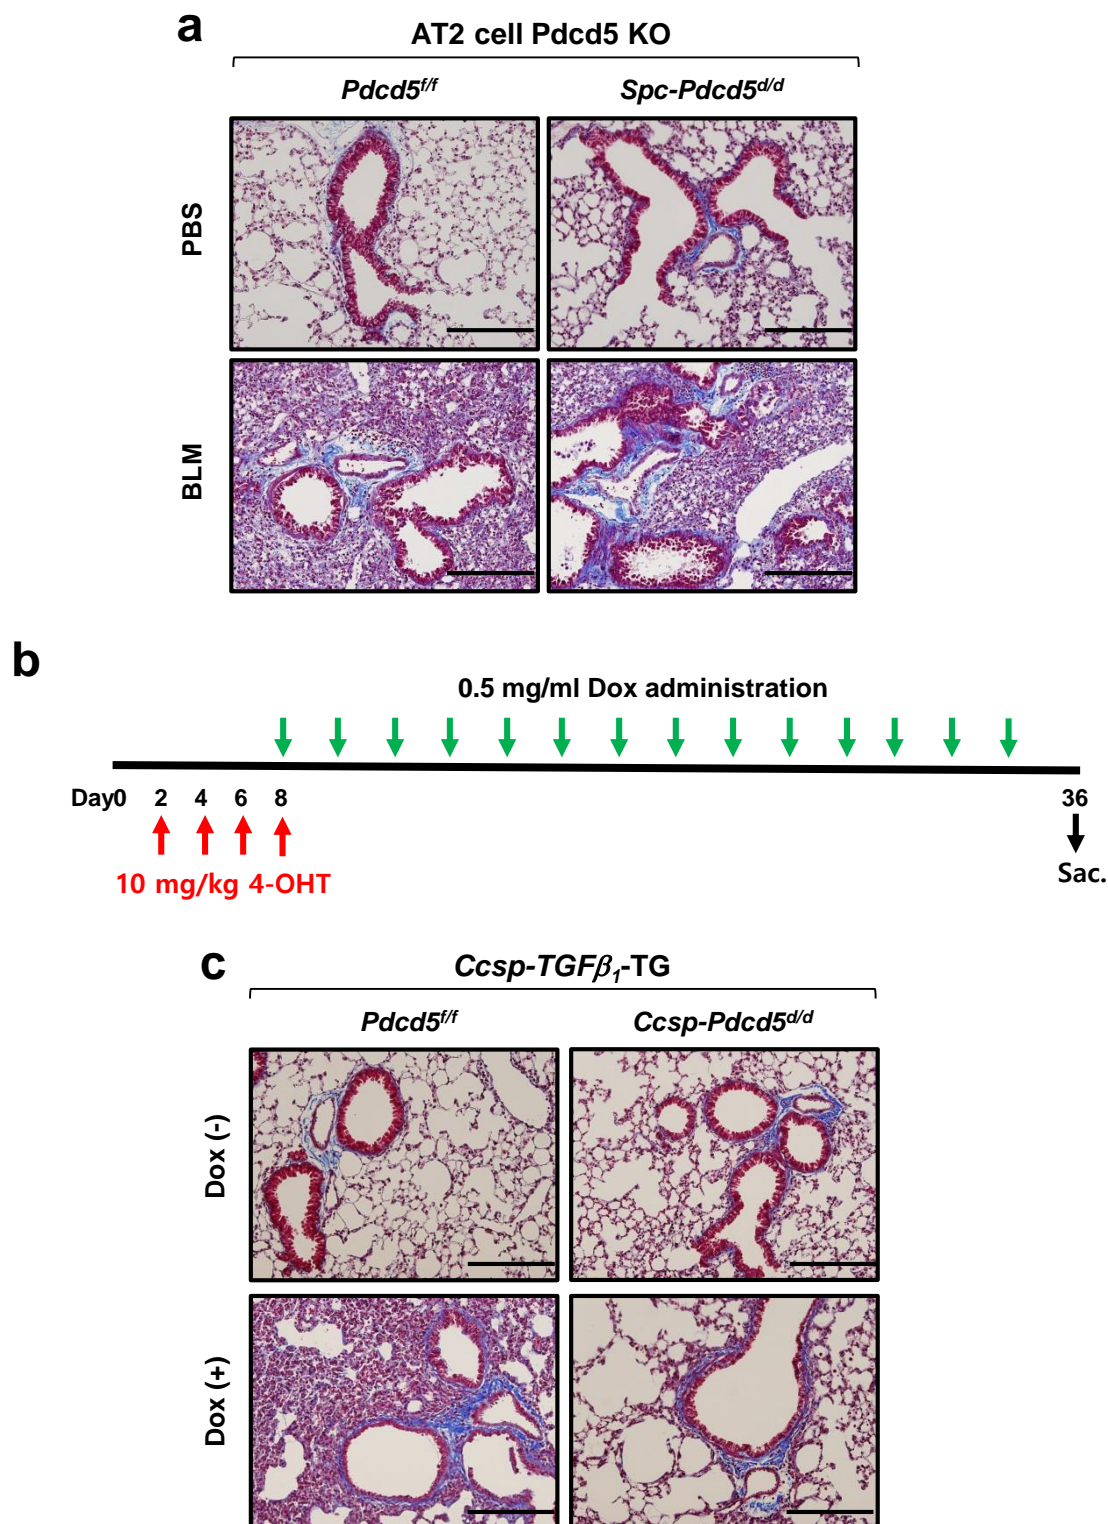

**Supplementary Fig. 5. Deletion of *Pdcd5* in club cells, but not AT2 cells, prevents lung fibrosis. a** MTS staining illustrates fibrotic regions in the lungs of *Pdcd5<sup>f/f</sup>* and *Spc-Pdcd5<sup>d/d</sup>* mice after BLM injection. Scale bars = 200  $\mu$ m **b** This experimental scheme was used to generate ablation of *Pdcd5* and overexpression of TGF- $\beta_1$  in the club cells. 4-OHT was injected 4 times every 2 days prior to Dox administration for 28 days. **c** MTS staining illustrates fibrotic regions in the lungs of *Ccsp-TGF $\beta_1$ -TG* with *Pdcd5<sup>f/f</sup>* or *Ccsp-Pdcd5<sup>d/d</sup>* mice after Dox administration. Scale bars = 200  $\mu$ m. Representative images for three mice from each group are shown.

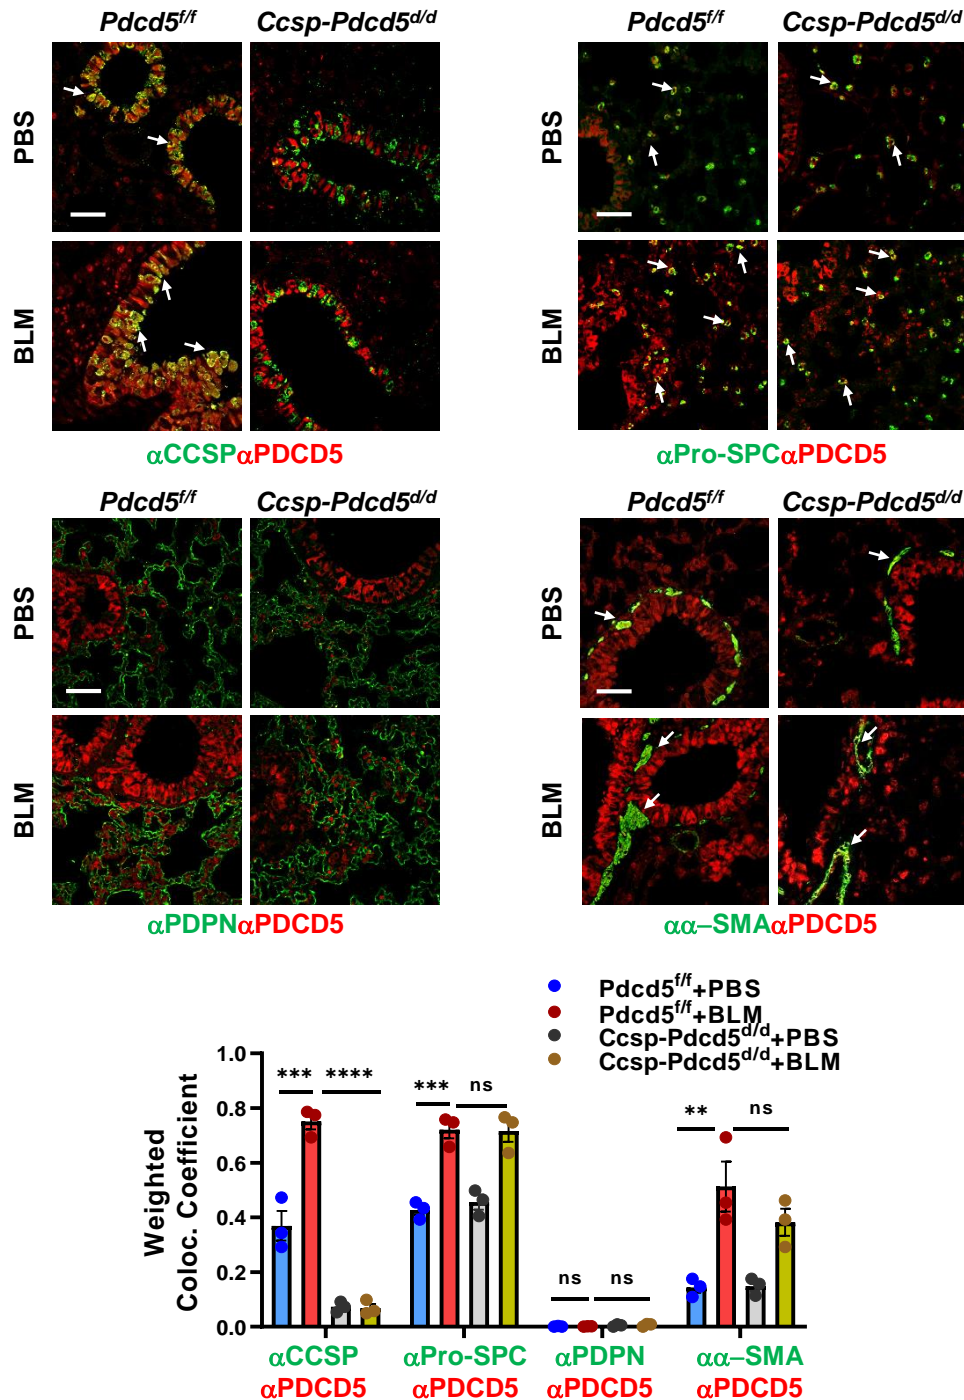

**Supplementary Fig. 6. The effect of Club cell specific *Pcdcd5* deletion on induction of PDCD5 expression by BLM.** Co-immunofluorescence analysis of PDCD5 and indicated antibodies was carried out on lung tissues from *Pcdcd5<sup>f/f</sup>* and *Ccsp-Pcdcd5<sup>d/d</sup>* mice (Scale bars = 50  $\mu$ m). White arrows indicate co-localization regions. Weighted co-localized coefficient was calculated using ZEN 3.0 software. Error bars represent mean  $\pm$  s.e.m. ( $n = 3$  mice in each group); \*\* $p = 0.0055$ ; \*\*\* $p < 0.0006$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant, one-way ANOVA with Tukey's test. Source data are provided in the Source Data file.

**a**

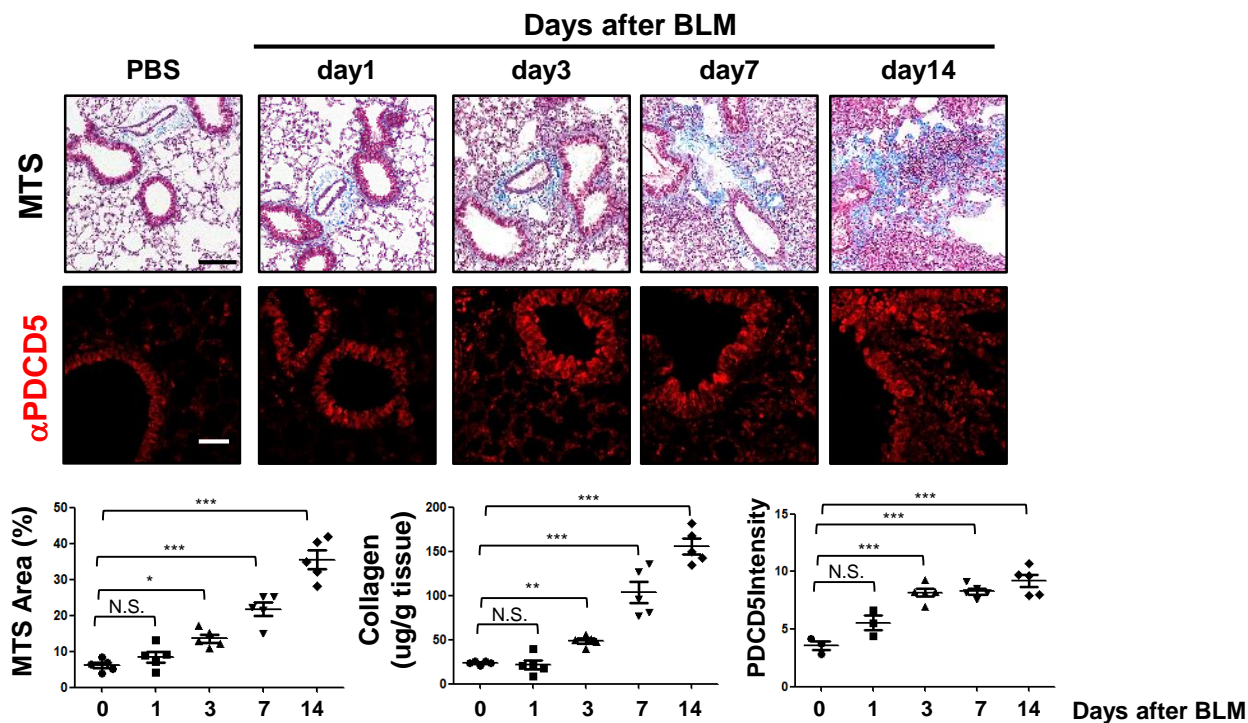

**b**

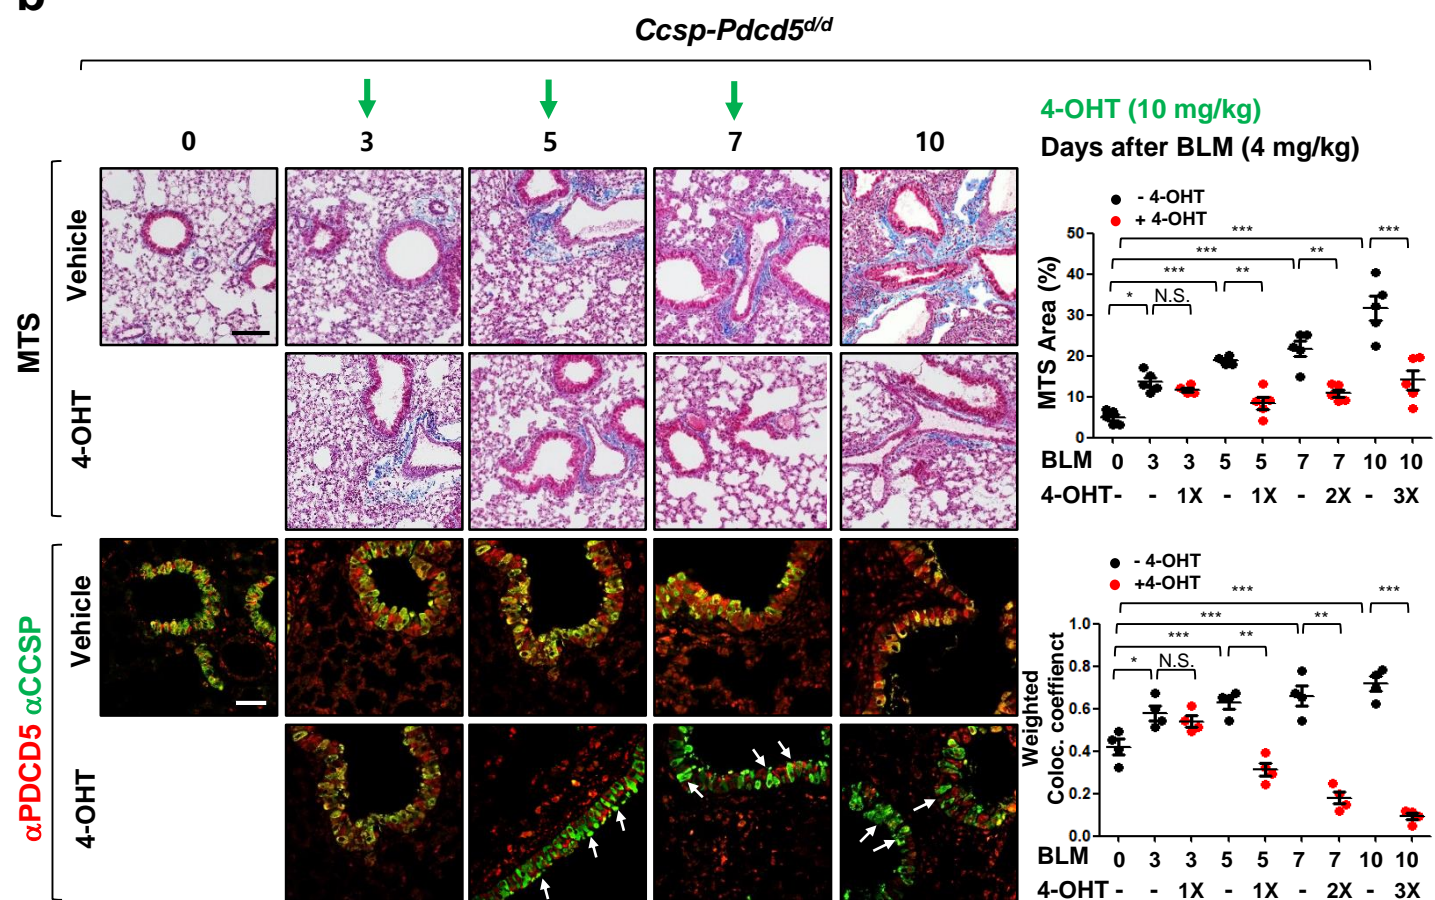

**Supplementary Fig. 7. The lung fibrosis following BLM injection was significantly suppressed by *Pdcd5* deletion.** **a** In wild type mice, MTS and soluble collagen assay were conducted after the indicated days of BLM injection (4 mg/kg). Representative MTS images for five mice from each group are shown. Scale bar = 100  $\mu$ m. Immunofluorescence analysis of PDCD5 was performed in the lungs. Red fluorescence intensities were quantified by image J software. Scale bars = 50  $\mu$ m. Error bars represent mean  $\pm$  s.e.m. ( $n$  = 5 mice in each group except day 1 and 3 groups of PDCD5 intensity,  $n$  = 3); \* $p$  = 0.0177; \*\*\* $p$  < 0.001; ns, not significant, one-way ANOVA followed by Tukey's test. **b** *Ccsp-Pdcd5<sup>d/d</sup>* mice were treated 4-OHT (10 mg/kg) from 2 days after BLM injection, and then mice were sacrificed at the indicated time point. MTS staining revealed the fibrotic regions in the lungs. Scale bar = 100  $\mu$ m. Co-immunofluorescence analysis of PDCD5 (Red) and club cell-specific marker (CCSP, Green) was performed to verify deletion of *Pdcd5*. White arrows indicate diminished co-localization regions of PDCD5 and CCSP. Scale bars = 50  $\mu$ m (left panel). Collagen fiber areas in MTS images were quantified using ImageJ software. Weighted co-localized coefficient was calculated using ZEN software. Error bars represent mean  $\pm$  s.e.m. ( $n$  = 4 mice/group); \* $p$  < 0.0425; \*\* $p$  < 0.0044; \*\*\* $p$  < 0.001; ns, not significant. (right panel). Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test. Source data are provided in the Source Data file.

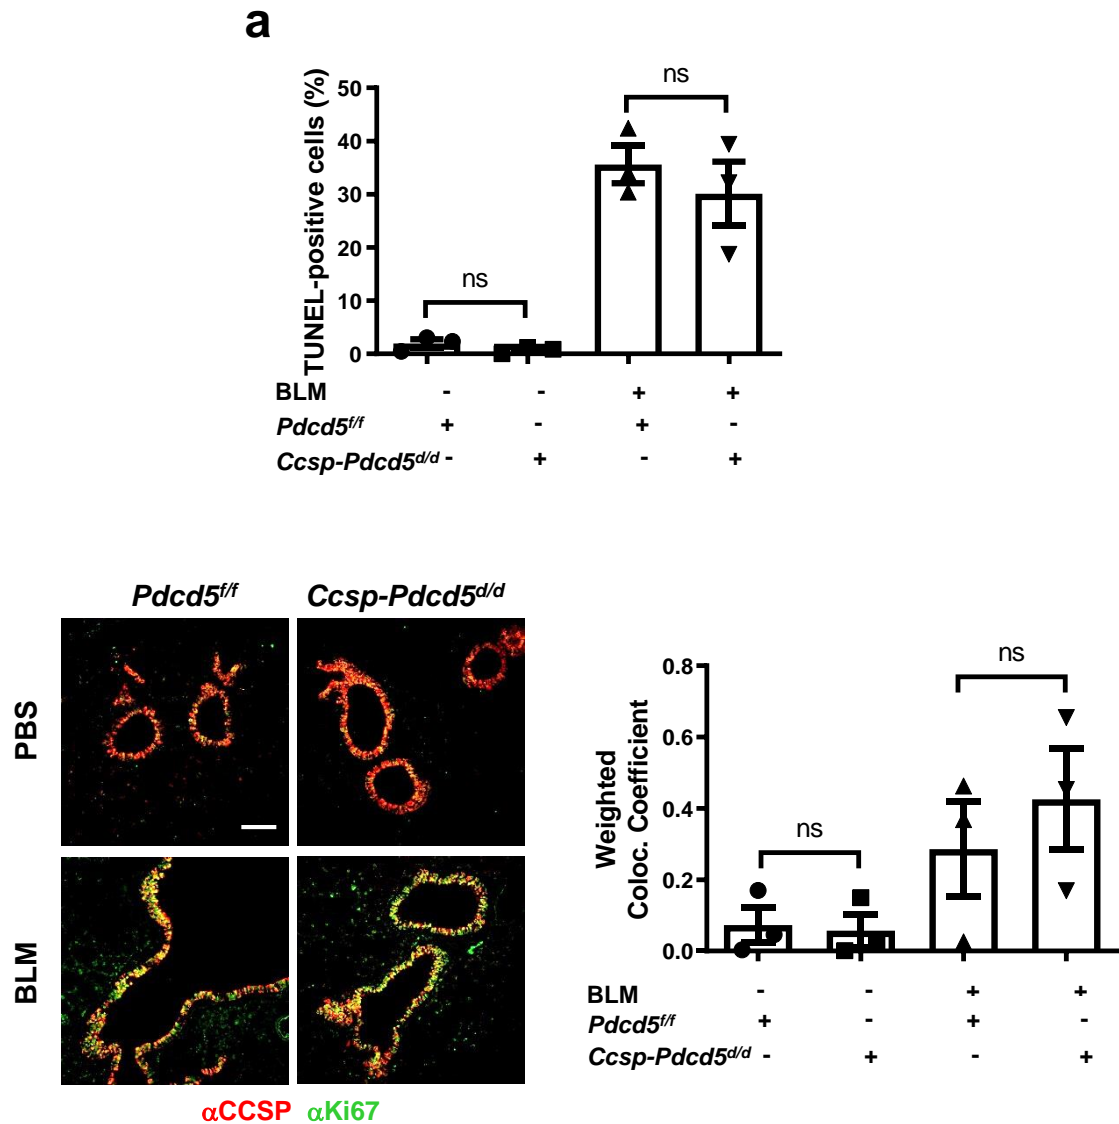

**Supplementary Fig. 8. Deletion of *Pdc5* in club cells had no effects on bleomycin-induced cell death and proliferation.** **a** TUNEL assay was performed in lung tissue samples from BLM-induced *Pdc5<sup>f/f</sup>* and *Ccsp-Pdc5<sup>d/d</sup>* mice. TUNEL-positive cells were quantified using ImageJ software. Error bars represent mean  $\pm$  s.e.m. ( $n = 3$ /group); ns, not significant. **b** CCSP and Ki67 double staining shows BLM-induced proliferation in the airway region in *Pdc5<sup>f/f</sup>* and *Ccsp-Pdc5<sup>d/d</sup>* mice. Scale bar = 100  $\mu$ m. Weighted co-localized coefficients were calculated using ZEN 3.0 software. Error bars, mean  $\pm$  s.e.m. ( $n = 3$ /group); ns, not significant. Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test. Source data are provided in the Source Data file.

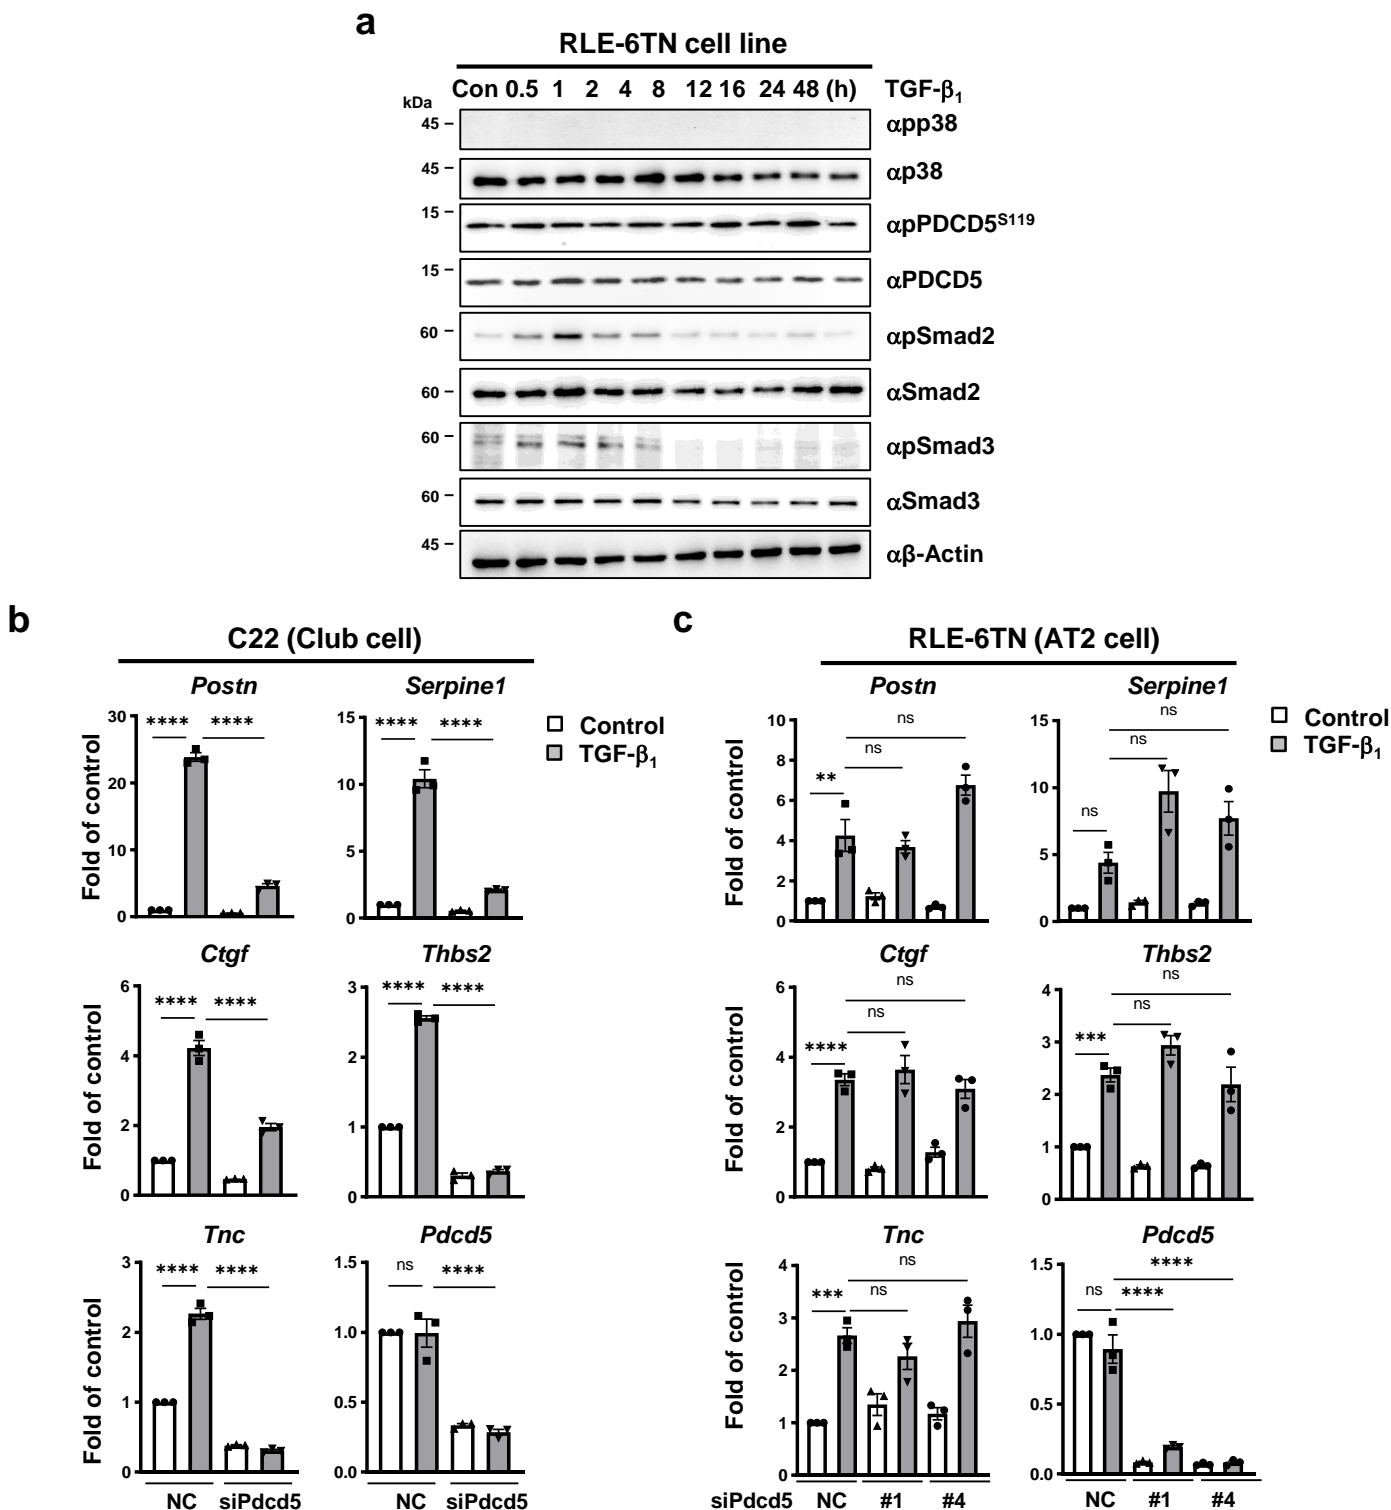

**Supplementary Fig. 9. PDCD5 selectively regulates transcription of pro-fibrotic matricellular genes in the club cells but not AT2 cells.** **a** RLE-6TN cells were treated with TGF- $\beta_1$  for the indicated time points. Whole-cell lysates were analyzed by immunoblotting using the indicated antibodies. Representative blots from three independent experiments are shown. **b** C22 cells were transfected with *Pdc5* siRNAs for 24 hours and then treated with TGF- $\beta_1$  for 24 hours. The levels of the indicated genes were analyzed by real-time PCR. Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ); \*\*\*\* $p < 0.0001$ ; ns, not significant. **c** RLE-6TN cells were transfected with *Pdc5* siRNAs for 36 hours and then with TGF- $\beta_1$  for 24 hours. The levels of indicated genes were analyzed by real-time PCR. Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ); \*\* $p = 0.0012$ ; \*\*\* $p < 0.0008$ ; \*\*\*\* $p < 0.0001$ ; ns, not significant. Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test (**a**, **b**). Source data are provided in the Source Data file.

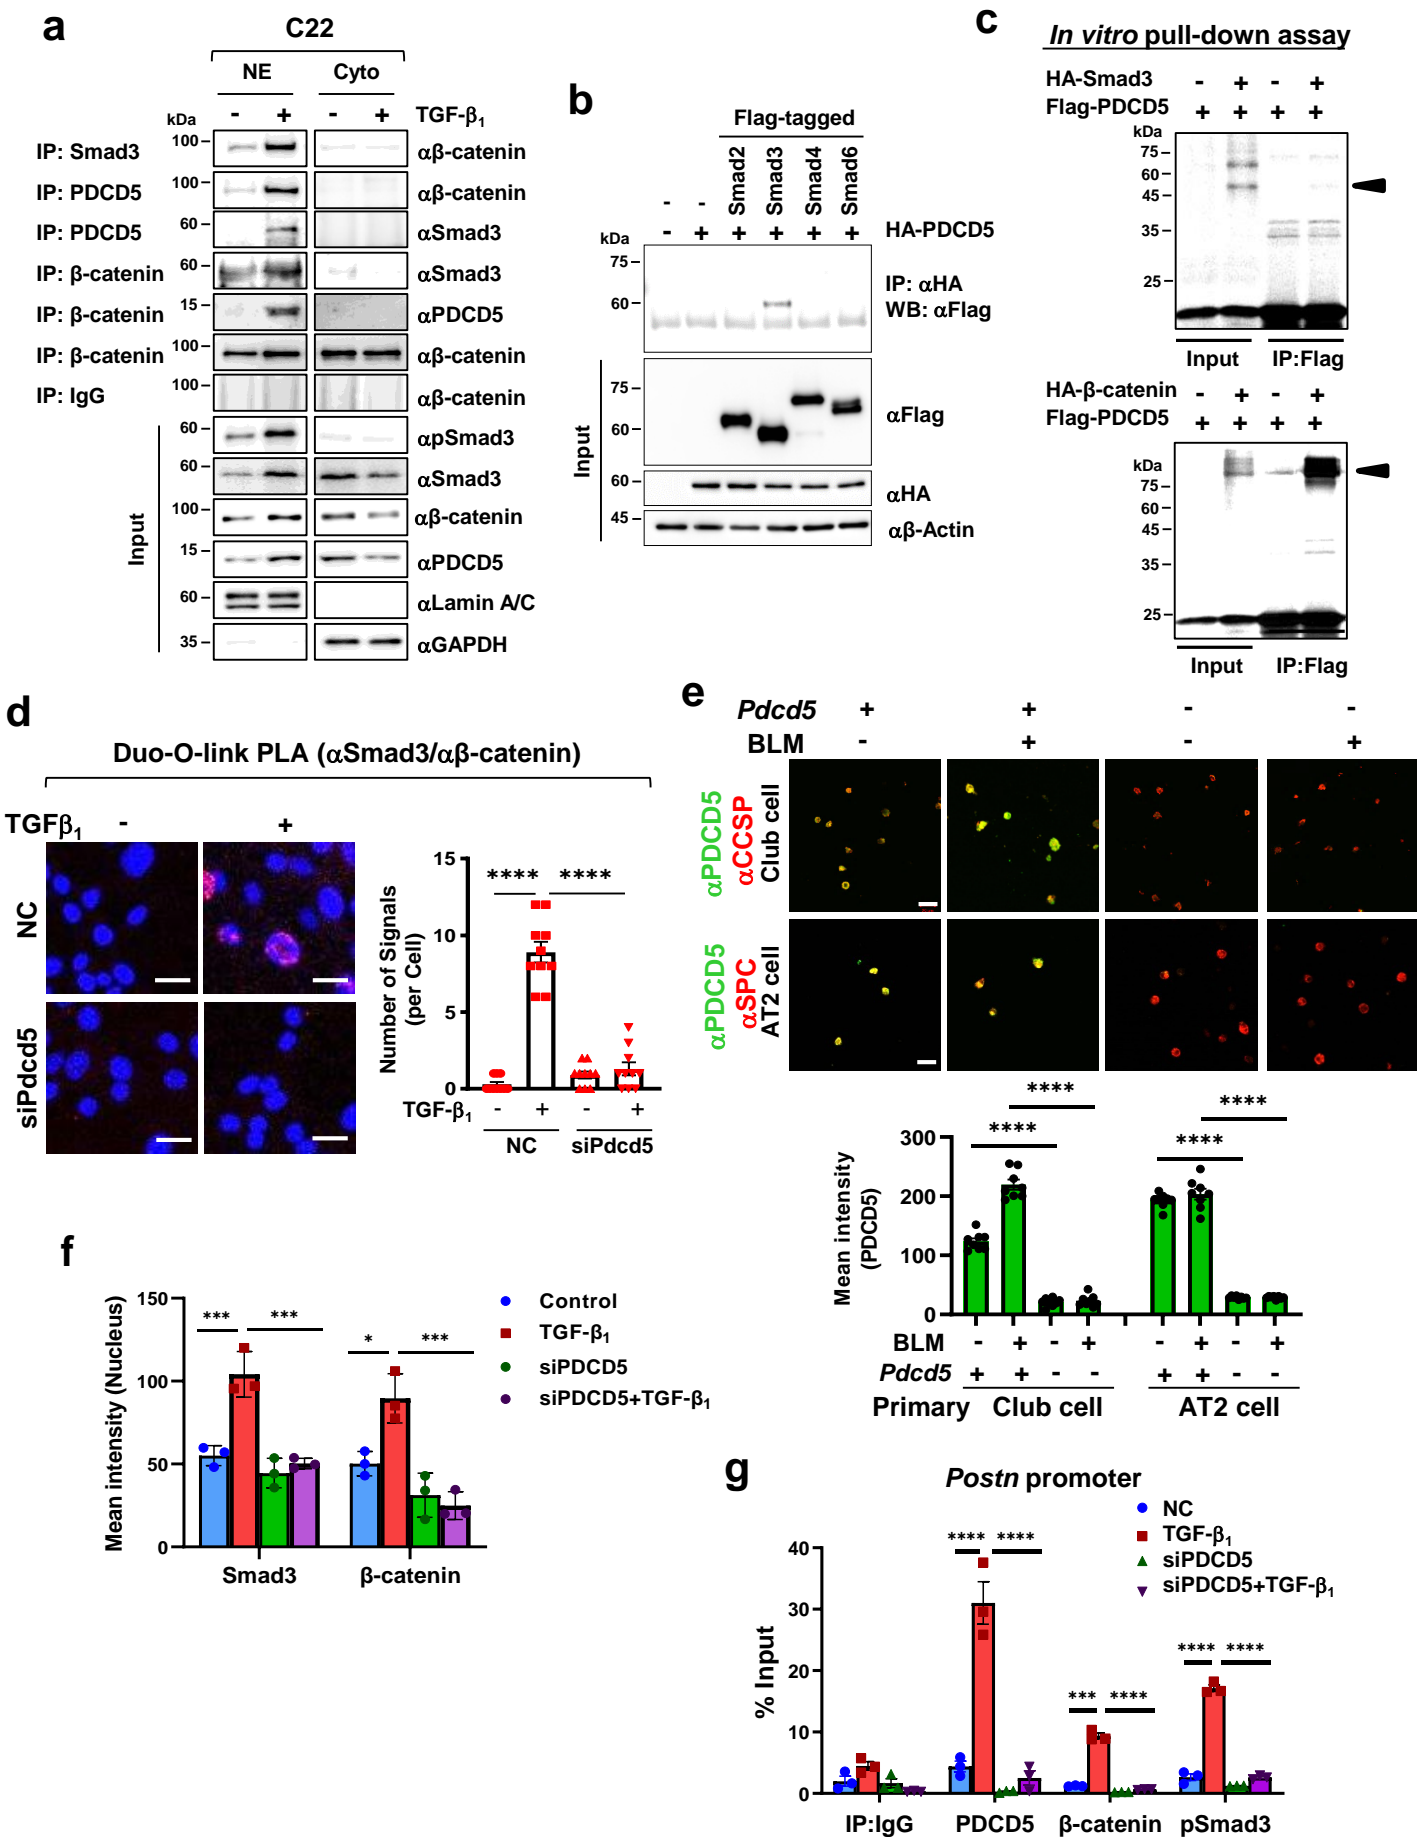

Supplementary Fig. 10. See next page for legend

**Supplementary Fig. 10. PDCD5 mediates formation of the PDCD5/ $\beta$ -catenin/Smad3 complex in response to TGF- $\beta$ .** **a** C22 cells were treated with TGF- $\beta_1$  (20 ng/ml) for 12 hours. Following cell fractionation, nuclear or cytosolic fraction was immunoprecipitated and analyzed by immunoblotting with the indicated antibodies. **b** C22 cells were transfected with indicated DNA plasmids. Whole cell lysates were immunoprecipitated with an anti-HA antibody and immunoblotted with an anti-Flag antibody. **c** *In vitro* co-translated in rabbit reticulocyte with Flag-PDCD5 and HA-Smad3 or HA- $\beta$ -catenin was immunoprecipitated with an anti-Flag antibody. Bound proteins were eluted and analyzed by autoradiography. **d** C22 cells were treated with TGF- $\beta_1$  and the Smad3/ $\beta$ -catenin interaction was analyzed by *in situ* PLA analysis. Scale bars = 50  $\mu$ m. The number of PLA-positive signals were quantified by ImageJ software. Error bars represent mean  $\pm$  s.e.m. ( $n = 10$ /group), \*\*\*\* $p < 0.001$ . **e** Primary club cells were isolated from *Pdcd5<sup>fl/fl</sup>* and *Ccsp-Pdcd5<sup>d/d</sup>* mouse lungs, and AT2 cells were isolated from *Pdcd5<sup>fl/fl</sup>* and *Spc-Pdcd5<sup>d/d</sup>* mice after BLM injection. Double staining against PDCD5/CCSP for primary club cells, and PDCD5/SPC for AT2 cells. Scale bars = 20  $\mu$ m. Mean intensity of PDCD5 was calculated using ZEN 3.0 software. Error bars represent mean  $\pm$  s.e.m. ( $n = 10$ /group), \*\*\*\* $p < 0.001$ . **f** Quantification of nuclear intensity shown in Fig. 3f, using ZEN 3.0 software. Error bars represent mean  $\pm$  s.e.m. ( $n = 3$ /group), \* $p = 0.0123$ ; \*\*\* $p < 0.0006$ . **g** ChIP assay was performed with indicated antibodies. Precipitated samples were analyzed by real-time PCR, and results are presented as the percentage of input. Error bars represent mean  $\pm$  s.e.m. ( $n = 3$ /group), \*\*\*\* $p < 0.001$ . Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test (**e**, **f**, **g**). Representative blots and images from three independent experiments are shown (**a-e**). Source data are provided in the Source Data file

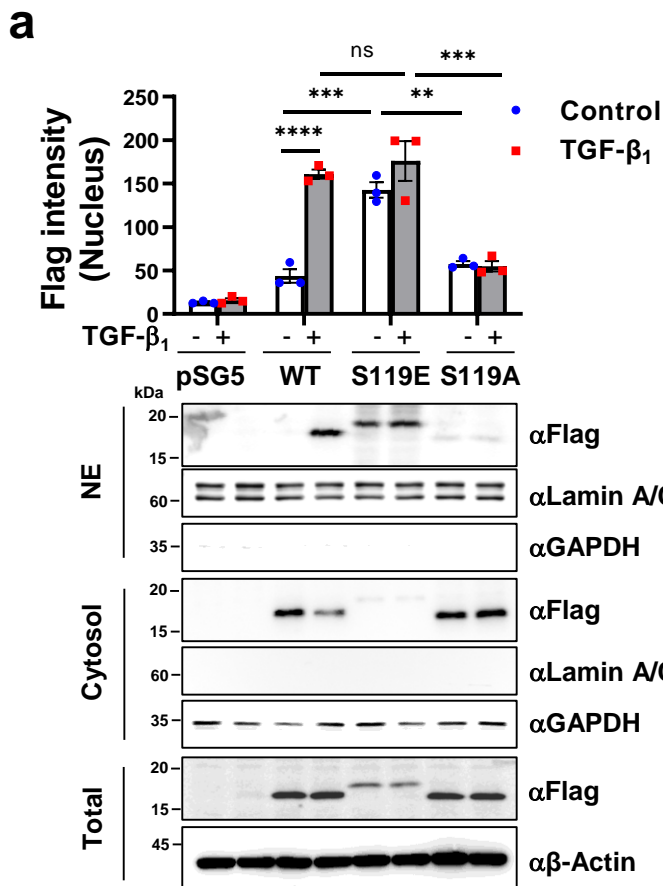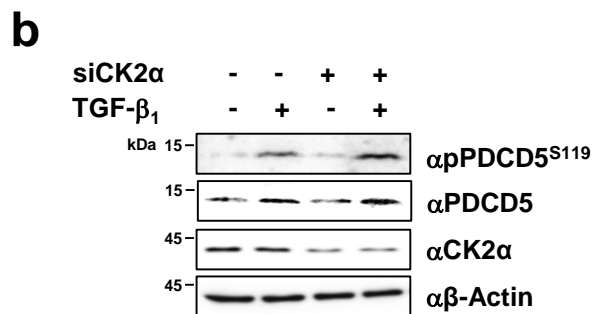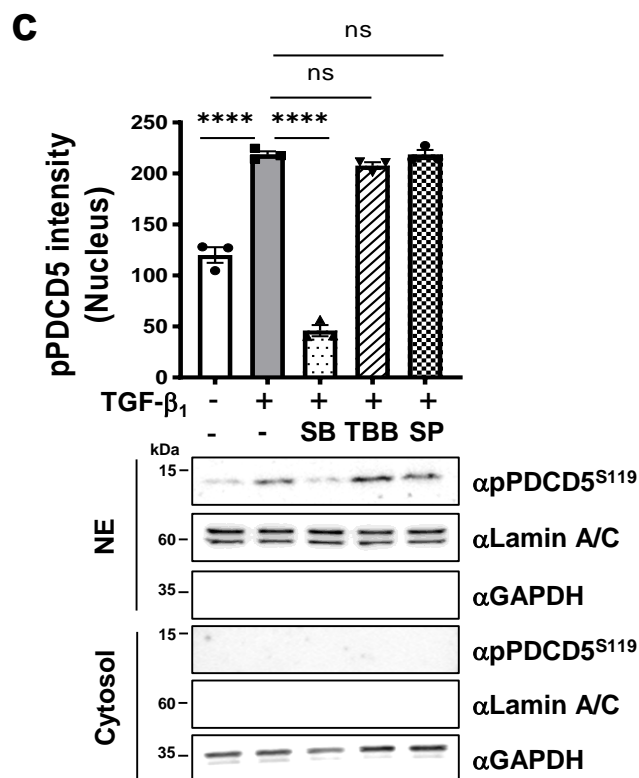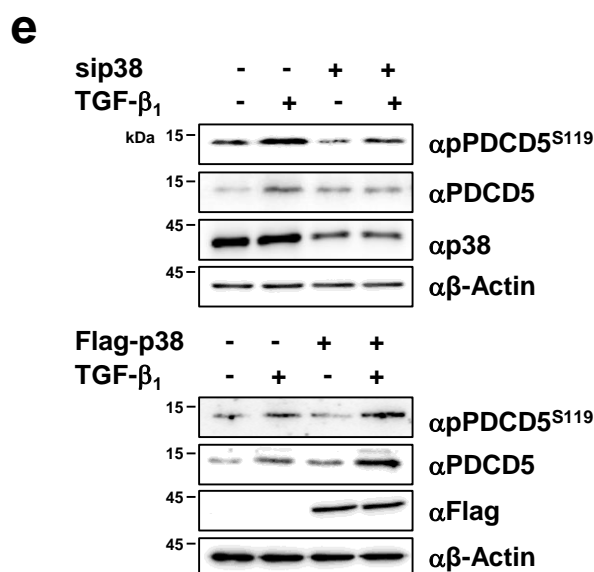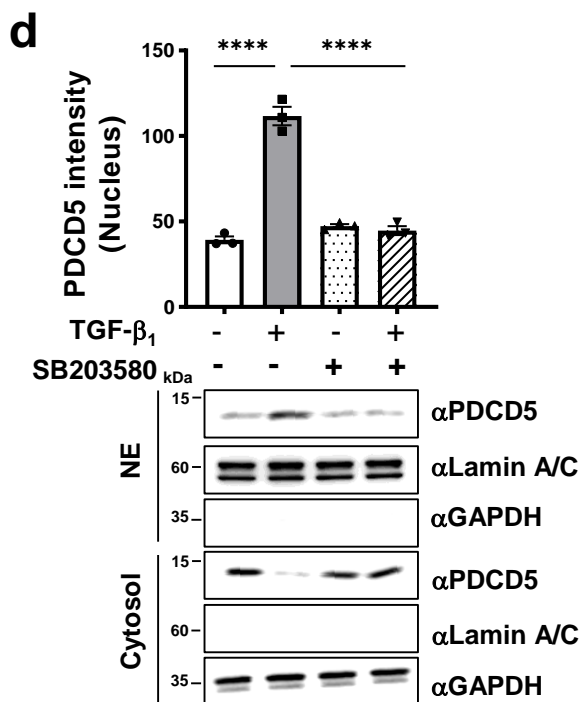

**Supplementary Fig. 11. p38 MAPK, not CK2, mediates the phosphorylation and stabilization of PDCD5 in the club cells.** **a**, C22 cells were transfected with the indicated plasmids. Nuclear Flag intensity of Fig. 4a was analyzed using ZEN 3.0 software. Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ),  $**p = 0.0016$ ;  $***p < 0.0004$ ;  $****p < 0.0001$ ; ns, not significant. The nuclear and cytosolic fractions were analyzed by immunoblotting. Total lysates were immunoblotted with the indicated antibodies. **b** C22 cells were transfected with CK2 $\alpha$  siRNA and then treated with 20 ng/ml TGF- $\beta_1$  for 1 hour. Immunoblotting was performed using the indicated antibodies. **c, d** Nuclear intensity of the IF staining shown in Fig. 4c (**c**) and Fig. 4e (**d**). Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ),  $****p < 0.0001$ ; ns, not significant. Nuclear and cytosolic fractions were analyzed by immunoblotting, using the indicated antibodies. Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test (**a, c, d**). **e** C22 cells were transfected with p38 siRNA, or Flag-p38-pcDNA3.0 overexpression vector and then treated with 20 ng/ml TGF- $\beta_1$  for 1 hour. Immunoblotting was performed using the indicated antibodies. Representative blots from three independent experiments are shown (**a-e**). Source data are provided in the Source Data file

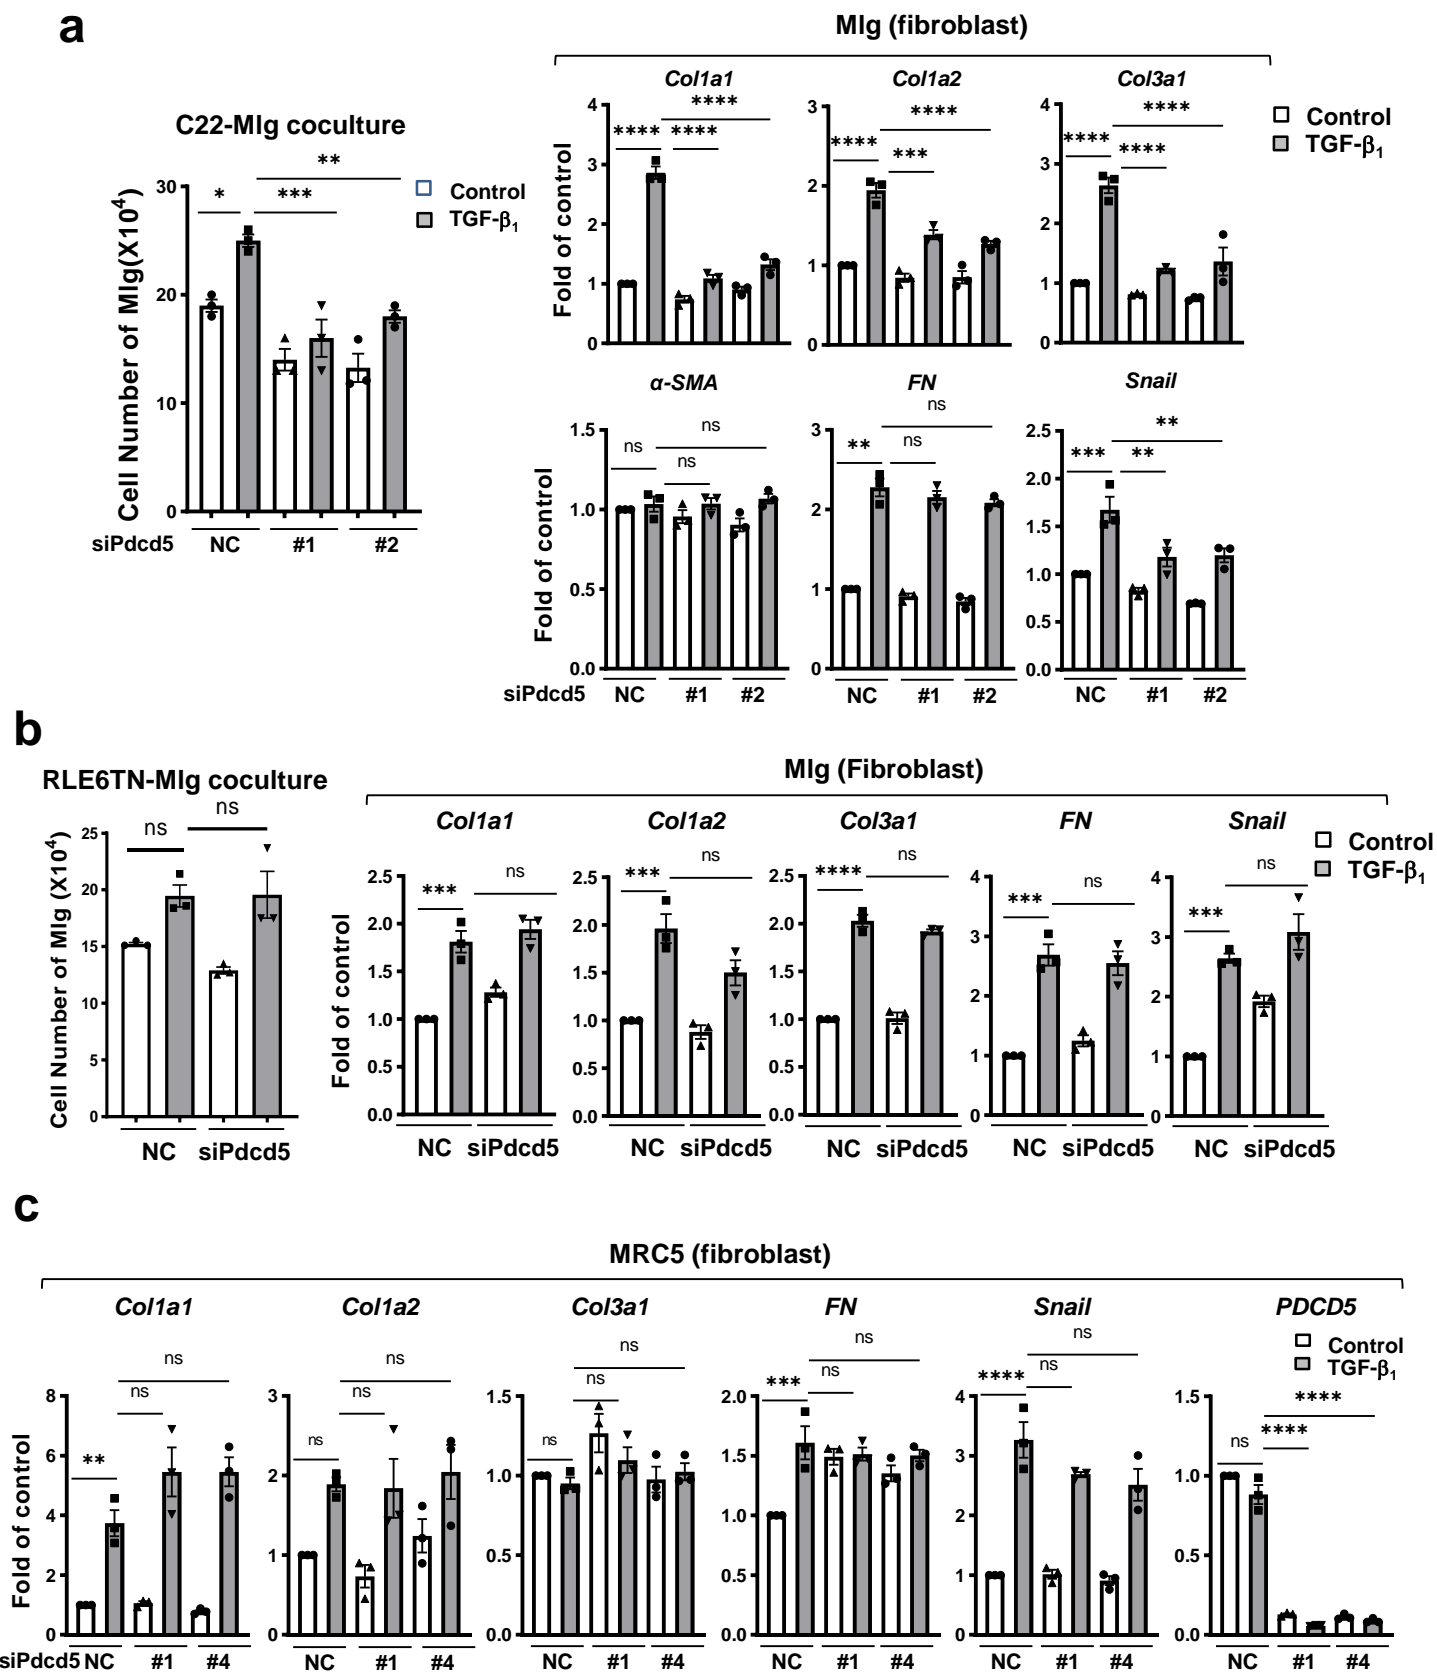

**Supplementary Fig. 12. PDCD5 promotes fibroblast activation in a club cell-specific manner.** **a** Transwells plated with C22 cells were transfected with Pdc5 siRNAs for 36 hours. Mlg mouse lung fibroblasts were plated on 24-well plate one day before TGF- $\beta_1$  treatment. Transwells were then transferred to the Mlg plates. After 24 hours TGF- $\beta_1$  (20 ng/ml) treatment, fibroblast cells were counted using an automated cell counter (left panel). Mlg fibroblast cells were cultured in C22 CM and levels of indicated genes were analyzed by quantitative RT-PCR. Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ),  $*p < 0.0237$ ;  $**p < 0.0055$ ;  $***p < 0.0007$ ;  $****p < 0.0001$ ; ns, not significant. **b** RLE-6TN cells plated on Transwells were transfected with Pdc5 siRNAs for 36 hours. Mlg cells were plated on 24-well plate one day before TGF- $\beta_1$  treatment. Transwells were then transferred to the Mlg plates. After 24 hours of TGF- $\beta_1$  treatment, Mlg fibroblast cells were counted using an automated cell counter (left panel). Mlg fibroblast cells were cultured in C22 CM and levels of indicated genes were analyzed by qRT-PCR. Error bars represent mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ),  $**p < 0.0069$ ;  $***p < 0.009$ ;  $****p < 0.0001$ ; ns, not significant. **c** MRC5 cells, human lung fibroblast cell line, were transfected with siPdc5 for 36 hours and treated with 20 ng/ml TGF- $\beta_1$  for 24 hours. The levels of indicated genes were analyzed by qRT-PCR. Error bars, mean  $\pm$  s.e.m. ( $n = 3/\text{group}$ ),  $*p = 0.0257$ ;  $**p < 0.0074$ ;  $***p < 0.0001$ ; ns, not significant. Statistical analysis was performed with one-way ANOVA with Tukey's post hoc test. Source data are provided in the Source Data file

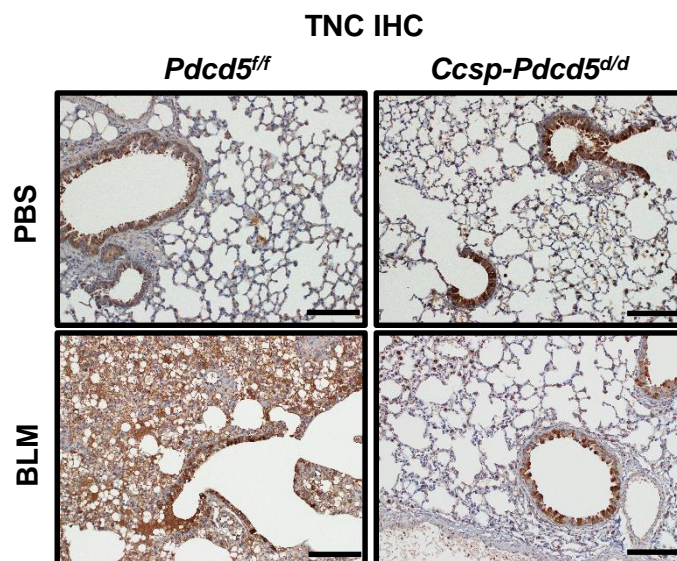

**Supplementary Fig. 13. Ablation of *Pdcd5* significantly diminishes secretion of TNC in the lung.** IHC with TNC antibody was performed in lung tissue from BLM-induced *Pdcd5<sup>f/f</sup>* and *Ccsp-Pdcd5<sup>d/d</sup>* mice. Scale bars = 100  $\mu$ m. Representative images for three mice from each group are shown.

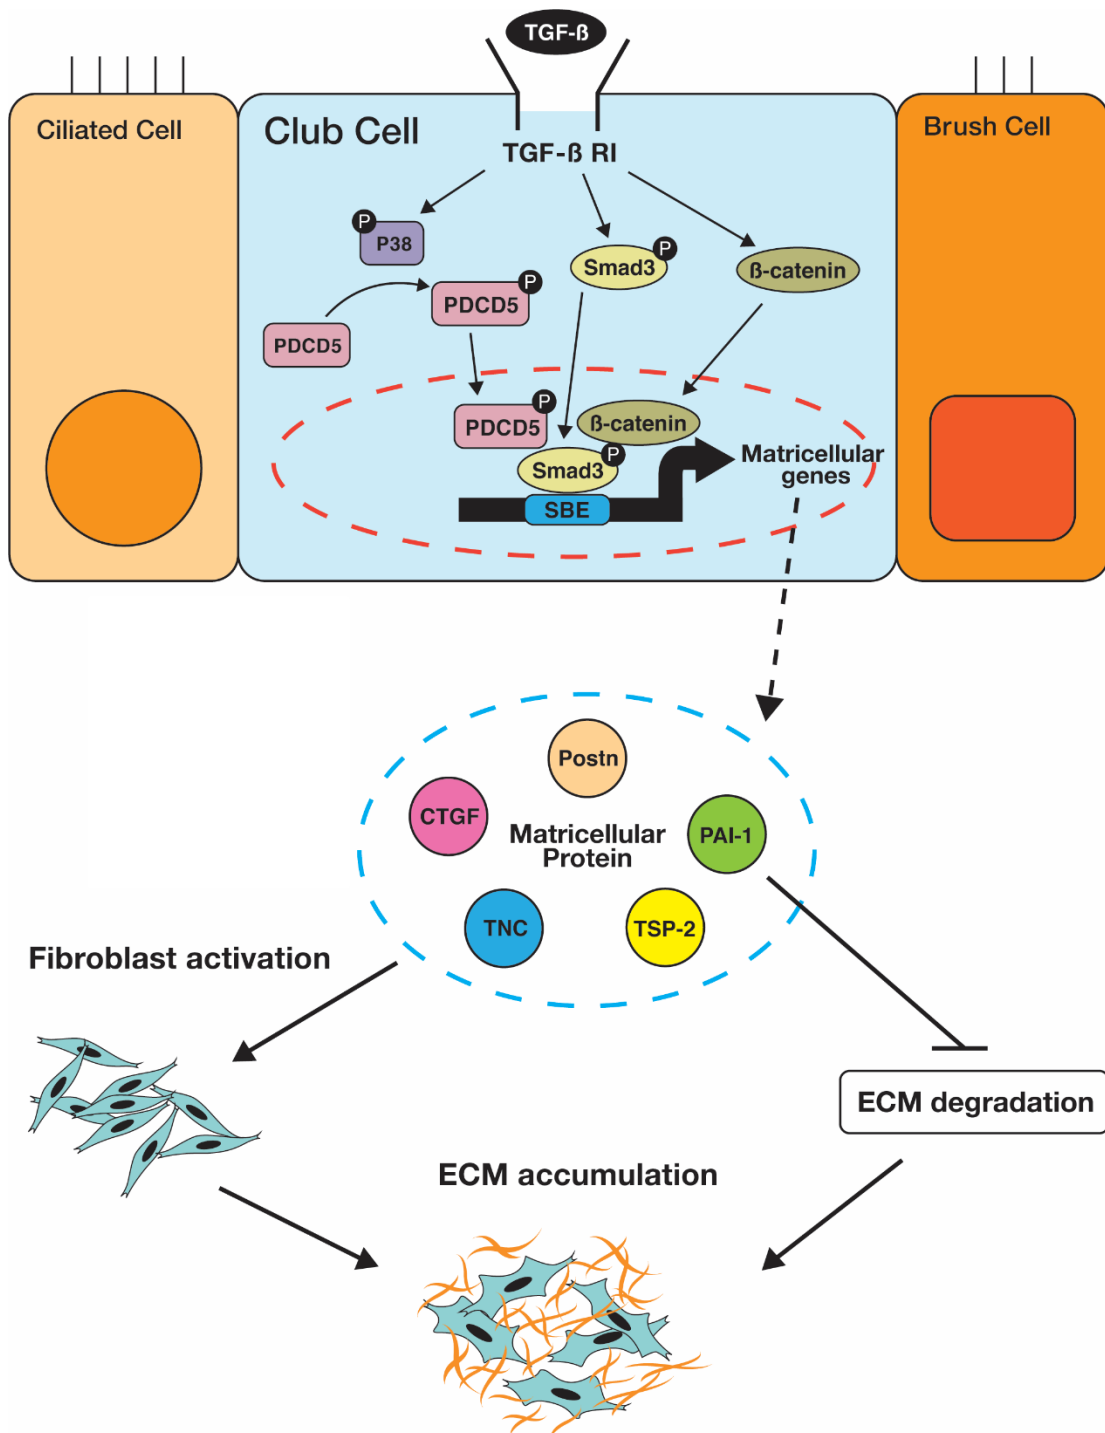

**Supplementary Fig. 14. Schematic model of study findings.** Upon TGF- $\beta_1$  stimuli, Ser-119 of PDCD5 is phosphorylated by p38 MAPK. Phosphorylated PDCD5 is translocated into the nucleus and interacts with the  $\beta$ -catenin/Smad3 complex to mediate transcriptional activation of matricellular genes in club cells. Secreted matricellular proteins from club cells activate fibroblasts, which leads to increased collagen accumulation.

# Supplementary material for: Club cell-specific role of programmed cell death 5 in pulmonary fibrosis
**Source:** Nat Commun. 2021 May 19;12:2923. doi: 10.1038/s41467-021-23277-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Imaging: ZEN software (Black edition, v3.0, Carl Zeiss)  
FACS sorting: BD FACSDiva software (v8, BD Biosciences)

Data analysis

ImageJ Fiji 1.52i and ZEN software (v3.0) were used for image data analysis.  
Prism Software (GraphPad v9) and R (v3.3.2) used to analyze the statistics.  
Bowtie 2 (v2.3.4.3), Bedtools (v2.26), Gene set enrichment analysis (GSEA, v4.0.1, Broad institute), Molecular Signatures Database (MSigDB v7.0), DAVID (v6.8, <http://david.abcc.ncifcr.gov/>) and R (v4.0.3) were used for RNA sequencing data analysis.  
Sorting data was analyzed using FlowJo software (v10, TreeStar Inc.).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data supporting the findings of this study are available within the paper and its supplementary information files. RNA-seq data (Fig. 3b) have been deposited in the NCBI Gene Expression Omnibus (GEO), Accession No.GSE143841.

Source data for figures shown in this study are available upon request if not available in Supplementary Data in the attached source data file. The source data underlying Figs.1b-d, f, g, 2b-e, 3a, c-e, g, 4b, d, f, 5a-c and Supplementary Figs 1b, 2a-d, 3a-b, 4e-f, 6-12 are provided as a Source data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to pre-select the sample size. The sample size was determined based on similar previous studies of our laboratory and on previous experiments using similar methodologies. Detailed sample size were described in the figure legends. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                             |
| Replication     | All experiments were performed with at least 3 replicates. All attempts at replication were successful.                                                                                                                                                              |
| Randomization   | For all animal experiments, aged-matched male mice were randomly allocated from the appropriate genotype.                                                                                                                                                            |
| Blinding        | Blinding was not possible as the same investigators performed experiments and analyzed the data                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Immunohistochemistry:

anti-PDCD5 (Proteintech, 12456-1-AP, various lots including 00065223, 1:100)  
 anti-CTGF (Abcam, ab6992, lot GR2047-102, 1:100),  
 anti-Periostin (Abcam, ab14041, lot GR3237481-7, 1:100)  
 anti-TNC (Abcam, ab108930, lot GR320921-7, 1:100)  
 normal rabbit IgG (Santacruz, sc2027, lot G2516, 1:100)

#### Immunofluorescence imaging:

anti-PDCD5 (R&D Systems, clone MAB7325, various lots including CGAK 0219021 ,1:100)  
 anti-p-PDCD5-Ser119 (manufactured from Ab frontier, 1:200)  
 anti-Flag (Sigma-Aldrich, F1804, clone AC15, lot 079M4799v, 1:500),  
 anti-CCSP (MerckMillipore, 07-623, clone 2982296, 1:100)  
 anti-CCSP (santacruz, sc9773, clone S-20, 1:100)  
 anti-pro-SP-C (Santacruz, sc-13979, clone FL-197, lot F2016, 1:100)  
 anti-PDPN (R&D Systems, AF3244, lot WUF 0319121, 1:100)  
 anti-Muc5AC (ThermoFisher, MA5-12178, 1:100)  
 anti-Foxj1 (ThermoFisher, 14-9965-82, 1:100)  
 anti-Scgb3a2 (R&D Systems, AF3545, 1:100),  
 anti-alpha-SMA (abcam, ab5694, lot GR3263275-15 1:200)  
 anti-Ki-67 (abcam, ab833, 1:200)  
 DyLight 488 anti-mouse IgG (Vectorlab, DI-2488, lot Z1030, 1:500)  
 DyLight 488 anti-rabbit IgG (Vectorlab, DI-1488, ZA0122, 1:500)

DyLight 549 anti-rabbit IgG (Vectorlab, DI-1549, lot W0914, 1:500)  
DyLight 549 anti-mouse IgG (Vectorlab, DI-2549, lot W0830, 1:500)

Immunoprecipitation, immunoblot, and ChIP assay:

anti-PDCD5 (R&D Systems, MAB7325, various lots including 00065223, 1:100 for IP, 1:1000 for IB, 2ug for ChIP)  
anti-p-PDCD5-Ser119 (manufactured from Ab frontier, 1:500 for IB)  
anti-CTGF (Abcam, ab6992, lot GR2047-102, 1:100 for IB)  
anti-Periostin (Abcam, ab14041, lot GR3237481-7, 1:1000 for IB)  
anti-TNC (Abcam, ab108930, lot GR320921-7, 1:1000 for IB)  
anti-TSP-2 (Abcam, ab84469, lot GR3353171-1, 1:1000 for IB)  
anti-Smad2 (Cell Signaling, 5339, clone D43B4, 1:1000 for IB)  
anti-Smad3 (Cell Signaling, 9513, lot 2, 1:100 for IP, 1:1000 for IB),  
anti-p-Smad2 (Cell Signaling, 3101, clone 138D4, 1:1000 for IB),  
anti-p-Smad3 (Cell Signaling, 9520, clone C25A9, 1:100 for IP, 1:1000 for IB, 1ug for ChIP),  
Lamin A/C (Cell Signaling, 4777, clone 4C11, 1:2000 for IB)  
anti-Flag (Sigma-Aldrich, F1804, clone AC15, lot 079M4799v, 1:5000 for IB)  
anti-HA (Santacruz, sc-805, clone Y-11, lot K2015, 1:200 for IP)  
anti-GAPDH (Santa Cruz, sc-32233, 1:1000 for IB),  
anti-β-catenin (BD Biosciences, 610153, 1:100 for IP, 1:1000 for IB, 1ug for ChIP),  
anti-β-actin (Sigma-Aldrich, A5441, 1:5000 for IB),  
anti-p-p38 (Cell signaling, 4511, clone D3F9, 1:1000 for IB)  
anti-p38 (Cell signaling, 8690, clone D13E1, 1:1000 for IB)

Primary lung cell sorting:

Alexa488 anti-CCSP (MerckMillipore, 07-623, 1:100),  
FITC anti-CD74 (BD Biosciences, 555318, clone In-1, 1:100),  
APC anti-EpCAM (ThermoFisher, 17-5791-82, clone G8.8, 1:100),  
Rat IgG2a K Isotype control FITC (eBioscience, 11-4321, 1:100),  
Rat IgG2a K Isotype Control APC (eBioscience, 17-4321, 1:100)

## Validation

All antibodies are commercially available and validated by the manufacturer, except phospho-PDCD5 ser119 antibody.

Validation statements are available from manufacturer's website

anti-PDCD5 (<https://www.ptglab.com/products/PDCD5-Antibody-12456-1-AP.htm>)  
anti-CTGF (<https://www.abcam.com/ctgf-antibody-ab6992.html>)  
anti-Periostin (<https://www.abcam.com/periostin-antibody-ab14041.html>)  
anti-TNC (<https://www.abcam.com/tenascin-c-antibody-epr4219-ab108930.html>)  
normal rabbit IgG (<https://www.scbt.com/ko/p/normal-mouse-igg>)  
anti-PDCD5 ([https://www.rndsystems.com/products/human-mouse-rat-pdcd5-antibody-728906\\_mab7325](https://www.rndsystems.com/products/human-mouse-rat-pdcd5-antibody-728906_mab7325))  
anti-Flag (<https://www.sigmaaldrich.com/catalog/product/sigma/f1804?lang=ko&region=KR>),  
anti-CCSP ([https://www.merckmillipore.com/KR/ko/product/Anti-Clara-Cell-Secretory-Protein-Antibody,MM\\_NF-07-623](https://www.merckmillipore.com/KR/ko/product/Anti-Clara-Cell-Secretory-Protein-Antibody,MM_NF-07-623))  
anti-CCSP (<https://www.scbt.com/ko/p/cc10-antibody-s-20>)  
anti-pro-SP-C (<https://www.scbt.com/p/sp-c-antibody-fl-197?requestFrom=search>)  
anti-PDPN ([https://www.rndsystems.com/products/mouse-podoplanin-antibody\\_af3244](https://www.rndsystems.com/products/mouse-podoplanin-antibody_af3244))  
anti-Muc5AC (<https://www.thermofisher.com/antibody/product/MUC5AC-Antibody-clone-45M1-Monoclonal/MA5-12178>)  
anti-Foxj1 (<https://www.thermofisher.com/antibody/product/FOXJ1-Antibody-clone-2A5-Monoclonal/14-9965-82>)  
anti-Scgb3a2 ([https://www.rndsystems.com/products/human-ugrp1-scgb3a2-antibody\\_af3545](https://www.rndsystems.com/products/human-ugrp1-scgb3a2-antibody_af3545)),  
anti-alpha-SMA (<https://www.abcam.com/alpha-smooth-muscle-actin-antibody-ab5694.html>)  
anti-Ki-67 (<https://www.abcam.com/ki67-antibody-ab833.html>)  
DyLight 488 anti-mouse IgG (<https://vectorlabs.com/dylight-488-horse-anti-mouse-igg-antibody.html>)  
DyLight 488 anti-rabbit IgG (<https://vectorlabs.com/dylight-488-goat-anti-rabbit-igg-antibody.html>)  
DyLight 549 anti-rabbit IgG (<https://vectorlabs.com/dylight-549-goat-anti-rabbit-igg-antibody.html>)  
DyLight 549 anti-mouse IgG (<https://vectorlabs.com/dylight-549-horse-anti-mouse-igg-antibody.html>)  
anti-PDCD5 ([https://www.rndsystems.com/products/human-mouse-rat-pdcd5-antibody-728906\\_mab7325](https://www.rndsystems.com/products/human-mouse-rat-pdcd5-antibody-728906_mab7325))  
anti-CTGF (<https://www.abcam.com/ctgf-antibody-ab6992.html>)  
anti-Periostin (<https://www.abcam.com/periostin-antibody-ab14041.html>)  
anti-TNC (<https://www.abcam.com/tenascin-c-antibody-epr4219-ab108930.html>)  
anti-TSP-2 (<https://www.abcam.com/thrombospondin-2-antibody-ab84469.html>)  
anti-Smad2 (<https://www.cellsignal.com/products/primary-antibodies/smad2-d43b4-xp-rabbit-mab/5339>)  
anti-Smad3 (<https://www.cellsignal.com/products/primary-antibodies/smad3-antibody/9513>),  
anti-p-Smad2 (<https://www.cellsignal.com/products/primary-antibodies/phospho-smad2-ser465-467-antibody/3101>),  
anti-p-Smad3 (<https://www.cellsignal.com/products/primary-antibodies/phospho-smad3-ser423-425-c25a9-rabbit-mab/9520>),  
Lamin A/C (<https://www.cellsignal.com/products/primary-antibodies/lamin-a-c-4c11-mouse-mab/4777>)  
anti-Flag (<https://www.sigmaaldrich.com/catalog/product/sigma/f1804?lang=ko&region=KR>)  
anti-HA (<https://www.scbt.com/ko/p/ha-probe-antibody-y-11>)

anti-GAPDH (<https://www.scbt.com/ko/p/gapdh-antibody-6c5?requestFrom=search>),  
 anti- $\beta$ -catenin (<https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/human/purified-mouse-anti-catenin-14beta-catenin/p/610153>),  
 anti- $\beta$ -actin (<https://www.sigmaaldrich.com/catalog/product/sigma/a5441?lang=ko&region=KR>),  
 anti-p-p38 (<https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-d3f9-xp-rabbit-mab/4511>)  
 anti-p38 (<https://www.cellsignal.com/products/primary-antibodies/p38-mapk-d13e1-xp-rabbit-mab/8690>)  
 Alexa488 anti-CCSP ([https://www.merckmillipore.com/KR/ko/product/Anti-Clara-Cell-Secretory-Protein-Antibody,MM\\_NF-07-623](https://www.merckmillipore.com/KR/ko/product/Anti-Clara-Cell-Secretory-Protein-Antibody,MM_NF-07-623)),  
 FITC anti-CD74 (<https://www.bdbiosciences.com/eu/applications/research/intracellular-flow/intracellular-antibodies-and-isotype-controls/anti-mouse-antibodies/fic-rat-anti-mouse-cd74-in-1/p/555318>),  
 APC anti-EpCAM (<https://www.thermofisher.com/antibody/product/CD326-EpCAM-Antibody-clone-G8-8-Monoclonal/17-5791-82>),  
 Rat IgG2a K Isotype control FITC (<https://www.thermofisher.com/antibody/product/Rat-IgG2a-kappa-clone-eBR2a-Isotype-Control/11-4321-80>),  
 Rat IgG2a K Isotype Control APC (<https://www.thermofisher.com/antibody/product/Rat-IgG2a-kappa-clone-eBR2a-Isotype-Control/17-4321-81>)

Anti-phospho-PDCD5 ser-119 antibody was validated by western blot using PDCD5 S119A mutant construct (Nat commun. 2015 Jun 16;6:7390, Supplementary Fig.10b).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | C22 cell line was purchased from Sigma-aldrich, and primary mouse fibroblast were purchased from Cell Biologics (Chicago, IL, USA). RLE-6TN cell line were presented by Prof. Sang Myun Park in Ajou University, Korea (purchased from ATCC, Exp Mol Med. 2012 31;44(5):319-29). Mlg and MRC5 cell line were obtained from Korean cell line bank (Seoul, Korea). |
| Authentication                                                    | None of these cell lines were authenticated by us, but displayed expected morphology.                                                                                                                                                                                                                                                                            |
| Mycoplasma contamination                                          | Cells were tested for mycoplasma contamination and were negative.                                                                                                                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | There is no commonly misidentified cell lines were used in the study.                                                                                                                                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male wildtype C57/BL6, Pdc5f1/fl X Scgb1a1CreER, Pdc5f1/fl X SftpcCreER, TGF-beta1 transgenic, ROSAmTmG reporter mice (mean age 8 weeks).               |
| Wild animals            | The study did not involve wild animals.                                                                                                                 |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                             |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committee of Yonsei University College of Medicine (IACUC no. 2015-0047). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Patient clinical characteristics are summarized in the Table S1.                                                                                                                                               |
| Recruitment                | All patient and control materials were obtained from the tissue bank at Severance Hospital (Seoul, Korea). Written informed consent was obtained from all subjects. There was no self-selection bias involved. |
| Ethics oversight           | This study was approved by the institutional review board of Severance Hospital (protocol no. 4-2016-0453). Informed consent was obtained from all the patients.                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                                                                                                                          |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Mouse lungs were dissociated using a mouse lung dissociation kit (Miltenyi Biotec, #130-095-927) with gentleMACSTM Dissociator (Miltenyi Biotec). After removing red blood cells by lysis buffer (Miltenyi Biotec), dissociated lung cells were stained with antibodies described above. |
| Instrument                | BD FACSAriaTM III cell sorter (BD Biosciences)                                                                                                                                                                                                                                           |
| Software                  | FlowJo software V10 (TreeStar Inc.)                                                                                                                                                                                                                                                      |
| Cell population abundance | Mouse lung club cell (CCSP+EpCAM+) and AT2 cell (CD74+EpCAM+) were sorted based on the gating strategy.                                                                                                                                                                                  |
| Gating strategy           | Club cells: FSC-A/SSC-A -> SSC-W/SSC-H (sigle cell) -> FSC-W/FSC-H (single cell)-> CCSP+EpCAM+<br>AT2 cells: FSC-A/SSC-A-> SSC-W/SSC-H (sigle cell) -> FSC-W/FSC-H (single cell)-> sigle cell -> CD74+EpCAM+                                                                             |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

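RNA from C22 cells, a mouse club cell line, was measured by QuantSeq 3′ mRNA-seq in 12 libraries, 3 for each of NC, NC + TGF-β1, siPdcd5 and siPdcd5 + TGF-β1. The condition of each library was taken from its label. The authors sequenced single-end reads, aligned them with Bowtie2 and counted unique and multiple alignments per gene with Bedtools, and they deposited these counts as whole numbers per gene symbol. Their paper names quantile normalization in edgeR as the next step, which the deposited counts do not include. The 12 tables share 23282 gene symbols in the same order, of which 44 repeat one of 35 symbols and were kept as separate genes, and 5134 hold no count in any library.

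All values were computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and sva 3.50.0. Genes were kept by edgeR's default filter over the 12 libraries, which left 12425 genes, libraries were scaled by TMM, and a model with the 4 groups was fitted with edgeR's quasi-likelihood functions, with a square root of the common dispersion of 0.132. Each comparison was a contrast of this model, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. CPM values use the TMM-scaled library sizes, and standard errors of log2 fold changes come from the same fit. For log2 CPM a prior count of 2 was used. The paper's section on statistics gives a p threshold of 0.05 and tests for 2 or more groups in general, without naming the RNA-seq data.

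For GSEA, genes were ranked by signal-to-noise of log2 CPM within the 6 libraries compared, with each SD set to at least 0.2 of the absolute mean, and 10000 gene permutations were drawn with the seed 20210519. Camera used a preset inter-gene correlation of 0.01, which was not estimated from these data. The written design left open whether the filter of the gene set test covers the 12 libraries or the 6 compared. The NES values with the 6-library filter were seen before the 12-library filter was kept, so that the same genes are used as in the other tests. The list of 174 ECM genes, the comparisons, the alternatives and the rule for the genes named in the text were fixed before the data were examined. That rule takes every gene the paper names for these cells, the 10 ECM genes with the largest log2 fold changes after TGF-β1, and, after TGF-β1 in NC cells and after knockdown in TGF-β1-treated cells, the 3 genes with the largest rises and the 3 with the largest falls among those past the threshold with a mean log2 CPM of at least 3 and no overlap between the groups. Genes named outside this rule were chosen after their values were seen. One gene under this rule, and the counts over gene lists that need it, are not reported here. The adjustment over 4 matricellular genes was set after their values were seen.

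The libraries carry replicate numbers 1 to 3 in each group in their labels, which is where the pairing comes from, and neither the labels nor the paper say whether same-numbered libraries were cultured together. The numbers were used as a block only as an alternative. The other alternatives were upper-quartile factors, quantile normalization with limma-trend, DESeq2's Wald test with its size factors, no filter on low counts, at least 10 counts in every library, only the 6 libraries compared, a minimum absolute log2 fold change of 1, each library left out in turn, and for the gene set tests other rankings and gene lists. For the Reactome set, 262 of 265 gene identifiers matched a symbol of the files and 143 genes were tested. Adding 1 surrogate variable from sva as a covariate, and the 6-library filter of the gene set tests, were chosen after seeing the data.

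Total counts ranged from 12809857 to 17714828 per library, and a level of 3 counts, taken as the smallest that a library can show, corresponds to 0.169 to 0.234 CPM. The reads carry no molecular identifiers, so this floor covers counting error only. Rn45s took 3.95% to 6.49% and Malat1 1.62% to 2.90% of the counts of a library. Read counts of genes with copies elsewhere in the genome, or overlapping another gene, are uncertain because multiple alignments were counted and the use of strand is not stated.

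The test was tested on simulated counts drawn with the means, library sizes and dispersions of these libraries and 200 changed genes among those above 1 CPM. Between 2 groups, 37.5% of genes changed 1.5-fold, 83.5% of genes changed 2-fold and 99.0% of genes changed 4-fold were found, and 0 genes were called when none was changed. Of the genes called, 7 of 82, 14 of 181 and 13 of 211 were not among those changed, more than the 5% aimed at. For the interaction the shares found were 0, 59.5% and 93.5%, and 6 of 125 and 13 of 200 genes called for 2-fold and 4-fold were not among those changed. A simulated set of 93 genes lowered 1.3-fold gave an NES of −2.37 and an unchanged set one of 0.951.

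Gene positions come from the GENCODE annotation of GRCm38, to which 99.0% of the tested genes were matched by symbol, and 93.9% of tested genes had a 3′ UTR there for the test of siRNA seed sites. The values of Fig. 3b and Supplementary Fig. 9b were read by eye. The rule that an NES read from Fig. 3b differs only beyond its last digit read, and the list of qRT-PCR values without TGF-β1 to compare, were set after the values were known. For genes at or under 3 counts in every library of a group, a fold change is given as a lower bound or not at all. The qRT-PCR, immunoblot and mouse data of the paper have no sequencing files and were not analysed here.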

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

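Of the tests in this part, the comparison of the same genes with and without TGF-β1 and the count of seed sites among the largest changes were chosen only after the result was seen. No test for single outlying libraries was made in groups of 3, but each library was left out in turn. Without NC + TGF-β1 replicate 2 the 1906 genes after TGF-β1 became 2554 and the 192 genes after knockdown in TGF-β1-treated cells became 322.

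For Pdcd5 knockdown without TGF-β1 the paper gives qRT-PCR values, and its Fig. 3b does not show this comparison. There 427 genes passed an adjusted p of 0.05 (112 higher, 315 lower; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all 427 without overlap between the 3 siPdcd5 and 3 NC libraries. With 3 libraries against 3, the real split was compared with the 3 other splits that also part every same-numbered pair, and 1 of these 4 splits, the real one, gave as many genes. In the 6 splits that part 1 such pair, 0 genes were called. The smallest share that 4 splits allow is 1 of 4, so this share by itself cannot speak against chance. The other splits also mix the groups, which raises the spread within each side, so finding 0 genes in them says little. Library size was tested by thinning every library to 12809857 counts, which left 408 genes. Without Rn45s and Malat1 there were 450. TMM scaling already allows for library size and for a few dominant genes, so both checks could change the number little. The totals of the siPdcd5 libraries (12809857, 17714828 and 15194145) lie on both sides of those of NC (12925001 to 13246891). Their shares of Rn45s (5.12%, 6.49% and 5.24%) also lie on both sides of those of NC (5.85% to 5.93%). All 427 genes nevertheless parted the groups, and upper-quartile factors kept 418 of them. These values argue against both explanations for these 427 genes. Off-target silencing through the 7-base seed of the siRNA was tested on the 3′ UTRs of 11667 genes. Of the other 7-mers of the same base composition, 16.5% had a lower shift than the seed site of siPdcd5 #1, 12.9% than that of siPdcd5 #2 and 85.6% than that of siPdcd5 #4, where under 5% was set as the mark of seed-driven falls. For the negative control siRNA, whose targets would be higher after knockdown, 89.5% had a lower shift, where over 95% was the mark. None of the 4 reached its mark. The listed antisense strand of siPdcd5 #2 lacks a base against its sense strand, and the sense strand of #4 matches Pdcd5 only in part. The seed sites of #2 and #4 are uncertain for that reason. The seed site was also counted in the 3′ UTRs of the 50 largest falls past the threshold, where it was in 4 for siPdcd5 #1, 14 for #2 and 14 for #4, or 0.579, 1.78 and 1.75 times its share among all genes. Of the other 7-mers, 7.40%, 68.4% and 68.3% had a lower ratio. For the negative control siRNA it was in 8 of the 50 largest rises (2.09 times), and 90.1% of the other 7-mers had a lower ratio. Over 95% was set as the mark and under 75% as speaking against it, so a seed effect of the negative control siRNA cannot be excluded by this count. In TGF-β1-treated cells the site of #2 was in 16 of 50 falls (2.03 times, 87.1% of other 7-mers lower). The paper's text does not say which siRNA was used for RNA-seq, and effects other than through 3′ UTR seed sites were not tested. Of the 192 genes called in TGF-β1-treated cells, 191 (99.5%) changed in the same direction without TGF-β1, in separate libraries. This may reflect an effect of the knockdown, or of the transfected siRNA, that does not need TGF-β1. An effect of losing PDCD5 was not told apart from an unintended effect of the siRNA.

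The ECM list moved down as a whole in siPdcd5 against NC cells, with an NES of −1.64, a comparison that Fig. 3b does not show. Of the 4 splits that part every same-numbered pair, 2 gave an NES as large in absolute value, the other reaching 1.67, while the 6 splits that part 1 pair reached 1.56. With the Reactome set the NES was −1.06. The split test on this NES does not set the real split apart. The other splits mix the groups and keep part of any difference between them, so the test cannot decide either way. Other values point to a fall. The NES ranked by the signed root of F was −2.67, and 26 ECM genes were lower and 2 higher past the threshold. The camera test gave p = 5.0e-16 with a preset correlation between genes that was not estimated from these data.

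In knockdown cells, a comparison that Fig. 3b does not show, TGF-β1 changed 2002 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1996 of them without overlap between the 3 libraries of each group. 1 of the 4 splits that part every same-numbered pair, the real one, gave as many, and 0 genes were called in the other 6. Splits other than the real one mix the groups, which raises the spread within each side, so these counts cannot speak against chance. No other explanation was tested for the 2002 genes. TGF-β1 was given in the same dose and for the same time as in NC cells, and 1316 of the genes were called in NC cells too, so a response to TGF-β1 in knockdown cells may explain the pattern.

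Of the 192 genes changed by knockdown in TGF-β1-treated cells, 172 lie outside the ECM list, a signal in genes that the paper's description of these data does not cover. All of the 192 genes parted the 3 libraries of each group, and 1 of the 4 comparable splits, the real one, gave as many genes. Because the other splits mix the groups and so raise the spread within each side, this share cannot speak against chance. The number of genes called depends on the processing: it was 44 in all for the 6 libraries alone and 459 with DESeq2's Wald test. Which of the changes follow from the loss of PDCD5 was not tested.

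The change of Fn1 after knockdown differed in sign between cells with and without TGF-β1, being 0.09 with TGF-β1 and −0.26 without, with no overlap between the 3 libraries of each group in either comparison. The interaction was 0.34 (unadjusted p = 0.0222, adjusted p = 0.951, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the difference did not pass the correction. Fn1 overlaps Apol7d on the other strand, and whether reads were shared between them was not tested.

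Aspn showed the opposite pattern, with −0.91 with TGF-β1 and 0.71 without, again with no overlap between the 3 libraries of each group. Its interaction was −1.62 (unadjusted p = 0.00154, adjusted p = 0.736, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the correction either. Counts were 12 to 94 per library, and Aspn overlaps Cenpp on the other strand. Across all genes, 638 had an unadjusted interaction p under 0.05, and 36 of 100 splits of the libraries within each treatment, the real one included, gave as many, with a median of 446 and a highest count of 2538. An adjusted p under 0.05 was reached by any gene in 5 of the 100 splits. The knockdown labels were redrawn separately within each treatment, so in some splits the knockdown effect itself enters as an interaction. For that reason these splits cannot tell whether 638 is more than chance gives. Fn1 and Aspn themselves were not looked at in these splits.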

How the results depend on the processing

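No tests of explanations are in this part. Adding 1 surrogate variable and the 6-library filter of the gene set test were chosen after seeing the data.

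The 10 summary results were computed under 156 alternative settings in all, and 125 of these values kept their direction and side of the threshold or stayed within 1.5 times the count. For each of the others the cause was not tested. The count after TGF-β1 in NC cells, 1906, was 582 with a minimum absolute log2 fold change of 1 and 3571 with the surrogate variable, and that in knockdown cells, 2002, was 538 and 3576 (1785 higher and 1791 lower). In fits that each left out one replicate they were 1391 to 2554 and 1371 to 1737. The count after knockdown in TGF-β1-treated cells, 192, was 459 with DESeq2's Wald test, 107 with the replicate block, 44 with only the 6 samples compared, 52 with the minimum fold change, 1169 with the surrogate variable, and 73 to 322 when leaving out one replicate each. Quantile normalization gave 51 higher and 110 lower genes there, against 41 and 151. Without TGF-β1, the 427 genes were 714 with DESeq2, 118 with the minimum fold change, 1603 with the surrogate variable and 167 to 324 when leaving out one replicate each. The interaction, with 0 genes and 638 at an unadjusted p under 0.05, had 15 genes with DESeq2, 23 with the surrogate variable (11 in common) and 0 to 2 when leaving out one replicate each, and neither Postn, Ctgf, Thbs2 nor Tnc was among them. From the ECM list, Wisp2 passed with DESeq2 (1.09 on the log2 scale) and Col1a2 with the surrogate variable (−0.88).

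The NES of the ECM list after TGF-β1, 1.75, was 1.55 to 1.68 when leaving out one replicate each and 1.76 with the 6-library filter. After knockdown in TGF-β1-treated cells, −1.48, it was −1.12 with the Reactome set, −1.34 for the list without the matricellular genes that the paper names, −1.53 with the 6-library filter, and −1.51 to −1.22 when leaving out one replicate each, with permutation p values of 0.00836 to 0.145. Without TGF-β1, −1.64, it was −1.06 with the Reactome set and −1.48 with the 6-library filter. In all these settings the direction was kept.

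For the named genes, 955 alternative values of 69 results were computed, of which 880 kept direction and side of the threshold, 22 newly passed it, 19 no longer passed it and 34 changed sign. The 34 belong to 14 results, none of which passed the threshold in the setting that reversed it (lowest adjusted p 0.472, from edgeR's quasi-likelihood test or the setting's own test, with Benjamini-Hochberg adjustment). When leaving out one replicate each, the log2 fold change after TGF-β1 ranged from −0.046 to 0.051 for Pdcd5, −0.15 to 0.018 for Smad2, −0.048 to 0.17 for Ctnnb1, −0.21 to 0.040 for Mapk14, −0.054 to 0.085 for Csnk2a1 and −0.050 to 0.12 for Slit2. After knockdown in TGF-β1-treated cells it ranged from −0.12 to 0.049 for Smad2, −0.17 to 0.085 for Mapk14, −0.12 to 0.013 for Csnk2a1, −0.57 to 0.11 for Snai1, −0.19 to 0.25 for Id3 and −0.21 to 0.22 for Atoh8, and without TGF-β1 from −0.34 to 0.085 for Postn and −0.43 to 0.17 for Thbs2. After TGF-β1, quantile normalization gave −0.054 for Ctnnb1 and −0.049 for Csnk2a1, and Csnk2a1 was −0.032 with upper-quartile factors, −0.013 without a filter, −0.0020 with at least 10 counts and −0.0021 with only the 6 samples compared. After knockdown with TGF-β1, the surrogate variable gave 0.076 for Id3 and −0.042 for Atoh8, and Atoh8 was −0.00085 with DESeq2 and −0.0013 with at least 10 counts. The cause was not tested.

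The depth limits Thbs2, with 3 to 30 counts per library, Dpt and Col11a1, whose fold changes against groups at or under 3 counts are lower bounds. Thbs2 is removed by a minimum of 10 counts in every sample, so that setting gives no value for it. The alternatives planned for normalized values (another pseudocount, no filter on low values) were not run because the files hold counts.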

Differences from the paper's values

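Folds relative to NC from the counts were set beside the qRT-PCR values of Supplementary Fig. 9b, and the NES beside those of Fig. 3b. The paper scaled its qRT-PCR values to Tuba1b, whereas the folds here come from CPM. Tuba1b had 779 ± 15.9 CPM in NC and 697 ± 100 CPM in NC + TGF-β1 (mean and SD, n = 3). It had 1021 ± 222 CPM in siPdcd5 and 1037 ± 14.9 CPM in siPdcd5 + TGF-β1. Folds relative to Tuba1b were not computed. Tuba1b was higher in both knockdown groups than in NC, so scaling to it would lower the folds there. In siPdcd5 + TGF-β1 cells its rise, from 779 to 1037 CPM, is proportionally smaller than the gaps below for Postn and Tnc. This rise cannot account for all of those gaps in these libraries. For the other gaps, what part comes from this difference in unit is open. Of 15 qRT-PCR values, 9 did not differ by more than the replicate SD and 1.5 times. The qRT-PCR values without TGF-β1 were listed after the values were known. The NES here are for the ECM list, which stands in for the paper's GO set, whose name its text does not give. Close values from different gene sets do not show that the paper's result was reproduced. The direction of the comparison labels in Fig. 3b could not be settled, so the signs there are uncertain. False discovery rates shown in Fig. 3b were not compared. The NES in the main setting, 1.75 and −1.48, lay within 0.05 of about 1.7 and about −1.5 in Fig. 3b, read by eye. This tolerance was set after the values were known. Of 16 other settings for the NES after TGF-β1 (1.55 to 2.30), 4 lay within it: the Reactome set, the list without regulators, quantile normalization and leaving out NC replicate 1. Of 16 for the NES after knockdown (−2.52 to −1.12), 6 did: the list without regulators, quantile normalization, no filter on low counts, leaving out NC + TGF-β1 replicate 1, leaving out siPdcd5 + TGF-β1 replicate 1, and the 6-library filter, which was chosen after seeing the values.

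Thbs2 in NC + TGF-β1 was 5.61-fold NC, against the paper's about 2.6 in Supplementary Fig. 9b, read by eye, and none of the alternatives set before the data were examined closed the gap (4.16 to 6.39, leaving out each library in turn included, as for the ranges that follow). In siPdcd5 + TGF-β1 cells, Postn was 14.3-fold NC against the paper's about 4.7 in Supplementary Fig. 9b, read by eye (13.7 to 15.1 under the alternatives, none of which closed the gap). Tnc was 1.18-fold against the paper's about 0.32 in Supplementary Fig. 9b, read by eye (1.11 to 1.24, none closing the gap). Thbs2 was 1.81-fold against the paper's about 0.37 in Supplementary Fig. 9b, read by eye. It was 1.43 with quantile normalization, 1.60 without NC replicate 2 and 1.06 without siPdcd5 + TGF-β1 replicate 1, where the difference is within the replicate SD of 1.34, and the other alternatives that give a value (1.75 to 2.29) did not close the gap. In siPdcd5 cells without TGF-β1, Thbs2 was 0.918-fold NC against the paper's about 0.30 in Supplementary Fig. 9b, read by eye (0.744 to 1.13 under the alternatives, none closing the gap), and Postn was 0.954-fold against the paper's about 0.60 in Supplementary Fig. 9b, read by eye. Without siPdcd5 replicate 2 Postn was 0.789-fold, where the difference is within the replicate SD of 0.269, and the other alternatives (0.928 to 1.06) did not close the gap. A minimum of 10 counts in every sample removes Thbs2 and gives no value for it.

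The paper places Tnc among the 10 leading ECM genes, whereas it ranked 26 of 93 here, and no setting placed it among the first 10. With genes ranked by p value, Postn was number 2, Tnc 16, Ctgf 28 and Thbs2 38, so Ctgf and Thbs2 were not among the first 10 in that ranking either. The paper also describes Ctgf and Thbs2 among the genes significantly lower after knockdown in TGF-β1-treated cells. Ctgf (log2 fold change −0.95, adjusted p = 0.235) and Thbs2 (−1.63, adjusted p = 0.114) did not pass an adjusted p of 0.05 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their unadjusted p values from the same edgeR test were 0.0187 and 0.00378, under the general p threshold of 0.05 that the paper gives. The paper also reports qRT-PCR for these genes. Ctgf and Thbs2 both passed when the adjustment covered Postn, Ctgf, Thbs2 and Tnc alone, and both passed with 1 surrogate variable as a covariate, 2 settings chosen after seeing the values. Over all settings the adjusted p ranged from 0.00652 to 0.588 for Ctgf and from 0.0346 to 0.376 for Thbs2.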

Other observations

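None of the tests in this part was chosen only after the result was seen.

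For the comparisons that the paper reports, other splits of the libraries were counted as well. The 1906 genes after TGF-β1 in NC cells and the 192 genes after knockdown in TGF-β1-treated cells were each reached by 1 of the 4 splits that part every same-numbered pair, the real one, and 0 genes were called in the 6 splits that part 1 pair. For the ECM list, the NES of 1.75 after TGF-β1 was reached by 1 of the 4 splits (the others up to 1.51) and by 1 of the 6 that part 1 pair (1.77). The NES of −1.48 after knockdown in TGF-β1-treated cells was reached in absolute value by 1 of the 4 (the others up to 1.37) and by 0 of the 6 (up to 1.45). The smallest share that 4 splits allow is 1 of 4, so these shares by themselves cannot speak against chance. All splits but the real one mix the groups. They keep part of any difference and raise the spread within each side, so they are no clean comparison.

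The lower level of TGF-β1-raised ECM genes after knockdown could arise because the same NC + TGF-β1 libraries choose the genes and enter the knockdown comparison. With the genes chosen by 1 NC + TGF-β1 library and the knockdown measured with the other libraries, the median log2 change of the 47 genes chosen was −0.28, −0.30 and −0.17. It stayed below 0 in each case, so the shared libraries do not account for it.

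A pair of libraries, NC + TGF-β1 replicate 2 and siPdcd5 replicate 1, deviated from their group means in the same genes (Pearson r 0.487 across genes, which are not independent replicates). The pair shares neither the siRNA nor the treatment. Library size was tested by thinning (r 0.487), and a few genes taking most of the counts by leaving out Rn45s and Malat1 (r 0.487). Thinning hardly changes this pair, because siPdcd5 replicate 1 is the smallest library, and leaving out so few genes hardly changes a correlation across genes, so neither explanation is excluded. Across genes the shared deviation had a Spearman rho of 0.00831 with transcript length, below the 0.1 set as no relation, and of −0.18 with GC content, between 0.1 and the 0.3 set as a relation. GC content remains a possible explanation in part. No batch is given in the labels or the paper, and the design gives no biological explanation to test. The surrogate variable, −0.59 and −0.52 in this pair and between −0.15 and 0.38 in the other libraries, follows the same pattern.

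Tuba1b, the reference gene of the paper's qRT-PCR, had a log2 fold change of 0.57 after knockdown in TGF-β1-treated cells (standard error 0.13, adjusted p = 0.0503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 3 knockdown libraries above every NC + TGF-β1 library, adjusted p from 6.3e-06 to 0.181 over the alternatives). After thinning it was 0.58, but the fold change is scaled to library size with or without thinning, so this says little about library size. The summed counts of Tuba1a, Tuba1b and Tuba1c rose by 0.39, under the 0.4 set as a mark that reads shared between the genes are not the explanation, and this explanation cannot be excluded.

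Genes that mark club cells were near or under the floor in all 12 libraries: Scgb1a1 had at most 1 count, Scgb3a1 at most 5, Nkx2-1 at most 1, and Scgb3a2, Cyp2f2, Cckar and Sftpd had 0 counts, while Foxa2 had a median of 119 CPM. Among epithelial genes the median was 325 CPM for Krt8, 659 CPM for Krt18 and 2.26 CPM for Cdh1, while Epcam had at most 1 count, Krt19 at most 4, Cldn4 at most 2, Cldn7 at most 6 and Esrp1 at most 2. Among mesenchymal genes the median was 8375 CPM for Sparc, 4145 CPM for S100a4, 1800 CPM for Vim, 632 CPM for Fn1, 413 CPM for Cdh2, 23.6 CPM for Pdgfrb and 5.35 CPM for Pdgfra, and Thy1 had at most 12 counts.

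Other genes were looked up in C22 cells, though the paper reports the mRNA of the collagens, Acta2 and Snai1 in fibroblasts. Col1a1 changed by 1.17 after TGF-β1, −0.43 after knockdown with TGF-β1 and −0.47 after knockdown without TGF-β1 on the log2 scale. Acta2 changed by 1.48, −0.94 and −1.0, and Col1a2 by 2.78, 0.68 and 1.74, in the same order. Col3a1, which the paper's text does not name (it lists Col1a3), changed by 0.52, −0.38 and −0.52. Of the ECM genes with large rises after TGF-β1, Lamb3 changed by 3.55 (adjusted p = 4.9e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest of all genes tested after TGF-β1 in NC cells), −0.33 and −0.17, and Bgn by 2.35, 0.41 and −0.13, again in this order. Lamb3 overlaps other annotated genes, and its counts are uncertain for that reason. Snai1 changed by 1.89 after TGF-β1 and by −0.34 after knockdown with TGF-β1 (adjusted p = 0.685, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, libraries overlapping). The transcripts of Smad2, Smad3, Ctnnb1, Mapk14 and Csnk2a1 changed by between −0.14 and 0.14 after knockdown with TGF-β1, with adjusted p values from 0.552 to 0.933 by the same test.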
